# Dynamic changes in gene expression and signalling during trophoblast development in the horse

**DOI:** 10.1530/REP-18-0270

**Published:** 2018-07-10

**Authors:** Jordan E Read, Victoria Cabrera-Sharp, Victoria Offord, Samantha M Mirczuk, Steve P Allen, Robert C Fowkes, Amanda M de Mestre

## Abstract

Equine chorionic girdle trophoblast cells play important endocrine and immune functions critical in supporting pregnancy. Very little is known about the genes and pathways that regulate chorionic girdle trophoblast development. Our aim was to identify genes and signalling pathways active *in vivo* in equine chorionic girdle trophoblast within a critical 7-days window. We exploited the late implantation of the equine conceptus to obtain trophoblast tissue. An Agilent equine 44K microarray was performed using RNA extracted from chorionic girdle and chorion (control) from equine pregnancy days 27, 30, 31 and 34 (*n* = 5), corresponding to the initiation of chorionic girdle trophoblast proliferation, differentiation and migration. Data were analysed using R packages limma and maSigPro, Ingenuity Pathway Analysis and DAVID and verified using qRT-PCR, promoter analysis, western blotting and migration assays. Microarray analysis showed gene expression (absolute log FC >2, FDR-adjusted *P* < 0.05) was rapidly and specifically induced in the chorionic girdle between days 27 and 34 (compared to day 27, day 30 = 116, day 31 = 317, day 34 = 781 genes). Pathway analysis identified 35 pathways modulated during chorionic girdle development (e.g. FGF, integrin, Rho GTPases, MAPK) including pathways that have limited description in mammalian trophoblast (e.g. IL-9, CD40 and CD28 signalling). Rho A and ERK/MAPK activity was confirmed as was a role for transcription factor ELF5 in regulation of the CGB promoter. The purity and accessibility of chorionic girdle trophoblast proved to be a powerful resource to identify candidate genes and pathways involved in early equine placental development.

## Introduction

Mammalian placental development requires a highly regulated series of cellular processes that transform a single layer of trophectoderm into a complex membrane that interacts intimately with maternal tissues. Although the anatomical structure of mature mammalian placentae is highly variable between species, the processes that lead to its formation are remarkably similar (Noronha & Antczak 2010, Soncin *et al.* 2015). Trophoblast cells that give rise to the placenta must undergo a period of rapid proliferation, followed by cell movement, differentiation, migration and in some species also invasion. Once trophoblast penetrate the endometrial epithelium, their immunomodulatory behaviour becomes critical to the prevention of immune-mediated pregnancy loss (Noronha & Antczak 2010, de Mestre *et al.* 2011, Moffett *et al.* 2017). These cellular processes are difficult to study in human pregnancy due to the limited availability of tissues at key consecutive developmental stages. Consequently, much work has focused on rodent models of placentation (Underhill & Robins 2016), *in vitro* models of human pregnancy (Sibley 2017), together with comparative models of placentation (Imakawa *et al.* 2017) that are both informative for understanding basic mammalian processes as well as being relevant to the species itself. Collectively these studies have revealed a number of genes and signalling pathways involved in placental development (Soncin *et al.* 2015, Gupta *et al.* 2016, Haeger *et al.* 2016) but exactly how important each of these pathways are for the multiple/overlapping processes that are occurring during development and whether these pathways are all active *in vivo* is less clear.

The early equine conceptus is unique in that it remains in a spherical shape surrounded by a glycoprotein capsule for the first 21 days of gestation. It is only after this capsule is lost that placental development begins in earnest (Allen & Wilsher 2009). Further, the late implantation in the horse (around day 40) means it is remarkably accessible and remains essentially separate to maternal tissues throughout early placental development. This provides distinct advantages over other species as it allows for isolation of pure populations of trophoblast cells with minimal manipulation (Noronha & Antczak 2010). By day 30 of gestation, the horse placenta is comprised of two main membranes. First, the allantochorion that undergoes rapid growth to form the diffuse epitheliochorial placenta of the horse primarily involved in nutritional exchange and later endocrine support of the pregnancy (Allen & Wilsher 2009). Second, the unique chorionic girdle which gives rise to the endometrial cups that secrete equine chorionic gonadotrophin (eCG) (Antczak *et al.* 2013) and modulate immunity to foetally derived tissues (de Mestre *et al.* 2010, 2011). Around day 27 of gestation, the trophoblast cells of the chorionic girdle begin to rapidly proliferate leading to multiple layers of trophoblast cells. Around day 30 of gestation chorionic girdle trophoblast cells receive a signal to terminally differentiate from uninucleate cells to mature eCG-secreting binucleate cells (Cabrera-Sharp *et al.* 2014) – a process which is close to complete by days 34–36 of gestation. As the trophoblast cells differentiate they acquire a highly invasive phenotype and penetrate the endometrial luminal epithelium and migrate down the glands. Motility then ceases, cells enlarge and form what can be seen as mature endometrial cup trophoblast. The molecular mechanisms that regulate the development of the chorionic girdle, including the co-ordinated processes of proliferation, differentiation, cell movement and cell migration are poorly understood.

We recently identified bone morphogenetic protein (BMP) 4 signalling as a key regulator of trophoblast differentiation in the horse (Cabrera-Sharp *et al.* 2014). Whilst BMP4 was able to drive terminal differentiation and eCG secretion by the cells, not all cells differentiated in response to the ligand. This suggests other signals are also required to drive chorionic development. Expression of additional growth factor receptors during chorionic girdle development has also been shown (Stewart *et al.* 1994, 1995, Allen *et al.* 2007, 2017) although the functional importance and the activity of the associated molecular pathways has not been investigated. Previous studies have used equine-specific microarrays to study gene expression and/or imprinting in the placenta between days 8 and 14 and at day 34 (Klein & Troedsson 2011, Brosnahan *et al.* 2012, Wang *et al.* 2013, Iqbal *et al.* 2014). These studies have found vital insights into the role of interleukin 22 (IL-22) in trophoblast invasive capacity (Brosnahan *et al.* 2012) and to factors likely to be important in the process of maternal recognition of pregnancy (Klein & Troedsson 2011). An understanding of the gene changes in the chorionic girdle during the time of trophoblast proliferation, differentiation, invasion and induction of eCG expression and secretion would offer key advances in the knowledge of these complex processes.

In this present study, we exploited the late implantation of the equine conceptus to obtain trophoblast tissue between days 27 and 34 of pregnancy from matched mare and stallion pairs. We used whole transcriptome profiling in order to measure and compare gene expression in chorionic girdle trophoblast and adjacent regressing chorion at pregnancy day 27 (initiation of proliferation and prior to differentiation), day 30 (initiation of differentiation), day 31 (consolidation of differentiation and movement of cells) and day 34 (when the majority of the trophoblast cells have terminally differentiated into binucleate eCG-secreting trophoblast and have started to obtain invasive qualities and immunomodulatory capacities). Differentially expressed genes were then identified to determine functions and signalling pathways whose activity was modulated over this critical period of trophoblast development. A selection of genes and pathways were subsequently validated.

## Materials and methods

### Animals and tissue collection

The study was approved by the Ethics Committee of the Royal Veterinary College and Home Office (PPL70/6944), and all animal procedures were performed in accordance with the Animals (Scientific Procedures) Act 1986 guidelines set by the Home Office, United Kingdom. Five mares (*Equus caballus*) aged between 3 and 7 years were of Dartmoor or Welsh breed and maintained in a paddock on grass and supplemented with hay over the winter. The reproductive cycle was manipulated using prostaglandin F2, and pregnancies were established as previously described (de Mestre *et al*. 2011) using semen from two stallions, standard artificial insemination and with ovulation induced using either 1500 IU hCG (Chorulon, MSD Animal Health, Milton Keynes, UK) intravenously or 2.1 mg Ovuplant (Dechra Veterinary Products, Shrewsbury, UK) subcutaneously. Ovulation was confirmed (day 0) and then pregnancies were monitored biweekly and on the day of isolation using transrectal ultrasonographic evaluation of the reproductive tract. Only those conceptuses confirmed to have a normal growth rate and normal anatomical development were included in the study. The same mare and stallion pairs (*n* = 5) (Supplementary Table 1 shows exceptions to this, see section on supplementary data given at the end of this article) were used to generate multiple conceptuses that were recovered at day 27, 30, 31 and 34 of pregnancy via non-surgical uterine lavage as previously described (de Mestre *et al.* 2008). Additional mare and stallion combinations (*n* = 3) generated conceptus tissue that was subsequently used for qRT-PCR and western blotting. Conceptuses were flushed into sterile phosphate buffered solution supplemented with 2× penicillin–streptomycin (5000 U/mL, Invitrogen Gibco) and placed immediately onto ice for transport to the laboratory. Conceptuses were dissected in PBS-2xPenStrep into components, chorionic girdle, chorion, allantochorion, yolk sac and foetus using a dissecting microscope (Zeiss). Dissected tissue was immediately snap-frozen in liquid nitrogen and stored at −80°C until RNA isolation or western blotting was performed.

### Isolation and qualitative and quantitative analysis of RNA

Total RNA was isolated from snap-frozen equine conceptus tissue, following homogenisation by QIAshredder (Qiagen), using a Qiagen RNeasy kit (Qiagen) as directed by the manufacturer. RNA was additionally treated with DNase on a column (Qiagen) as described by the manufacturer. RNA concentration and purity was determined by spectrophotometry, using the Nanodrop ND1000 spectrophotometer. The mean 260/280 ratio was 2.10 (range 2.02–2.16). RNA quality was additionally assessed using Agilent 2100 Bioanalyser. The mean and median RNA integrity number was 9.1 (range 8–9.9) (Supplementary Fig. 1). Samples were stored at −80°C.

### Microarray analysis

A 44K probe, single colour, equine Agilent Microarray (cyanine 3-CTP; Agilent Technologies UK Ltd) was carried out by Dr. Lucille Rainbow, at the Centre for Genomic Research, The University of Liverpool. The above described DNase-treated RNA samples were submitted for analysis. Using RNA spike-in kits (Agilent Technologies UK Ltd) and via the manufacturer’s instructions, 50 ng of RNA sample was spiked with quality controls and run. cRNA was synthesised and amplified using the low input quick amp labelling kit via the manufacturer’s instructions (Agilent Technologies UK Ltd.). A specific T7 RNA polymerase blend was used to generate fluorescent cRNA via incorporation of Cyanine 3-CTP. cRNA was purified with the RNeasy mini spin column kit (Qiagen), following the manufacturer’s protocol and concentration measured on the NanoDrop ND-1000 Spectrophotometer (Thermo Fisher Scientific). cRNA was hybridised to the microarray chip using the gene expression hybridisation kit (Agilent Technologies UK Ltd.), using the manufacturer’s instructions and then hybridised for 17 h at 65°C and 10 g using the Tecan HS Pro hybridisation station (Tecan group Ltd, Reading, UK). Microarray chips were washed with wash buffer and scanned by the Agilent DNA microarray scanner G2505C (Agilent Technologies UK Ltd). Samples were subjected to Agilent quality control measures, which all entities passed. Data have been submitted to NCBI Gene Expression Omnibus (GSE113072).

Following Principal Component Analysis (PCA) (Supplementary Fig. 2), a subset of two arrays (out of the total of 40) were removed. These two samples were subsequently shown by qRT-PCR (data not shown) to express significantly aberrant levels of well-known markers of chorionic girdle cells such as chorionic gonadotrophin A (*CGA*), chorionic gonadotrophin B (*CGB*) and glial cells missing 1 (*GCM1*). Pre-processing steps of background correction and between-array normalisation were performed prior to analysis using the software packages R (http://www.r-project.org) and Bioconductor (http://www.bioconductor.org). Differential expression analysis was performed using the R package limma (Ritchie *et al.* 2015). Pre-processing steps of background correction and between-array normalisation were implemented prior to analysis with differentially expressed genes identified using a linear model fit (lmFit) and an empirical Bayes method (eBayes). Genes with an absolute log fold change >2 and false discovery rate (FDR)-adjusted *P* < 0.05 were considered significant. Cluster gene analysis was performed using maSigPro (Conesa & Nueda 2017) to group genes based on their expression profile. The cut-off criteria used in maSigPro were fold change >2, *R* ^2^ > 0.7 and *P* value of >0.01. DAVID Bioinformatics Resources 6.7 (Huang *et al.* 2009) functional annotation tool was used to evaluate signalling pathways within gene clusters. Gene lists were input to DAVID, selected to compare against ‘All species’ and gene names defined as ‘Official_gene_symbol’. Output signalling pathways in KEGG and PANTHER databases were considered, with parameters set to include pathways containing >5 genes with *P* < 0.01 (Fishers Exact test).

The normalised intensity data for chorionic girdle tissue only was also imported into Ingenuity Pathway Analysis (IPA) V119043121 software (Qiagen) for analysis of activation of canonical pathways and regulator effect networks. For analysis in IPA, one-way ANOVA (*P* < 0.05) applied across the timecourse was used to identify gene changes and pathway activation within the chorionic girdle. Output data were represented for canonical pathway activation and as summary lists of genes involved in effector networks of interest.

### Multiplex qRT-PCR

Eight genes were selected from the array to fit the following criteria: upregulated or downregulated with a fold change 2–5 or >20 in chorionic girdle between day 27 and day 34. As a control, Nuclear RNA Export Factor 1 (*NXF1*), a gene that remained constant in expression in the chorionic girdle between days 27 and 34, was also assessed. Primers were designed using GeXP eXpress Profile software in accordance to manufacturer instructions (Beckman Coulter, High Wycombe, UK), using mRNA sequences obtains from Ensembl genome browser (http://www.ensembl.org) (Supplementary Table 2). Target-specific reverse transcription and PCR amplification was performed as previously described (Hu *et al*. 2012, Xie *et al*. 2012, Staines *et al*. 2016) and in accordance to manufacturer’s instructions (Beckman Coulter). In brief, a reverse transcription master mix was prepared as detailed in the GeXP starter kit (Beckman Coulter) and performed using a G-storm thermal cycler, using the programme protocol 48°C (1 min), 42°C (60 min), and 95°C (5 min). From this an aliquot was of each reverse transcription reaction was added to GenomeLab kit PCR master mix (Beckman Coulter) and Thermo-Start Taq DNA polymerase (Thermo Fisher Scientific). PCR reaction was again performed using G-storm thermal cycler with a 95°C activation step 10 min, followed by 35 cycles of 94°C (30 s), 55°C (30 s) and 70°C (60 s). Products were separated and quantified using CEQ 8000 Genetic Analysis System and GenomeLab Fragment Analysis software (Beckman Coulter). Genes of interest were normalised against the geo-mean of the two housekeeping genes, glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) and succinate dehydrogenase complex, subunit A (*SDHA*), as previously described (Vandesompele *et al.* 2002).

### Western blotting

Tissues were ground and lysed on ice in 200 µL lysis buffer containing: 150 mM sodium chloride (Sigma Aldrich, Haverhill, UK), 1.0% (v/v) Nonidet P-40 (Sigma Aldrich), 0.5% (w/v) sodium deoxycholate (Sigma Aldrich), 0.1% (w/v) Sodium dodecyl sulphate (Sigma Aldrich), 50 mM Tris, pH 8.0 (Sigma Aldrich), 1 mM phenylmethylsulfonyl fluoride (Sigma Aldrich, added at time of use). Protein concentration was determined using Bradford assay (Bio-Rad Laboratories) and read using a Tecan infinite pro 200 plate reader, with Magellan 7 software (Tecan group Ltd.). Samples were stored at −20°C until use.

To assess total and phospho p44/42 extracellular signal regulated kinase (ERK1) protein expression, 50 µg of protein were loaded per well and separated by SDS-PAGE on a 10% (wt/vol) polyacrylamide gel before being transferred to a polyvinylidene difluoride membrane (GE Healthcare Life Sciences) using a Mini-PROTEAN Tetra cell wet transfer unit (Bio-Rad Laboratories). The membranes were blocked in Tris-buffered saline-Tween 20 containing 5% (wt/vol) nonfat milk (Marvel, Premier Foods Group, London, UK) for a total of 3 h. Membranes were incubated overnight at 4°C in a 1:1000 dilution of rabbit anti-human p44/42 total ERK or Rabbit anti-human p44/42 phospho-ERK (Cell Signalling Technology, Leiden, The Netherlands) polyclonal antibodies each in Tris-buffered saline-Tween 20 containing 5% (wt/vol) nonfat milk. Membranes were incubated with a 1:10,000 dilution of goat anti-rabbit IgG secondary antibody conjugated to horseradish peroxidase (Sigma) in Tris-buffered saline-Tween 20 containing 5% (wt/vol) nonfat milk. Proteins were visualised by incubating with ECL plus detection reagents (PerkinElmer) and exposed onto Amersham hyperfilm ECL (GE Healthcare Lifesciences). As a loading control, membranes were stripped and reprobed for β-actin using a monoclonal mouse β-actin antibody (Sigma) at a dilution of 1:10,000.

### Cloning of ELF5 and transactivation experiments

Full length equine ELF5 was cloned into the pCMV-Myc expression vector for co-transfection experiments. ELF5 was amplified by RT-PCR from equine day 34 chorionic girdle cDNA using primers ELF5F CCATGGTACCATGATGTTGGACTCAGTGAC and ACGGTCTAGATCATAGCTTGTCCTCCTGCC. The pCMV-Myc vector and ELF5 PCR product were subjected to digest with XbaI and KpnI restriction and gel purified before ligation into pCMV-myc. Successful cloning was assessed by analytical digest and Sanger sequencing. Truncated promoter constructs of specific lengths of the *CG/LHB* promoter were constructed via PCR from equine genomic DNA as previously described (Read *et al.* 2018). The immortalised cell line BeWo choriocarcinoma (BeWo) were cultured in DMEM supplemented with 10% foetal bovine serum, penicillin–streptomycin and l-glutamine, at 5% CO_2_ at 37°C. Cells were transiently transfected using Lipofectamine 2000 transfection reagent (Invitrogen) via the manufacturers’ instructions. Cells were transfected in 24-well plates, at a confluency of 80%, with each of four *LHB* promoter inserts, alone or in combination with concentrations of pCMV-myc-ELF5 (0–150 ng), with DNA input controlled with an empty control pCMV-myc vector. Renilla was co-transfected as an internal control at a concentration of 0.05 ng per well. Twenty-four post-transfection, cell lysates were harvested and promoter activity was measured using the Dual-luciferase Reporter Assay (Promega), as per the manufacturer’s instructions.

### Culture of equine trophoblast and scratch assays

Chorionic girdles from day 34 conceptuses were dissected along the junction with the adjacent allantochorion, and chorion and girdle cells were gently scraped from the basement membrane and underlying mesodermal cell layer using a sterile scalpel blade and pure trophoblast cultured as previously described (Cabrera-Sharp *et al.* 2014). Cells used in the study were between passage 3 and 5. Scratch assays were performed as previously described (Liang *et al.* 2007). Confluent monolayers of cells were scratched, both horizontally and vertically, to form a cross shaped wound. The same position on each arm of the wound was imaged at both time 0 and 24 h and the distance moved calculated by subtracting the width of the scratch at 24 h from that at time 0 (following a preliminary experiment performed at 0, 8, 24 and 48 h). Average width of a scratch was calculated by measuring its area and dividing by its length. At time 0 scratches were treated with either vehicle (ethanol used to resuspend the Rhosin) or Rhosin (Insight Biotech), 50 µM, a concentration that has been shown previously to inhibit Rho activation by approximately 80% (Shang *et al.* 2013). Following treatment cells showed no overt changes in morphology or cell death, maintaining a healthy monolayer appearance in all regions outside of the scratch. All experiments were done in duplicate and consisted of four independent wells per treatment, each well measured at four separate points, giving a total of 16 measurements per treatment group per experiment. Statistical differences in cell movement were compared using a paired *t*-test in GraphPad Prism.

## Results

### Transcriptomic profile of chorionic girdle between days 27 and 34 of pregnancy

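The chorionic girdle is the band of trophoblast that later invades the uterus and forms the endometrial cups, and the chorion beside it stays non-invasive. RNA from both tissues was labelled with Cy3 and hybridised in 1 colour to equine oligonucleotide arrays, and the authors deposited 38 arrays as scanner intensities together with a table of log2 values that they had background corrected and normalized. Here 36 arrays were placed in 8 groups of tissue and day, with 3 arrays per tissue at day 27 and 5 per tissue at days 30, 31 and 34. The other 2 arrays, both of day 27, have a title that names one tissue and a tissue field that names the other, and they were left out of the groups. The day of 2 chorion arrays differs between the age field of their labels and Supplementary Table 1, and Supplementary Table 1 was followed. The level of a probe was its log2 processed intensity minus the 75th percentile of its array. A probe was tested when its signal was well above background on at least 3 of the 36 arrays, which left 35404 of 43603 probes, 12813 of them with a gene symbol and together 6863 genes. Between 68.7% and 76.8% of the probes of an array were well above background, with a median of 72.6%. One limma model with a mean for each group was fitted (28 residual degrees of freedom), and a probe was called changed at an absolute log2 fold change over 2 with a Benjamini-Hochberg adjusted p under 0.05 within a comparison. A gene is given by its probe with the highest mean level, and where every array of its lower group lay at background only the smallest fold that the background allows is given. In data simulated for the girdle at day 34 against day 27, this model called 4% of the probes given a log2 change of 1.5, 92% of those given 2.5, 96% of those given 4 and all of those given 6, with 50 probes of each among the 35404. The number of arrays limits the precision of every value, and the arrays came from 10 slides, so each count was also taken with slide as a block.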

The data reported below used sibling conceptuses obtained at days 27, 30, 31 and 34 of pregnancy over two breeding seasons (total *n* = 38 samples, *n* = 4–5 each time point and each tissue). All conceptuses used in the study showed normal growth patterns and had normal placental and foetal anatomy as assessed clinically by transrectal ultrasonography and grossly under a dissecting microscope. For mare stallion pairs that did not generate a full set of conceptuses, half-sibling conceptuses were used (Supplementary Table 1).

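By day 30 ACTC1, HOXA10, CNTN6 and HINT3 were higher in the girdle than in the chorion, and WFDC2 and SLITRK6 were lower. ACTC1, a muscle actin of contractile filaments, was at least 329-fold higher in the girdle, where all 5 arrays detected it and none of 5 chorion arrays did, and the homeobox gene HOXA10 was at least 37.3-fold higher. CNTN6, a neural adhesion molecule, was at least 31.6-fold higher and HINT3, a nucleotide hydrolase, had a log2 fold change of 5.71 (standard error 0.36, adjusted p = 1.92e-11). The chorion instead held more WFDC2, a secreted protease inhibitor (log2 fold change of the girdle against the chorion -5.90 (standard error 1.04, adjusted p = 3.11e-05)), and more of the membrane protein SLITRK6, at -4.58 (standard error 0.68, adjusted p = 3.13e-06). The first principal component of the 36 arrays carried 44.9% of the variance, and its mean in the girdle climbed from -66.63 ± 6.29 (SD, n = 3) at day 27 to 51.09 ± 29.73 at day 30, 107.12 ± 33.54 at day 31 and 165.45 ± 15.23 at day 34 (n = 5 each). In the chorion the same component stayed between a mean of -93.28 ± 9.91 at day 30 and -63.07 ± 23.31 at day 34. Day accounted for 59.1% of the variance among the 18 girdle arrays (permutation p = 0.0001, the smallest that the permutations can give) and for 26.5% among the 18 chorion arrays (permutation p = 0.0241). The chorion value is not firm. It did not pass without 1 array for 5 of the 18 arrays (permutation p from 0.0509 to 0.0716) or over the 1000 most variable probes (permutation p = 0.0908), and it was 20.8% with a permutation p of 0.106 when the 2 arrays with conflicting tissue labels were added by their tissue field and days were taken from the age field. Tissue accounted for 49.9% at day 30, 51.1% at day 31 and 69.0% at day 34 (permutation p = 0.0078 each, 10 arrays per day). At day 27, 6 arrays gave a permutation p of 0.6. The array closest to each girdle array was another girdle array for all 5 at days 31 and 34, for 4 of 5 at day 30 and for 1 of 3 at day 27.

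**Figure D1:**
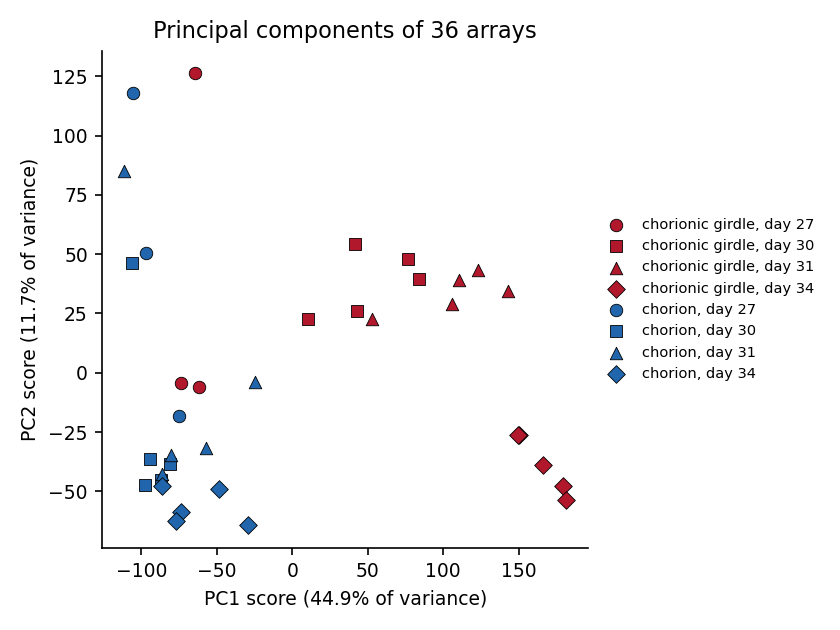
Principal components 1 (x axis, 44.9% of the variance) and 2 (y axis, 11.7%) of the levels of the 36 arrays, one point per array, coloured by tissue (chorionic girdle or chorion) with separate marks for the days. Girdle arrays move to the right with day, while chorion arrays and the day 27 girdle arrays share the left side.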

The samples grouped well by tissue and gestational age (Supplementary Fig. 2). 

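LAMB3, CADM1, DPP4 and SLC7A2 rose more in the girdle than in the chorion. LAMB3, a laminin chain of the basement membrane, rose by 8.57 (standard error 2.05, adjusted p = 0.00145) more in the girdle than in the chorion on the log2 scale between days 27 and 34, in limma's test of the difference between the tissues (3 arrays of each tissue at day 27 and 5 at day 34). The adhesion molecule CADM1 rose by 5.82 (standard error 1.15, adjusted p = 0.000199) more, the peptidase DPP4 by 5.64 (standard error 1.29, adjusted p = 0.000938) more and the amino acid transporter SLC7A2 by 5.03 (standard error 0.79, adjusted p = 1.20e-05) more. TNC, a matrix glycoprotein, moved the other way by -6.15 (standard error 0.86, adjusted p = 2.40e-06), as did the fatty acid transporter SLC27A6 by -5.63 (standard error 0.65, adjusted p = 1.77e-07). Over the 16 comparisons of Table 1, 6529 of the 35404 tested probes changed at least once, and 3209 of them carry a symbol, for 1706 genes. Of these probes 5110 changed between days in the girdle, 398 between days in the chorion and 4943 between the tissues. The test of the difference between the tissues called 3861 probes, 1067 with a girdle change above that of the chorion and 2794 below it. A change below that of the chorion need not be a fall in the girdle. By the adjusted p alone 12807 probes passed. By the adjusted p alone 56 of 71 genes that the paper's text and tables name and the arrays measured also passed, 34 with a girdle change above that of the chorion and 22 below it. Many of these genes were named for their change in the girdle on these same arrays, so their count is not independent evidence. On the authors' own log2 values in place of the intensities, 2161 probes changed at least once.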

Analysis of global changes in gene expression revealed that 2207 probes were differentially expressed in the chorionic girdle and chorion across one or more time points or between tissues (Absolute log fold change >2, FDR-adjusted *P* < 0.05) (Supplementary Table 3). 

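MARCO, MSR1, CGA and PHLDA2 rose in the chorion between days 27 and 34. The scavenger receptors MARCO and MSR1, both of macrophages, rose with log2 fold changes of 5.99 (standard error 1.16, adjusted p = 0.00235) and 3.89 (standard error 0.78, adjusted p = 0.00334). CGA, the alpha subunit of chorionic gonadotrophin, rose by 5.00 (standard error 1.13, adjusted p = 0.0081) and the placental growth regulator PHLDA2 by 3.19 (standard error 0.39, adjusted p = 1.80e-05), each over 5 arrays at day 34 and 3 at day 27. The complement regulator C4BPA rose by 3.21 (standard error 0.63, adjusted p = 0.00286), the purine enzyme GDA at least 8.55-fold, the BMP antagonist CHRDL1 at least 8.48-fold, the carboxypeptidase CPM at least 8.22-fold and the RNA sensor TLR8 at least 8.66-fold. Among falls, the Wnt antagonist DKK1 fell at least 14.9-fold, the protease inhibitor SERPINB13 at least 6.24-fold and the basement membrane protein NID1 at least 8.13-fold, while the transcription factor MECOM had a log2 fold change of -3.05 (standard error 0.66, adjusted p = 0.00578). None of 17 endoderm and yolk sac markers passed the test over all genes, although 12 fell when adjusted over the list alone and camera put the list lower at day 34 (adjusted p = 4.15e-07 by camera, adjusted p = 0.593 with an estimated correlation). These markers were high on 6 of the 36 arrays, 2 of them among the 3 chorion arrays of day 27, and without the 6 arrays, which leaves 1 chorion array at day 27, 92 probes changed. Of the 373 probes 356 kept their direction, and MARCO, MSR1 and CGA stood at 5.09, 4.38 and 3.33 without passing (adjusted p = 0.194, 0.148 and 0.467), so these lost calls show little about the markers. At day 34 against day 27, 373 probes changed (216 higher and 157 lower), with 84 gene symbols. Slide as a fixed block left 228 and as a random block 385, and the count ran from 203 to 794 when 1 array was left out, without chorion day 27 replicate 1 and replicate 5. The share higher was 57.9% here and 82.4% among 91 probes on the authors' own log2 values. With the 2 arrays of conflicting tissue labels added by their tissue field and days taken from the age field, 73 probes changed, and CGA at 2.59, PHLDA2 at 1.74 and MECOM at -1.84 no longer passed, nor did CPM, TLR8, DKK1, SERPINB13 and NID1. On the authors' own log2 values with the same labels CPM changed sign, and DKK1 and MECOM no longer passed after normexp with the 75th percentile. That setting moved the median of all probes by 0.48 in this comparison, and SERPINB13 and NID1 then lay above 0 and below this shift. Earlier days differed less. Day 30 against day 27 gave 2 changed probes in limma, both of the dystrophin relative DRP2, and day 31 gave 10, of DRP2, GDA, MARCO and the sarcomere gene MYOT among named genes, beside 2952 and 2459 probes at an unadjusted p under 0.05. These genes were named after their values had been seen. Day 34 gave 69 changed probes against day 30 and 31 against day 31, and HINT3 was the only gene that changed between days 30 and 31.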

Gene expression in the control tissue (chorion) was remarkably stable throughout the gestation period studied, with only 11 genes differentially expressed in the chorion between days 27 and 34 (Table 1). In contrast, gene expression was rapidly induced in the chorionic girdle over the same time period (Table 1), with a peak of 781 genes differentially expressed in the chorionic girdle between day 27 and day 34. 

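LAMB3, FFAR2 and TCN1 were among the genes with the largest rises in the girdle by day 34. Log2 fold changes against day 27 were 8.95 (standard error 1.45, adjusted p = 5.03e-06) for the laminin chain LAMB3, 8.64 (standard error 1.01, adjusted p = 2.24e-08) for the short-chain fatty acid receptor FFAR2 and 8.23 (standard error 1.21, adjusted p = 1.08e-06) for the cobalamin carrier TCN1, with 5 arrays at day 34 and 3 at day 27. The lectin ZG16 rose by 7.59 (standard error 0.80, adjusted p = 2.87e-09) and the arginine transporter SLC7A2 by 7.31. APOBR, a receptor for triglyceride-rich lipoproteins, was not detected at day 27 and was at least 590-fold higher at day 34. Lower by day 34 were the inflammatory cytokine IL1B (-7.86, standard error 1.71, adjusted p = 0.000273), the calponin family member TAGLN3 (-7.11, standard error 0.89, adjusted p = 6.92e-08), the tetraspan protein LHFPL1 (-6.86, standard error 0.91, adjusted p = 1.93e-07), the chemokine CCL4 (-5.59, standard error 0.77, adjusted p = 4.07e-07) and the pigment transporter SLC45A2, which fell at least 34-fold by one of its 2 probes and by 1.44 on the log2 scale by the other. Against day 27, 745 probes changed at day 30 (255 higher, 490 lower; 222 genes), 1903 at day 31 (538 higher, 1365 lower; 529 genes) and 4294 at day 34 (1338 higher, 2956 lower; 1196 genes). Between later days, 23 probes changed from day 30 to day 31, 2264 from day 30 to day 34 and 1020 from day 31 to day 34. With slide as a fixed block the counts against day 27 were 201, 1332 and 3521, and as a random block 655, 1809 and 4235. Of the slides 1, 2 and 0 held both days, so the lower counts of the fixed block do not show an effect of slide. On the authors' own log2 values they were 204, 542 and 1485, of which 47.5%, 32.7% and 43.4% were higher, against 34.2%, 28.3% and 31.2% here. Over the 4 days 22328 probes passed limma's moderated F test in the girdle. From the rise in the number of changed genes toward day 34 against the few in the chorion, the paper states that expression was rapidly induced in the girdle.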

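FAM227B, NLRC5, SBSPON and CPM were higher in the girdle at day 30 than at day 27, and of these only CPM passed the test between days 30 and 31. FAM227B, a gene without a known function, was at least 49.9-fold higher than at day 27 on day 30 and at least 248-fold higher on day 31, with no signal over background at day 27 (5 arrays per later day and 3 at day 27). NLRC5, which switches on MHC class I genes, had log2 fold changes of 5.26 (standard error 0.89, adjusted p = 0.000193) at day 30 and 5.80 (standard error 0.89, adjusted p = 8.07e-06) at day 31 by one of its 2 probes (the other gave 0.24 and 0.09). The matrix protein SBSPON rose by 4.14 (standard error 0.86, adjusted p = 0.00107) at day 30, and the carboxypeptidase CPM was at least 11.2-fold higher at day 30, at least 63.5-fold at day 31 and at least 229-fold at day 34. Early falls included the matrix protease MMP9 at -3.97 (standard error 0.58, adjusted p = 4.78e-05), DKK1 at -3.86 (standard error 0.60, adjusted p = 0.000104), the smooth muscle actin ACTG2 at -3.56 (standard error 1.02, adjusted p = 0.011), the peptide transporter SLC15A2 at -3.44 (standard error 0.67, adjusted p = 0.000596) and the hyaluronan synthase HAS2 at -3.26 (standard error 0.68, adjusted p = 0.00105). MMP9 lies on chromosome 22 from 34986660 to 34986719 of EquCab1 by its probe, and it stayed low at day 31, at -4.37 (standard error 0.58, adjusted p = 1.35e-06). With slide as a fixed block SBSPON, ACTG2, SLC15A2 and HAS2 stood at 3.62 (standard error 1.11, adjusted p = 0.0598), -1.86 (standard error 1.26, adjusted p = 0.391), -2.22 (standard error 0.67, adjusted p = 0.0564) and -2.56 (standard error 0.83, adjusted p = 0.0684) at day 30 and no longer passed, while all 4 passed with slide as a random block. Nor did CPM and HAS2 pass at day 30 after normexp with the 75th percentile. Of the 255 probes higher at day 30, 215 were also higher at day 31 (84.3%, against 3.87 if the lists were independent) and 183 at day 34. Of the 490 lower probes, 460 were also lower at day 31 (93.9%) and 418 at day 34. All 3 days shared 177 higher probes (57 genes) and 407 lower probes (125 genes), while 908 higher and 1875 lower probes passed at day 34 alone. The 584 probes shared by all 3 days became 62 with the 2 arrays of conflicting tissue labels placed by their titles, 153 with slide as a fixed block and 178 on the authors' own log2 values, and ran from 385 to 777 when 1 array was left out. A further 148 were higher and 314 lower at day 30 or 31 and not at day 34. Part of this excess may come from the 3 day 27 arrays that all of these comparisons share. In 100 draws with a shared reference and no true change the fold changes of a pair of days had a mean covariance of 0.0986 across probes. In the data it was 0.709 for days 30 and 31, 0.733 for days 30 and 34 and 1.13 for days 31 and 34. The differences were 0.61, 0.634 and 1.03. The draws took probes as independent, while the girdle arrays of day 27 can deviate together over many probes (-4.39, 126.29 and -5.88 on the second principal component). The differences are therefore only a rough estimate of a shared effect. The correlations were 0.922, 0.698 and 0.811 for these pairs, against at most 0.626 in the draws. The paper takes this overlap to fit a wave of genes turned on, or on and off again, while the girdle develops.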

Consistent with a wave of genes that are turned on or on and off again during chorionic girdle development, there was significant overlap in the differential expression of genes at day 30, 31 and 34 (Fig. 1A). Similarly, there was a significant increase in differential gene expression between the chorionic girdle and adjacent chorion between days 30 and 34 (Fig. 1B and Table 1). 

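FGFBP1, FAM227B and CNTN6 were among the genes higher in the girdle than in the chorion at day 31. FGFBP1, which frees fibroblast growth factors from the matrix, had a log2 fold change of 5.50 (standard error 0.72, adjusted p = 2.86e-07) between the tissues with 5 arrays of each, FAM227B of 6.09 (standard error 0.77, adjusted p = 1.84e-07) and CNTN6 of 4.57 (standard error 0.74, adjusted p = 6.28e-06). HOXA10 stayed higher at 5.21 (standard error 0.59, adjusted p = 3.98e-08) and SBSPON at 4.56 (standard error 0.75, adjusted p = 7.63e-06). Lower in the girdle were ENPP2, the enzyme that makes lysophosphatidic acid, at -4.20 (standard error 0.56, adjusted p = 3.79e-07), the growth-inhibiting gene DBC1 by 31.9-fold and the stromal protein ISLR at -4.05 (standard error 0.63, adjusted p = 3.77e-06). The adipokine relative C1QTNF7 was at least 27.9-fold lower, the synapse protein LRRC4C at least 14.2-fold lower and CALCRL, the receptor for adrenomedullin, at least 9.2-fold lower, each without signal over background in the girdle. Between the tissues 1625 probes differed at day 30 (933 higher and 692 lower in the girdle; 459 genes) and 2324 at day 31 (938 higher and 1386 lower; 668 genes). Of the 933 higher at day 30, 730 were also higher at day 31 (78.2%), and of the 692 lower, 605 were also lower (87.4%). All of days 30, 31 and 34 shared 534 higher and 525 lower probes between the tissues. Slide as a block gave 1753 probes at day 30 and 2577 at day 31. Of the slides 0 held both tissues at day 30 and 2 at day 31, so the count at day 30 rests on links through other groups.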

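Few probes differed between the tissues at day 27, and none under some settings. At day 27 HOXA10 was at least 19.2-fold and BMP5, a bone morphogenetic protein, at least 8.18-fold higher in the girdle than in the chorion in limma's test (3 arrays of each, with signal over background in the girdle alone), and no other named gene changed. These 2 genes were picked out after their values had been seen. In all 8 probes changed at day 27 and 1895 had an unadjusted p under 0.05. The 8 became 44 with conceptus as a random block and 6 with it as a fixed block, 3 of them among the 8. They became 25 with the 2 arrays of conflicting tissue labels placed by their titles, but 0 with slide as a fixed block, and also with the 2 arrays of conflicting tissue labels added by their tissue field and days taken from the age field. By day 34 the girdle held more EDNRA, an endothelin receptor, with a log2 fold change of 5.68 (standard error 0.68, adjusted p = 2.29e-08), more of the alanine aminotransferase GPT2 at 5.82 (standard error 0.74, adjusted p = 7.41e-08), more UBASH3A, a brake on T cell receptor signals, at 5.82 (standard error 0.83, adjusted p = 5.68e-07) and more DPP4 at 5.95 (standard error 0.79, adjusted p = 1.50e-07) over 5 arrays of each tissue. It held less of the matrix protein TNC (-5.58 (standard error 0.53, adjusted p = 2.65e-10), with 5 of its 6 probes past both thresholds), of LRRC3B (-5.66, standard error 0.56, adjusted p = 5.67e-10), of the neuropeptide Y receptor NPY5R (-5.38, standard error 0.49, adjusted p = 1.04e-10) and of the cystine transporter subunit SLC3A1 (-5.37, standard error 0.50, adjusted p = 2.29e-10). At day 34, 1379 probes were higher and 2804 lower in the girdle, together 1189 genes. Slide as a block gave 4153 probes, with 1 slide that held both tissues at day 34.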

At day 27, no genes were differentially expressed between chorionic girdle and chorion but this rapidly changed during chorionic girdle development and by day 34 there were 1454 probes representing 754 genes that were differentially regulated between the two tissues.

**Figure 1:**
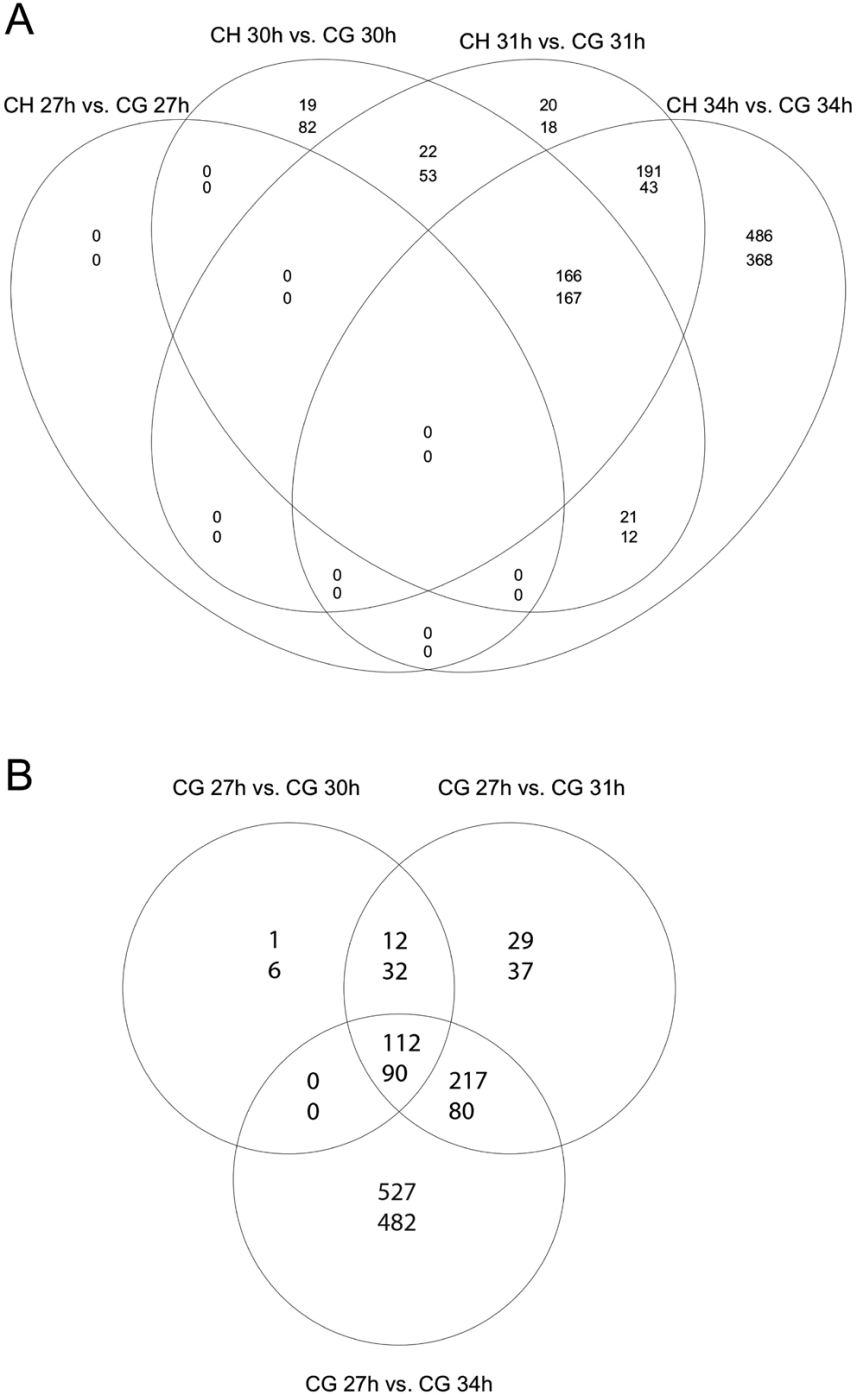
Global changes in gene expression in the chorionic girdle (CG) and adjacent chorion (CH) between days 27 and 34 of pregnancy. Venn diagrams showing the number of up (top number) and down (bottom number) regulated genes that changed in expression in the chorionic girdle compared day 27 chorionic girdle (A) and to the adjacent chorion (B).

**Table 1:** Number of probes and genes differentially expressed between tissues (CH, chorion; CG, chorionic girdle) and gestation day (days 27–34).

Comparison	Upregulated probes	Upregulated genes	Downregulated probes	Downregulated genes
CH_27 vs CG_27	0	0	0	0
CH_27 vs CH_30	0	0	0	0
CH_27 vs CH_31	0	0	0	0
CH_27 vs CH_34	2	2	17	9
CG_27 vs CG_30	125	60	128	56
CG_27 vs CG_31	370	198	239	119
CG_27 vs CG_34	856	447	652	334
CH_30 vs CG_30	228	123	314	167
CH_30 vs CH_31	0	0	0	0
CH_30 vs CH_34	0	0	0	0
CG_30 vs CG_31	0	0	0	0
CG_30 vs CG_34	277	160	384	207
CH_31 vs CG_31	399	207	281	148
CH_31 vs CH_34	0	0	0	0
CG_31 vs CG_34	70	40	196	101
CH_34 vs CG_34	864	442	590	312

### Validation of genes by qRT-PCR

To validate the microarray data, multiplex qRT-PCR was performed. Eight genes were selected from the array to fit the following criteria: up/downregulated with an absolute fold change between 2 and 5 or >20 in the chorionic girdle between day 27 and day 34. Of the eight genes analysed, six of the expression profiles (kruppel like factor 10 (*KLF10*), E74-like factor 5 (*ELF5*), paired box protein 6 (*PAX6*), SMAD family member 7 (*SMAD7*), Cytochrome P450 17A1 (*CYP17A1*) and *NXF1*) were highly reproducible between the microarray data and multiplex qRT-PCR data (Fig. 2). 

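Of the 8 genes, KLF10, ELF5 and PAX6 had risen and SMAD7, CYP17A1 and S100A12 had fallen more than 4-fold in the girdle by day 34. The zinc finger gene KLF10, a target of TGFβ, rose from -6.52 ± 0.43 (SD, n = 3) at day 27 to -4.18 ± 0.21 (SD, n = 5) at day 34, a log2 fold change of 2.34 (standard error 0.33, adjusted p = 5.50e-07). PAX6, a homeobox gene of eye and islet development, rose by 4.25 (standard error 0.89, adjusted p = 0.000183), with signal over background on 1 of 3 arrays at day 27 and on all 5 at day 34. SMAD7, the inhibitor of TGFβ and BMP signals, fell by day 34 (-2.26, standard error 0.25, adjusted p = 9.76e-09), as did CYP17A1, which makes androgen precursors (-4.45, standard error 0.55, adjusted p = 5.18e-08), and the neutrophil protein S100A12 (-4.81, standard error 0.98, adjusted p = 0.000126). ELF5 had risen 4.54-fold at day 30 at an adjusted p of 0.0472 in limma, which did not hold under most other settings. S100A12 at day 30 (-2.70, standard error 0.98, adjusted p = 0.0426) did not hold either. The forkhead gene FOXP1 changed by 0.73 (standard error 0.20, adjusted p = 0.00299) at day 34 and by -0.32 (standard error 0.20, adjusted p = 0.202) at day 31. Under background correction by normexp with the 75th percentile, KLF10 and SMAD7 no longer passed at day 34, and PAX6, at 3.06 (standard error 1.39, adjusted p = 0.0953), no longer passed with slide as a fixed block. The rise of PAX6 was below 4-fold on the authors' own log2 values and after normexp with the 75th percentile or with quantile normalization.

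**Figure D2:**
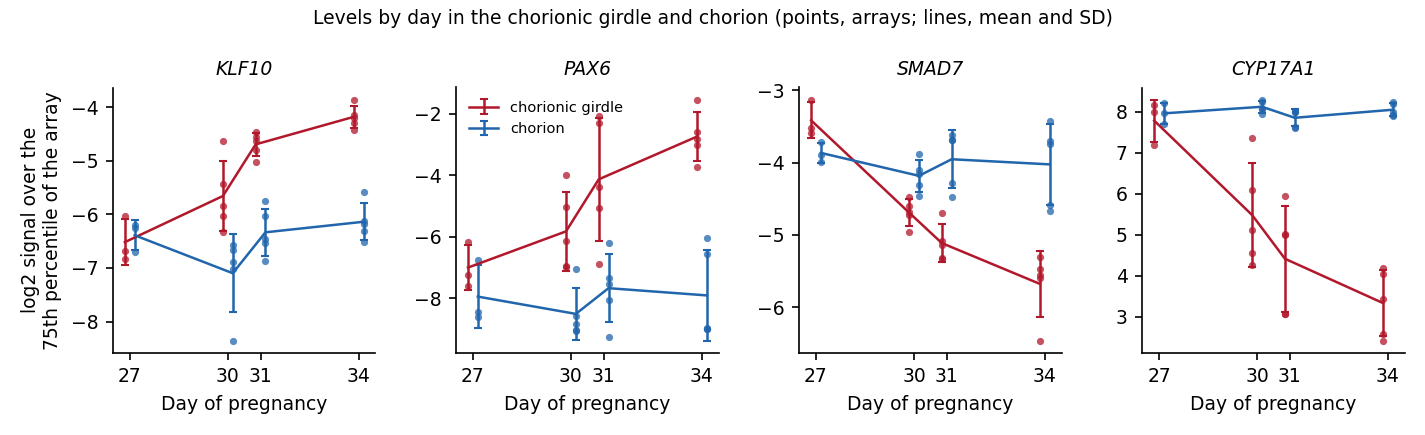
Levels of KLF10, PAX6, SMAD7 and CYP17A1 (y axis, log2 signal over the 75th percentile of the array) by day of pregnancy (x axis) in the chorionic girdle and chorion, with points for arrays and lines for the mean and SD. KLF10 and PAX6 climb in the girdle and SMAD7 and CYP17A1 drop.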

The remaining two genes (S100 Calcium-Binding Protein A12 (*S100A12*) and Forkhead Box Protein 1 (*FOXP1*)) showed very similar patterns of expression in the two tissues, although statistical significance did not always match. The magnitude of the fold change in expression in the chorionic girdle between days differed between assays for some genes, although always remained in the same direction and, with the exception of *FOXP1*, also continued to fall into the same magnitude grouping used for its selection (2–5 or >20). 

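NXF1, which carries mRNA out of the nucleus, moved little in the girdle. Its log2 fold change against day 27 was -0.22 (standard error 0.13, adjusted p = 0.2) at day 30, -0.25 (standard error 0.13, adjusted p = 0.106) at day 31 and -0.32 (standard error 0.13, adjusted p = 0.0342) at day 34, from limma with 5 arrays per later day and 3 at day 27. Against the chorion the girdle held -0.37 at day 30 (adjusted p = 0.0061), -0.43 at day 31 (adjusted p = 0.00145) and -0.46 at day 34 (adjusted p = 0.000532). The call at day 34 against day 27 did not hold under 12 of the other settings, of which 6 leave out 1 array and 1 leaves out the 6 arrays with endoderm markers.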

The control gene, *NXF1* did not change in expression in the chorionic girdle at any time point between days 27 and 34. Although the fold change in expression was significantly different between the chorionic girdle and chorion for *NXF1*, the magnitude was always less than 1.5-fold.

**Figure 2:**
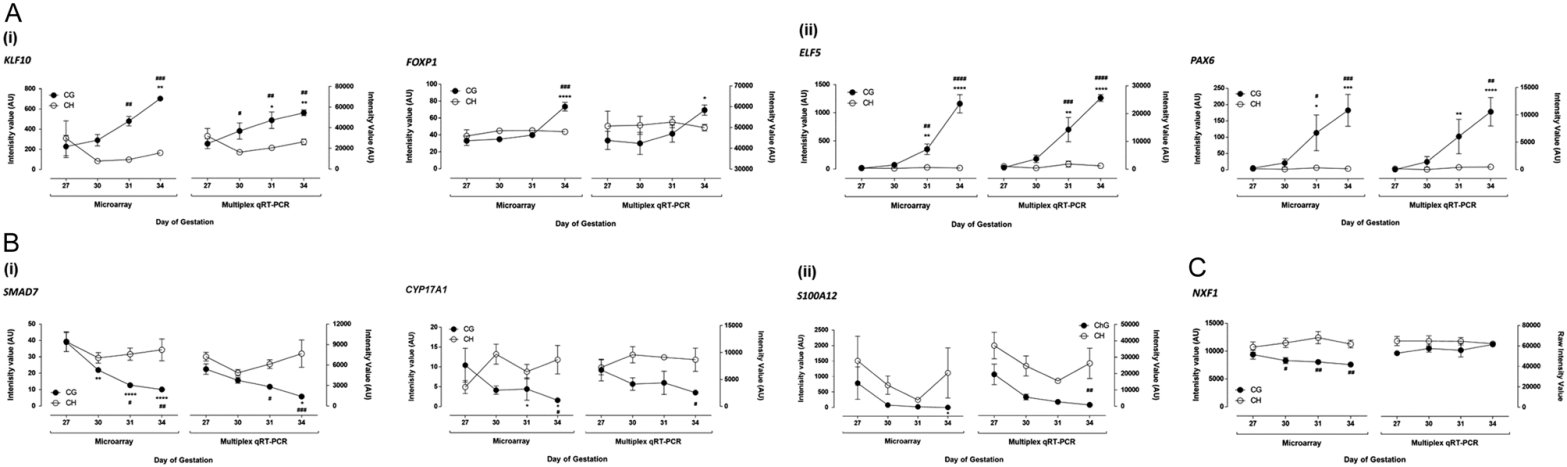
Validation of microarray data using multiplex qRT-PCR. 8 genes selected from microarray data were validated in expression via multiplex qRT-PCR. Microarray data is plotted on the left hand axes, alongside multiplex qRT-PCR data plotted on the right hand axes of each pair of graphs. All fold changes are shown compared with day 27 chorionic girdle. (A) Genes selected for validation with an upregulation (i) 2–5 fold and (ii) >20 fold, in the chorionic girdle between days 27 and 34 of pregnancy in microarray data. (B) Genes selected for validation with a downregulation (i) 2–5 fold and (ii) >20 fold, in the chorionic girdle between days 27 and 34 of pregnancy in microarray data. (C) Gene selected with no change in the chorionic girdle between days 27 and 34 of pregnancy, based on microarray data. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (compared to day 27 chorionic girdle), ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001, ^####^*P* < 0.0001 (compared to chorion at same time point) (two-way ANOVA).

### Top upregulated and downregulated gene lists

The 20 top genes that were up/downregulated in the chorionic girdle between day 27 and 34 (absolute fold change >2, *P* < 0.05) are listed in Table 2 (up) and Table 3 (down). 

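APOBR, CGA, CPM, CYP4F3, FAM227B, FFAR2, NLRC5 and SLC7A11 were among the 20 largest rises of the girdle on each day. APOBR was at least 18-fold higher at day 31 than at day 27 and CYP4F3, which breaks down leukotriene B4, at least 18.1-fold higher at day 31 and at least 113-fold higher at day 34 (5 arrays against 3). FFAR2 had risen by 4.96 (standard error 1.01, adjusted p = 0.000911) at day 30 and by 6.75 (standard error 1.01, adjusted p = 6.36e-06) at day 31. Ranked by log2 fold change among named genes that passed, with 20 genes per day, 16 of the list of day 30 were also on the list of day 31 or day 34 and 16 of the list of day 31 were on that of day 30. Of the list of day 34, 10 were on an earlier list. The lists of all 3 days shared the 8 genes named first, and the ranks of APOBR, CPM, CYP4F3 and FAM227B rest on values at background on day 27. The call of APOBR at day 31 ended with the authors' own log2 values and, like that of CYP4F3, after normexp with the 75th percentile.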

Of the top 20 upregulated genes at day 30, 15 genes also appeared in the top upregulated gene list for days 31 and/or 34. 

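CGA, GCM1 and MHCB1 had risen in the girdle by day 30, and the hormone gene LHB rose from day 31 to day 34. CGA, the alpha subunit of equine chorionic gonadotrophin, rose by 4.55 (standard error 1.13, adjusted p = 0.00413) on the log2 scale at day 30, 6.09 (standard error 1.13, adjusted p = 8.07e-05) at day 31 and 7.16 (standard error 1.13, adjusted p = 3.40e-06) at day 34 (5 arrays against 3 at day 27). The beta subunit gene LHB, which the paper writes CGB, had a log2 fold change of 0.82 (standard error 1.12, adjusted p = 0.58) at day 31 and rose by 6.72 (standard error 1.12, adjusted p = 8.49e-06) at day 34, from a level of 0.21 ± 0.70 (SD, n = 3) at day 27 to 6.93 ± 0.84 (SD, n = 5). From day 31 to day 34 LHB rose by 5.90 (standard error 0.97, adjusted p = 1.58e-05). GCM1, the transcription factor of trophoblast fusion, rose by 2.63 (standard error 0.65, adjusted p = 0.00401) at day 30 and 4.82 (standard error 0.65, adjusted p = 2.54e-07) at day 34. The MHC class I gene MHCB1 rose by 2.20 (standard error 0.52, adjusted p = 0.003) (1 of its 3 probes passed both thresholds) and 4.49 (standard error 0.52, adjusted p = 1.98e-08) on the same days, and EQMHCB2 by 3.43 (standard error 0.33, adjusted p = 6.73e-10) at day 34. Against the chorion LHB was 96.8-fold higher at day 34 (adjusted p = 9.35e-07). CGA and LHB were also detected in the chorion of day 34. With slide as a fixed block CGA, GCM1, MHCB1 and EQMHCB2 stood at 4.09 (standard error 1.41, adjusted p = 0.0846), 2.75 (standard error 0.86, adjusted p = 0.0617), 1.88 (standard error 0.60, adjusted p = 0.0676) and 1.15 (standard error 0.42, adjusted p = 0.103) at day 30 and no longer passed, and with slide as a random block all 4 did. Of 20 measured genes of trophoblast differentiation and hormones, 6 rose and 7 fell (6 and 7 when adjusted over the list alone) by day 34 in limma.

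**Figure D3:**
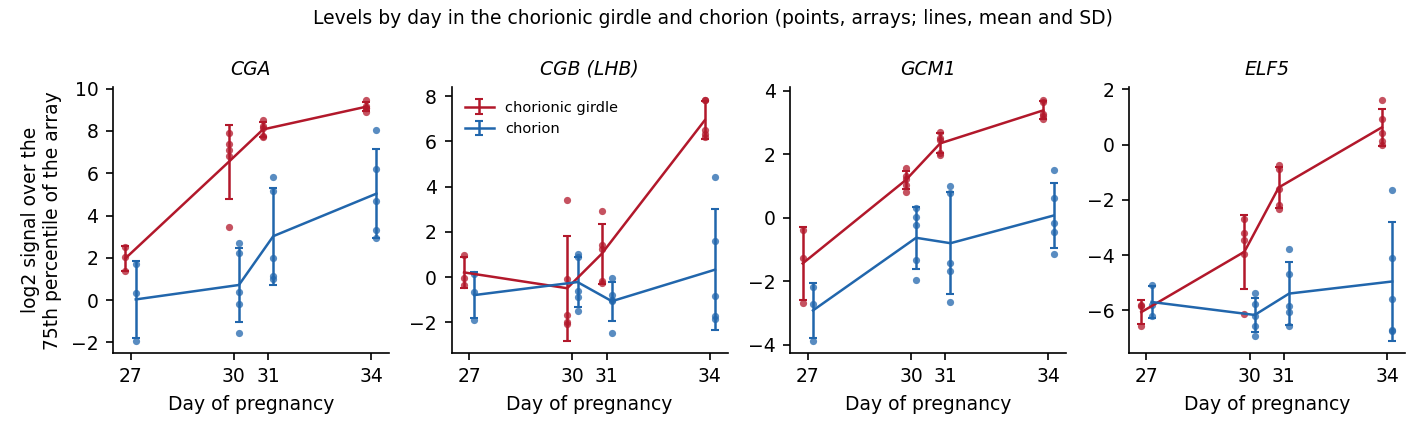
Levels of CGA, CGB (LHB), GCM1 and ELF5 (y axis, log2 signal over the 75th percentile of the array) by day of pregnancy (x axis) in the chorionic girdle and chorion, with points for arrays and lines for the mean and SD. In the girdle CGA and GCM1 climb from day 30, and CGB climbs between days 31 and 34.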

*CGA*, *CGB*, *GCM1*, *MHC Class I*, were all in the top 20 upregulated gene list. Interleukin 22, previously shown to be highly upregulated in day 34 chorionic girdle, was not one of the top 20 upregulated genes but was upregulated in day 34 chorionic girdle compared with day 27 chorionic girdle (log fold change 3.94, *P* = 0.001). 

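IL22, a cytokine that acts on epithelia, came on late in the girdle. It had no signal over background on the 3 arrays of day 27, had it on 1 of 5 at day 30 and 2 of 5 at day 31, and was at least 311-fold higher at day 34, where all 5 arrays detected it. From day 31 to day 34 it rose by 7.79 (standard error 1.17, adjusted p = 4.12e-06).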

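A carrier of fatty acids and a repressor of differentiation rose early. FABP4, which moves fatty acids within cells, had a log2 fold change against day 27 of 5.83 (standard error 1.12, adjusted p = 0.000569) at day 30, 7.09 (standard error 1.12, adjusted p = 1.22e-05) at day 31 and 5.52 (standard error 1.12, adjusted p = 0.000118) at day 34 (5 arrays against 3). The drop from day 31 to day 34, -1.57 (standard error 0.97, adjusted p = 0.211), did not pass limma's test. Against the chorion FABP4 was higher by 8.89 (standard error 0.97, adjusted p = 4.17e-08) at day 30. BCL6, a transcriptional repressor, rose by 4.22 (standard error 0.53, adjusted p = 1.71e-05), 4.97 (standard error 0.53, adjusted p = 9.34e-08) and 5.70 (standard error 0.53, adjusted p = 2.91e-10) on the same days.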

Top upregulated genes included fatty acid-binding protein 4 (FABP4) that peaked in expression at day 31 and transcription factor BCL6, highly upregulated at days 30 through 34. 

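Genes for a chemokine and for antigen presentation rose in the girdle. CXCL14, a chemokine of epithelia, rose by 2.58 (standard error 0.84, adjusted p = 0.0243) on the log2 scale at day 30 and 2.75 (standard error 0.84, adjusted p = 0.00919) at day 31 and was back to -0.01 (standard error 0.84, adjusted p = 0.994) at day 34 (5 arrays against 3 at day 27). From day 31 to day 34 it fell by 2.76 (adjusted p = 0.00307 in limma). Its rise at day 30 stood at 1.96 (standard error 1.07, adjusted p = 0.278) with slide as a fixed block and no longer passed, and without girdle day 27 replicate 1 it had a log2 fold change of 1.28 at day 30 and 1.45 at day 31 and passed on neither. TAP1, which loads peptides onto MHC class I, rose by 3.36 (standard error 0.49, adjusted p = 4.52e-05) at day 30 and 4.88 (standard error 0.49, adjusted p = 1.23e-09) at day 34. PSMB9, a subunit of the immunoproteasome, rose by 3.32 (standard error 0.54, adjusted p = 0.000147) and 5.28 (standard error 0.54, adjusted p = 2.03e-09), and B2M, the light chain of MHC class I, by 3.64 (standard error 0.32, adjusted p = 8.97e-11). Of 17 genes of MHC class I antigen processing, 8 rose and 0 fell (8 and 0 when adjusted over the list alone) at day 30 and 10 rose and 2 fell (11 and 2 when adjusted over the list alone) at day 34. The list stood higher than other genes at day 34 by camera with its preset correlation and not with an estimated one (adjusted p = 0.0138 by camera, adjusted p = 0.501 with an estimated correlation). Of 32 interferon-stimulated genes, 4 rose and 7 fell (4 and 6 when adjusted over the list alone) at day 34 (adjusted p = 0.671 by camera).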

Immune genes, such as CXCL14, also featured in the top 20 list with expression highly induced as early as day 30.

**Table 2:** Top 20 upregulated genes in the chorionic girdle at day 30, 31 and 34 all compared to day 27 chorionic girdle.

Gene symbol^^^	Gene function	LogFC day 30	LogFC day 31	LogFC day 34
FABP4	Fatty acid binding protein	5.81310***	7.12020****	5.48164***
CG	Glycoprotein hormone alpha subunit	5.24752**	6.85655***	8.54458****
Unamed^a^	Unknown	4.62192**		
BCL6	Transcription factor	4.28718***	5.05434****	5.70755****
SBSPON	Scavenger receptor activity	4.14721**	5.04306***	5.67806****
ENSECAbib17968	Uncharacterised protein	3.61386**	4.59892****	
FFAR2	G-protein-coupled receptor	3.36892*	5.03815***	6.84478****
FGF7	Epithelial cell-specific growth factor	3.35574***	4.99731****	
Unamed^b^	Unknown	3.27125**	4.00893****	4.90052****
PSMB9	Proteasome subunit	3.21874**	4.40427****	5.09380****
ENSECAbib15366	Uncharacterised protein	2.91600***	3.80865****	
PLAC9	Placenta specific gene	2.88399**	4.03647****	
CXCL14	Cytokine	2.82875**		
CCNB1	Regulatory protein involved in mitosis	2.77803**		
ARG2	Arginase activity	2.76454***		
MYBL2	Transcription factor	2.66493**		
RRM2	Ribonucleotide reductase	2.64996**	3.27003***	
Unamed^c^	Unknown	2.58010*	3.43442***	5.48339****
SERPINE2	Inhibitor of serine protease	2.52432*	3.32343**	5.53857****
GCM1	Transcription factor	2.44777*	3.51574***	
Unamed^d^	Unknown		4.93379***	
Unamed^e^	Unknown		3.51056***	5.97793****
FAM227B	Transcription factor		3.31251****	
MHC Class I	Central role in the immune system		3.23287***	
TAF4B	Selective coactivator of transcription		3.20532****	
TCN1	Vitamin B-12 binding protein			8.97029****
LAMB3	Basement membrane protein			7.03224****
Unamed^f^	Unknown			6.30324****
ENSECAbib1317	Known protein coding			6.09937****
Unamed^g^	Unknown			5.95520****
ITGA2	Transmembrane receptor subunit			5.79772****
CADM1	Cell adhesion molecule			5.30317****
Unamed^h^	Unknown			4.92632****
Unamed^i^	Unknown			4.89318****
CGB	Chorionic gonadotrophin B-subunit			6.52371****

Of the top 20 upregulated genes at day 31, 15 also appeared on the list for day 30. Of the top 20 genes upregulated at day 34, 10 genes appeared on the lists for day 30 or 31.

*P < 0.05; **P < 0.01; ***P < 0.001; ^^^unamed gene with Ensembl number; ^a^Equine placenta cDNA Library *Equus caballus* cDNA clone HL02016B1B10, DN509596; ^b^Equine Articular Cartilage cDNA Library *Equus caballus* cDNA clone bib20024A10D12, CX599557; ^c^Equine placenta cDNA Library *Equus caballus* cDNA clone HL02019B2G06, mRNA sequence, DN510553; ^d^Equine placenta cDNA Library *Equus caballus* cDNA clone HL02016B1B10, mRNA sequence (DN509596); ^e^Equine placenta cDNA Library *Equus caballus* cDNA clone HL020001000_PLATE_E04_29_023, mRNA sequence (DN507748); ^f^Equine Articular Cartilage cDNA Library *Equus caballus* cDNA clone bib20021B10E08, mRNA sequence (CX598679); ^g^*Equus caballus* contig07293.EqcaPBMC mRNA sequence (JL622886); ^h^*Equus caballus* contig05471.EqcaPBMC mRNA sequence (JL621232); ^i^Equine placenta cDNA Library *Equus caballus* cDNA clone HL02014A2G04, mRNA sequence (DN508969).

**Table 3:** Top 20 downregulated genes in the chorionic girdle at day 30, 31 and 34 all compared to day 27 chorionic girdle.

Gene symbol^^^	Gene function	LogFC day 30	LogFC day 31	LogFC day 34
FABP1	Fatty acid binding protein	3.42092****		
GPR162	G protein-coupled receptor	3.41190****		
PTGS2	Enzyme for prostaglandin synthesis	3.33766****	3.98743***	4.98492****
RDH16L	Enzyme, retinol dehydrogenase	3.26851****	4.19061****	4.88511****
IL1B	Cytokine	3.25615****	4.55809**	4.92065**
Unamed^a^	Unknown	3.19614****	5.10370****	6.14734****
Unamed^b^	Unknown	3.16932****	4.18707****	4.69047****
ENSECAbib22537	Uncharacterised protein	3.15012****	4.21925****	5.01506****
ENSECAbib7031	Uncharacterised protein	3.00171****		
ACTG2	Cytoskeletal protein	3.00165****		
FMO1	Oxioreductase	2.89347**	3.89842****	4.87058****
CA7	Reversible hydration of CO_2_	2.83819****	3.84538****	
HSD3B1	Bifunctional enzyme	2.75848****		
ENSECAbib19764	Uncharacterised protein	2.63330****	3.64952****	
APL1	membrane-associated glycoprotein	2.61260****	4.56274****	4.66107****
ENSECAbib20332	Uncharacterised protein	2.54894****		
LGMN	Enzyme, cysteine protease	2.52946****		
MT	Golgi localised protein	2.51741****		
ENSECAbib21165	Uncharacterised protein	2.50448****	3.54138****	
CYP17A1	Enzyme, cytokine p450	2.50254****	3.70293****	4.89858****
Unamed^c^	Unknown		4.11917****	
TAGLN3	Actin filament binding		4.11782****	5.72992****
LHFPL1	Transmembrane protein		4.01210***	5.24291****
ENSECAbib24713	Uncharacterised protein		3.74453***	5.23593****
CPVL	Carboxypeptidase		3.73216***	5.52317****
PLXNB1	Regulation of actin cytoskeleton		3.64882****	
ENSECAbib16216	Uncharacterised protein		3.64030****	4.73441****
ENSECAbib6927	Uncharacterised protein			5.32239****
SLC46A1	Transmembrane folate transporter			5.05205****
Unamed^d^	Unknown			5.02691****
Unamed^e^	Unknown			4.78917****
CA4	Reversible hydration of CO_2_			4.69078****
PLA2G10	Enzyme, phospholipase			4.57344****

Of the top 20 upregulated genes at day 31, 16 also appeared on the list for day 30. Of the top 20 genes upregulated at day 34, 10 genes appeared on the lists for day 30 or 31.

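PTGS2, RDH16, FMO1, CPVL and LGMN fell in the girdle by day 34. PTGS2, the inducible enzyme of prostaglandin synthesis, had a log2 fold change of -3.41 (standard error 0.84, adjusted p = 0.00377) at day 30 and -5.29 (standard error 0.84, adjusted p = 3.47e-06) at day 34 against day 27 (5 arrays against 3). RDH16, a retinol dehydrogenase, fell by day 34 (-4.98, standard error 0.62, adjusted p = 5.77e-08), as did the monooxygenase FMO1 (-5.50, standard error 0.64, adjusted p = 1.98e-08), the carboxypeptidase CPVL (-5.55, standard error 0.68, adjusted p = 5.42e-08) and the lysosomal endopeptidase LGMN (-4.34, standard error 0.42, adjusted p = 7.05e-10). HSD3B1, which makes progesterone from pregnenolone, stood at -2.74 (standard error 0.52, adjusted p = 0.000517) at day 30 and -2.14 (standard error 0.52, adjusted p = 0.00094) at day 34, and the aromatase gene CYP19A1, which makes oestrogens, at -2.52 (standard error 0.30, adjusted p = 2.97e-08). IL1B (-5.71, standard error 1.71, adjusted p = 0.00795) and TAGLN3 (-4.31, standard error 0.89, adjusted p = 0.000266) were already low at day 31. With slide as a fixed block PTGS2, CPVL, RDH16 and FMO1 stood at -2.84 (standard error 0.97, adjusted p = 0.0821), -1.74 (standard error 0.79, adjusted p = 0.189), -2.33 (standard error 0.70, adjusted p = 0.0539) and -2.07 (standard error 0.63, adjusted p = 0.0591) at day 30 and no longer passed, and with slide as a random block all 4 did. Of 20 genes of steroid hormone synthesis, 1 rose and 13 fell (1 and 13 when adjusted over the list alone) by day 34 (adjusted p = 0.00901 by camera, adjusted p = 0.292 with an estimated correlation). Of 14 genes of prostaglandin synthesis and transport, 0 rose and 9 fell (0 and 9 when adjusted over the list alone) (adjusted p = 0.0172 by camera, adjusted p = 0.117 with an estimated correlation). They include the phospholipase PLA2G4A (-2.87, standard error 0.21, adjusted p = 2.47e-12) and the prostaglandin transporter SLCO2A1 (-2.78, standard error 0.33, adjusted p = 3.23e-08). Ranked as for the rises, 11 of the 20 named genes of day 30 were also on the list of day 31 or day 34 and 9 of the list of day 34 were on an earlier one. CA7, DKK1, FMO1, MAOA and PTGS2 were on all 3.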

*P < 0.05; **P < 0.01; ***P < 0.001; ^^^Ensembl number listed for unnamed genes; ^^^Unamed gene with Ensembl number; ^a^Equine placenta cDNA Library *Equus caballus* cDNA clone HL020010000_PLATE_G06_47_050, mRNA sequence (DN508408); ^b^Equine placenta cDNA Library *Equus caballus* cDNA clone HL02021A2F04, mRNA sequence (DN510935); ^c^Equine placenta cDNA Library *Equus caballus* cDNA clone HL02019B1D12, mRNA sequence (DN510457); ^d^Equine placenta cDNA Library *Equus caballus* cDNA clone HL020002000_PLATE_G01_7_004, mRNA sequence (DN507842); ^e^Equine Articular Cartilage cDNA Library *Equus caballus* cDNA clone bib2041A1D02, mRNA sequence (CX605310).

### Clustering of genes into expression patterns

Next, the R package SigPro software was used to cluster genes based on their expression patterns across both time and tissues. Nine different gene expression profiles were identified (Fig. 3) each containing between 13 and 374 genes with an R2 regression fit of >0.7. Supplementary Table 4 provides full gene lists for each cluster. For example, genes included in the gene list for cluster 1 increased in expression in the chorionic girdle (Fig. 3, cluster 1, red) and remained constant in expression in the chorion (green) over the same time period. Genes in clusters 1 and 7 which remained relatively constant in expression in the chorion and gradually increased or decreased in expression in the chorionic girdle between days 27 and 34 (cluster 1 and 7) were identified as genes and components of signalling pathways likely to be involved in cellular growth as either regulators of proliferation and/or differentiation or as markers of the change in the cells differentiation state. 

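The 2 clusters move gradually, in opposite directions, with the chorion nearly flat. Of cluster 1, CADM1 rose by 5.40 (standard error 0.81, adjusted p = 1.68e-06) on the log2 scale by day 34 and ITGA2, a collagen receptor subunit, by 6.46 (standard error 0.55, adjusted p = 6.39e-11). Of cluster 7, the folate transporter SLC46A1 (-5.59, standard error 0.54, adjusted p = 5.16e-10) and the carbonic anhydrase CA4 (-4.61, standard error 0.50, adjusted p = 6.29e-09) fell (5 arrays at day 34 and 3 at day 27). The paper's supplementary list for cluster 1 gave 213 measured probes, with a median log2 fold change in the girdle of 0.68 at day 30, 1.21 at day 31 and 2.36 at day 34 against day 27. In the chorion the median at day 34 was 0.42. For cluster 7, with 227 measured probes, the medians were -0.70, -1.22 and -2.49 in the girdle and -0.15 in the chorion. Of these probes 129 of cluster 1 and 155 of cluster 7 changed in limma's test of the girdle at day 34 against day 27, all of them in their cluster's direction. The clusters were chosen on these samples, so their direction here is not independent evidence. From a gradual change in the girdle beside a steady chorion, the paper reasons that genes of these clusters are likely to act in growth, as regulators of proliferation or differentiation or as markers of a changed state.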

Gene lists from these two clusters were input into DAVID functional annotation tool, which identified 37 pathways (*P* < 0.01) (Table 4). 

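ERBB2, ERBB3 and EGFR rose in the girdle by day 34, while the VEGF receptor KDR fell. ERBB2 had a log2 fold change of 2.27 (standard error 0.18, adjusted p = 1.29e-11) at day 34 against day 27, ERBB3 of 2.27 (standard error 0.23, adjusted p = 1.33e-09) and EGFR of 1.59 (standard error 0.17, adjusted p = 3.49e-09), with 5 arrays against 3. At day 30 EGFR stood at -0.16 (standard error 0.17, adjusted p = 0.536), and ERBB2 had reached 0.57 (standard error 0.18, adjusted p = 0.0103) by day 31. The VEGF receptor KDR, a marker of endothelium, fell (-2.08 (standard error 0.40, adjusted p = 5.25e-05), 7 of its 10 probes past both thresholds), and so did the angiopoietin receptor TEK (-3.11, standard error 0.33, adjusted p = 3.44e-09). Of 18 measured ligands and receptors of the FGF and EGF families, 5 rose and 5 fell (5 and 5 when adjusted over the list alone) by day 34, with a median below 0 and a mean above 0 (adjusted p = 0.699 by camera). Of 11 endothelial markers, 0 rose and 5 fell (0 and 5 when adjusted over the list alone) (adjusted p = 0.0633 by camera).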

Pathways of note were epidermal growth factor (EGF) and vascular endothelial growth factor (VEGF) signalling (11 and 10 entities respectively), integrin signalling (22 entities) and cytoskeletal regulation by Rho GTPases (10 entities). Genes that showed a similar pattern to clusters 1 and 7 but showed higher expression values by day 30/31 were clustered into groups 4 and 5. Four pathways were enriched in this gene list including genes related to the function of the lysosome (13 genes) and cytoskeletal regulation by Rho GTPases (9 entities). 

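Lysosomal genes went down early in the girdle. GM2A, which helps to degrade gangliosides, had a log2 fold change of -0.99 (standard error 0.21, adjusted p = 0.00118) at day 30, -1.57 (standard error 0.21, adjusted p = 1.39e-06) at day 31 and -2.44 (standard error 0.21, adjusted p = 6.36e-11) at day 34 against day 27 (5 arrays against 3). The peptidase TPP1 stood at -2.36 (standard error 0.29, adjusted p = 5.24e-07) at day 31 and the sialidase NEU1 at -1.18 (standard error 0.16, adjusted p = 2.86e-05) at day 30. Of 34 measured lysosome genes, 1 rose and 23 fell (1 and 24 when adjusted over the list alone) at day 30 and 4 rose and 21 fell (4 and 23 when adjusted over the list alone) at day 34. Camera put the list below other genes with its preset correlation and not with an estimated one (adjusted p = 2.37e-09 by camera, adjusted p = 0.364 with an estimated correlation at day 30). Against the chorion at day 34, 3 were higher and 26 lower (4 and 26 when adjusted over the list alone) in the girdle. The supplementary list for cluster 4 gave 317 measured probes with median log2 fold changes of -1.05, -1.66 and -2.72 at days 30, 31 and 34, and cluster 5 gave 374 probes with 0.56, 0.86 and 1.27.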

Genes that remained relatively constant in the chorion and rapidly increased in expression in the chorionic girdle at day 34 more consistent with genes associated with the acquisition of an invasive phenotype were also identified (Fig. 3 and Supplementary Table 3, clusters 2 and 6). 

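Components of adhesion sites and tight junctions rose by day 34. PRKCI, a kinase of cell polarity, had a log2 fold change against day 27 of 0.48 (standard error 0.19, adjusted p = 0.0639) at day 30 and 3.26 (standard error 0.19, adjusted p = 1.15e-13) at day 34 (5 arrays against 3). The junction proteins F11R and TJP2 rose by 2.27 (standard error 0.21, adjusted p = 2.10e-10) and 1.97 (standard error 0.17, adjusted p = 1.11e-10), and the adhesion site proteins VASP and ZYX by 3.09 (standard error 0.21, adjusted p = 7.85e-13) and 2.31 (standard error 0.18, adjusted p = 8.66e-12). Not all junction genes rose. The desmosome gene PKP2 had a log2 fold change of -3.69 (standard error 0.45, adjusted p = 5.60e-07) at day 31. Of 25 measured genes of adherens and tight junctions, 18 rose and 5 fell (18 and 5 when adjusted over the list alone) by day 34 (adjusted p = 0.00235 by camera, adjusted p = 0.117 with an estimated correlation). Of 29 focal adhesion genes, 15 rose and 7 fell (16 and 7 when adjusted over the list alone) (adjusted p = 0.0364 by camera, adjusted p = 0.365 with an estimated correlation). The paper's list for cluster 2 gave 257 measured probes with medians of 0.14 at day 30, 0.45 at day 31 and 2.17 at day 34, and that for cluster 6 gave 116 probes with -0.01, -0.39 and -1.84.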

The pathways represented by clusters 2 and 6 included focal adhesion (16 entities), chemokine signalling (11 entities) and tight junctions (10 entities) (Table 4). 

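FGF10, a growth factor of epithelial budding, was high for a short time only. It rose by 2.32 (standard error 0.47, adjusted p = 0.000818) on the log2 scale at day 30 and 1.94 (standard error 0.47, adjusted p = 0.00129) at day 31 and stood at -0.65 (standard error 0.47, adjusted p = 0.251) at day 34 (5 arrays against 3 at day 27, limma). After normexp with the 75th percentile its call at day 31 ended. Its other probe rose by 1.34 at day 30. The 83 probes that the paper lists for cluster 3 had a median change in the girdle of 0.69 at day 30, 0.84 at day 31 and 0.39 at day 34. Of these probes 3 changed in the girdle at day 34, and the chorion's median was -0.07.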

Cluster 3 revealed 83 genes that peak at days 30/31 specific to when differentiation is initiated (Supplementary Table 3, cluster 3 gene list). Clusters 3, 8 and 9 were not further analysed in pathway analysis due to relatively low total number of genes on these lists.

**Figure 3:**
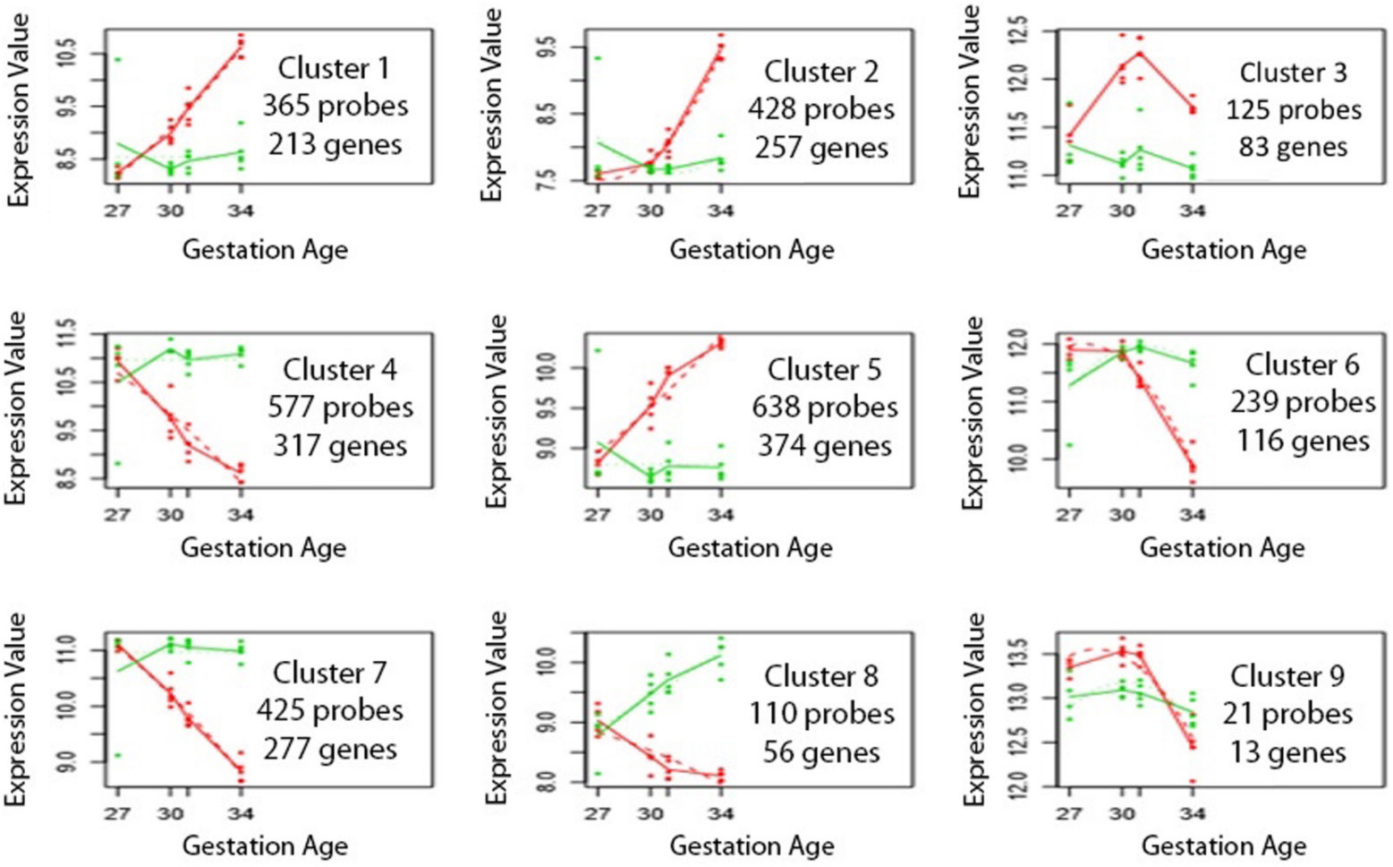
Clusters of similarly regulated genes in the chorionic girdle, identified using maSigPro software. Genes with a fold change >2 (*P* < 0.05) between days 27 and 34 of gestation in the chorionic girdle, were grouped by maSigPro software into the nine most likely expression profiles. Chorionic girdle is shown in red and chorion in green. Plotted is the median expression profile of genes within each cluster. Probe numbers and corresponding gene numbers (including those unnamed genes) are provided below each cluster. Gene lists for each cluster can be found in Supplementary Table 4.

**Table 4:** Pathways and processes enriched in gene clusters.

Term	No. of genes	*P* value
Cluster 3		
Spliceosome	5	0.00016
Clusters 4 and 5		
Lysosome	13	0.00110
Cytoskeletal regulation by Rho GTPase	9	0.00610
Pathogenic *Escherichia coli* infection	8	0.00230
Ether lipid metabolism	6	0.00290
Clusters 1 and 7		
Pathways in cancer	22	0.00002
Integrin signalling pathway	22	0.00000
Inflammation mediated by chemokine and cytokine signalling pathway	21	0.00007
Focal adhesion	19	0.00000
Regulation of actin cytoskeleton	17	0.00003
Angiogenesis	14	0.00320
PDGF signalling pathway	13	0.00140
Chemokine signalling pathway	12	0.00260
Neurotrophin signalling pathway	12	0.00006
EGF signalling pathway	11	0.00180
Cytoskeletal regulation by Rho GTPase	10	0.00083
VEGF signalling pathway	10	0.00005
Small cell lung cancer	10	0.00004
Renal cell carcinoma	10	0.00001
Tight junction	9	0.00660
Endothelin signalling pathway	9	0.00110
Prostate cancer	9	0.00038
Chronic myeloid leukaemia	9	0.00010
T cell receptor signalling pathway	8	0.00580
Fc gamma R-mediated phagocytosis	8	0.00260
Insulin signalling pathway	8	0.00210
ErbB signalling pathway	7	0.00620
Progesterone mediated oocyte maturation	7	0.00590
ECM-receptor interaction	7	0.00510
Colorectal cancer	7	0.00510
Fc epsilon RI signalling pathway	7	0.00340
Pancreatic cancer	7	0.00210
Melanoma	7	0.00200
Glioma	7	0.00097
Acute myeloid leukaemia	7	0.00059
Endometrial cancer	7	0.00030
Valine, leucine and isoleucine degradation	7	0.00010
p53 pathway feedback loops 2	6	0.00750
Non-small cell lung cancer	6	0.00230
Bladder cancer	6	0.00059
Glycerolipid metabolism	5	0.00530
Thyroid cancer	5	0.00071
Clusters 2 and 6		
Focal adhesion	16	0.00001
Chemokine signalling pathway	11	0.00410
Adherens junction	10	0.00001
Tight junction	10	0.00110
Histamine H1 receptor mediated signalling pathway	6	0.00076
Vibrio cholera infection	5	0.00950
GABA-B receptor II signalling	5	0.00350

The genes identified in maSigPro clusters 3, 4 and 5, 1 and 7 and 2 and 6 were mapped onto pathways in the KEGG and PANTHER databases. Pathways containing a minimum of five cluster genes (*P* < 0.01) were considered biologically relevant. Shown are the pathway identifiers, the number of cluster genes present in the pathway and the *P* value (Fishers Exact).

### Top regulator effector networks

Next, IPA was used to further explore the effector networks active during development of the chorionic girdle. Networks in the chorion were not assessed as only 11 genes were differentially expressed in day 34 chorion (compared to day 27) and no genes differed in expression at other time points. The top 5 regulated effector networks at days 30, 31 and 34 (compared with day 27 chorionic girdle) are listed in Table 5. Activation scores were all high, suggesting that gene expression data is highly supportive of the networks identified. Consistent with key cellular processes known to occur during chorionic girdle development, two cellular processes were highly represented in these lists; cell movement/cell migration/invasion (6/15 networks) and proliferation/differentiation (5/15 networks). Cell movement and migration pathways demonstrated an increase in activation score over time from 8.485/6.062 at day 30 to 11.25 at day 31 and scores of 10.8, 9.865 and 8.014 for migratory pathways at day 34. 

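Genes of DNA replication and mitosis rose in the girdle from day 30. MCM5, a part of the replicative helicase, had a log2 fold change against day 27 of 1.53 (standard error 0.28, adjusted p = 0.000413) at day 30 and 2.00 (standard error 0.28, adjusted p = 3.03e-06) at day 31, and the nucleotide enzyme RRM2 of 2.79 (standard error 0.62, adjusted p = 0.000594) at day 31 (5 arrays against 3). MYBL2, a factor that drives cell cycle genes, rose by 2.32 (standard error 0.42, adjusted p = 0.000324) at day 30 and 2.93 (standard error 0.42, adjusted p = 6.95e-07) at day 34, and E2F1, which opens S phase, by 3.14 (standard error 0.35, adjusted p = 7.12e-09) at day 34. MCM3 was higher by 1.17 (standard error 0.22, adjusted p = 0.000378) at day 30 and only 0.51 (standard error 0.22, adjusted p = 0.0454) at day 34. Of 37 genes of DNA replication and S phase, 31 rose and 1 fell (35 and 1 when adjusted over the list alone) at day 30, 35 rose and 1 fell (36 and 1 when adjusted over the list alone) at day 31 and 20 rose and 1 fell (22 and 1 when adjusted over the list alone) at day 34, in limma. Camera put the list above other genes at each day, and not with an estimated correlation (adjusted p = 4.87e-10 by camera, adjusted p = 0.378 with an estimated correlation at day 31). Of 30 genes of G2 and mitosis, 25 rose and 0 fell (29 and 0 when adjusted over the list alone) at day 31 and 4 rose and 0 fell (2 and 0 when adjusted over the list alone) at day 34. Against the chorion at day 34, 29 were higher and 0 lower (30 and 0 when adjusted over the list alone) in the girdle. In the chorion the list had a median of -1.06 from day 27 to day 34 (adjusted p = 4.15e-07 by camera, adjusted p = 0.593 with an estimated correlation), so this gap is not a rise of the girdle alone. Among the higher genes was ECT2, which guides cell division, at 2.42 (standard error 0.30, adjusted p = 4.82e-08).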

By day 31, cell cycle regulation and S phase checkpoint control (activation score 9.925) were processes induced in trophoblast and this continues to day 34. Based on the directionality of the expression change in the microarray data, a number of upstream regulators of these effector networks were identified and are also listed in Table 5.

**Table 5:** Top 5 effector networks and associated upstream regulators identified using IPA.

Day of gestation	Top upregulated upstream regulators (vs D27 ChG)	Functions of regulated effector networks	Consistency score
D30	1. GLIS2, IgG, IHH,MAP2K1, MAP2K1/2, MAP2K3, miR141-3p, PTHLH	Cell movement of tumour cells	8.485
	2. Akt, CTNNB1, ERK, ETV4, Histone H3, PRKCZ	Failure of kidney, glomerulosclerosis	7.778
	3. ETV4, PML, SDCBP, TBX3, TFEB	Accumulation of lipid, cell movement of tumour cells, blood vessel development	6.306
	4. ETV4, SP11, TLR4	Cell movement of tumour cells, fibrosis of kidney, urinary system morphology	6.062
	5. E2f, EP400, LYL1, RAF1, TBX2, TFDP1	Size of animal, size of embryo	5.277
D31	1. BGN, ETV4, ETV5, GLIS1, HNRNPAB, MAP2K1/2, PLCD1, PTHLH, SOCS1, SRC (family)	Migration of cancer cells	11.250
	2. AHR, BMIP3L, CCND1, E2F2, E2F6, EIF4G1, let-7, PPM1D, RBL1, STUB1, TBX2	Repair of DNA, S phase checkpoint control	9.922
	3. E2f, EP400, Pka, TBX2, TFDP1	Proliferation of heart cells, size of embryo, quantity of brain cells	4.750
	4. CDKN1A, E2F1, HDAC1, let-7, mir-10, miR16-5p, Rb, TBX2	S phase checkpoint control	4.596
	5. HNRNPAB, MAP3KB, NOS2, POU5F1, SATB1, SPDEF	Progression of tumour	3.273
D34	1. APC, ETV4, ETV5, GLIS2, MAP3K8, PLCD1, SPARC, WISP2	Cell movement of lymphocytes, migration of cancer cells	10.800
	2. BMP15, BMPR1A, HNRNPAB, PLA2G5, TBX5	Angiogenesis, cell movement of lymphocytes, colony formation of cells movement of cancer cells, proliferation of muscle cells	9.865
	3. GLIS2, MAP2K1/2, PLCD1, SMAD3, SRC family, TGFB3, WISP2	Migration of tumour cells	8.014
	4. CCND1, E2F2, E2F6, EIF4G1, let-7, PPM1D, RBL1, STUB1, TBX2	Repair of DNA, S phase checkpoint control	7.649
	5. Akt, CDKN1A, E2F1, FGF2, HDAC1, let-7, mir-10, miR125b-5p, miR16-5p, PTEN, Rb, TBX2	S phase checkpoint control	5.303

The top 5 upregulated regulator effect networks at each time point, as compared to day 27 chorionic girdle are shown. Identified upstream regulators and their downstream cellular effects are shown, with consistency score for the pathway (*z*-score >2, *P* < 0.05, IPA).

### Top canonical pathways

IPA was also used to assess the activation of canonical pathways in the chorionic girdle between days 27 and 34 of pregnancy using the full gene list. There were dynamic changes in predicted pathway activation in the chorionic girdle during development (Fig. 4). Out of a total of 533 pathways stored in the IPA software at the time of analysis, 35 pathways had an activation *z*-score of >2 or <−2 (*P* < 0.05) at one or more time points during chorionic girdle development (Fig. 4). These included 16 pathways known to be associated with cell movement, 12 pathways known to be involved in cellular immune responses and 12 pathways associated with cell cycle regulation and/or differentiation (Fig. 4). There was a predominance of movement pathways related to signalling by Rho GTPases including activation of RhoA, regulation of actin-based motility by Rho and inhibition of the inhibitory signal, RhoGDI signalling (Fig. 4). 

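ARPC1B, IQGAP1, PFN2 and DOCK1, which act on actin, rose in the girdle by day 34. ARPC1B, a subunit of the complex that branches actin, had a log2 fold change of 2.09 (standard error 0.13, adjusted p = 3.41e-13) at day 34 against day 27 (5 arrays against 3), the scaffold IQGAP1 of 2.51 (standard error 0.18, adjusted p = 3.00e-12) and the actin monomer binding protein PFN2 of 3.91 (standard error 0.31, adjusted p = 1.93e-11). DOCK1, which activates RAC1, rose by 2.92 (standard error 0.20, adjusted p = 9.99e-13). RHOU, an atypical Rho GTPase, had fallen by day 30 (-0.90, standard error 0.20, adjusted p = 0.00176), a call that ended after normexp with the 75th percentile and with the authors' own log2 values. Of 45 measured Rho GTPases and actin regulators, 14 rose and 3 fell (16 and 3 when adjusted over the list alone) at day 30, 23 rose and 7 fell (23 and 9 when adjusted over the list alone) at day 31 and 27 rose and 10 fell (27 and 10 when adjusted over the list alone) at day 34. By camera the list was higher than other genes at day 34 with the preset correlation alone (adjusted p = 0.00497 by camera, adjusted p = 0.117 with an estimated correlation). Of 29 lists fixed before the data were examined, camera placed 8 apart from other genes at day 30, 10 at day 31 and 11 at day 34 against day 27, and 0 on any day with an estimated correlation. From the predicted activation of pathways in these expression data, the paper states that movement pathways of Rho GTPases predominated.

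**Figure D4:**
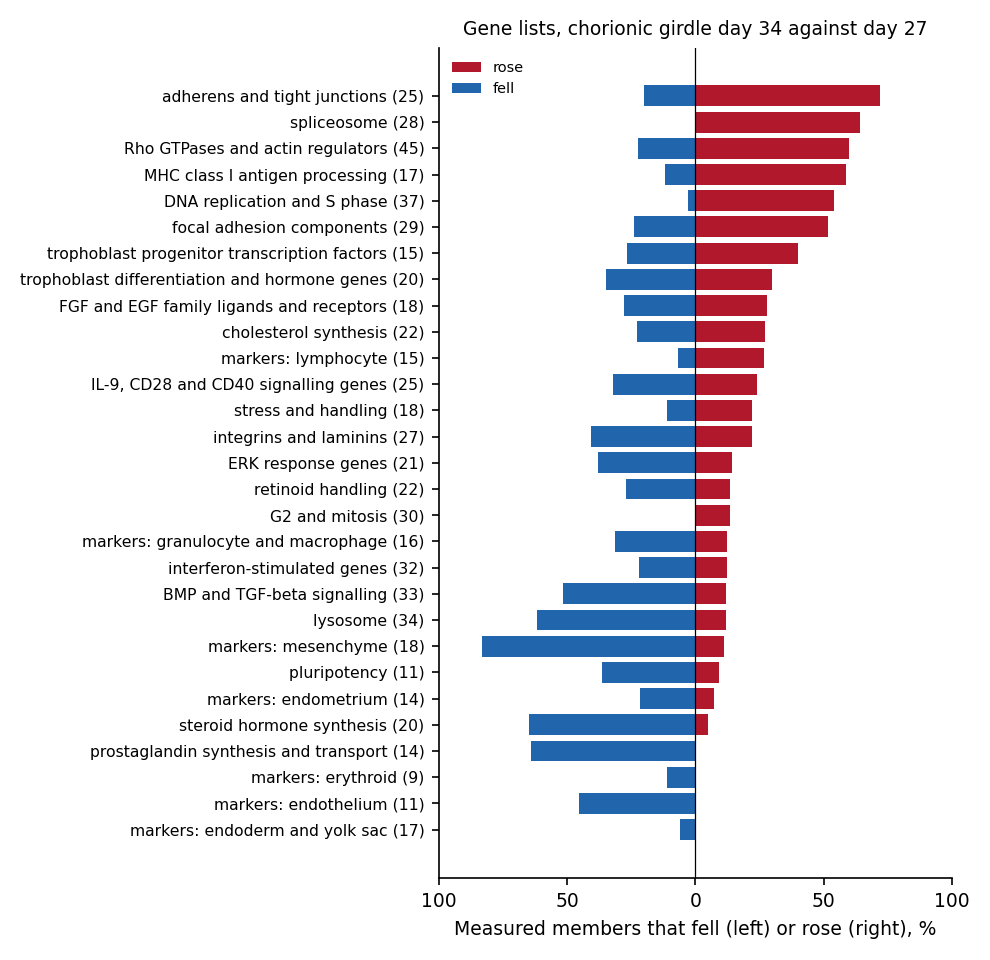
Percentage of the measured members of each of 29 gene lists (y axis, number of measured members in brackets) that fell or rose (x axis, %) in the chorionic girdle at day 34 against day 27 at an adjusted p under 0.05 in limma. Lists of DNA replication and tight junctions reach far to the right, and those of lysosome and mesenchyme reach far to the left.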

Cell cycle pathways with positive activation scores included ILK signalling, aryl hydrocarbon receptor signalling (which peaked at day 30 around initiation of differentiation) and TWEAK signalling.

**Figure 4:**
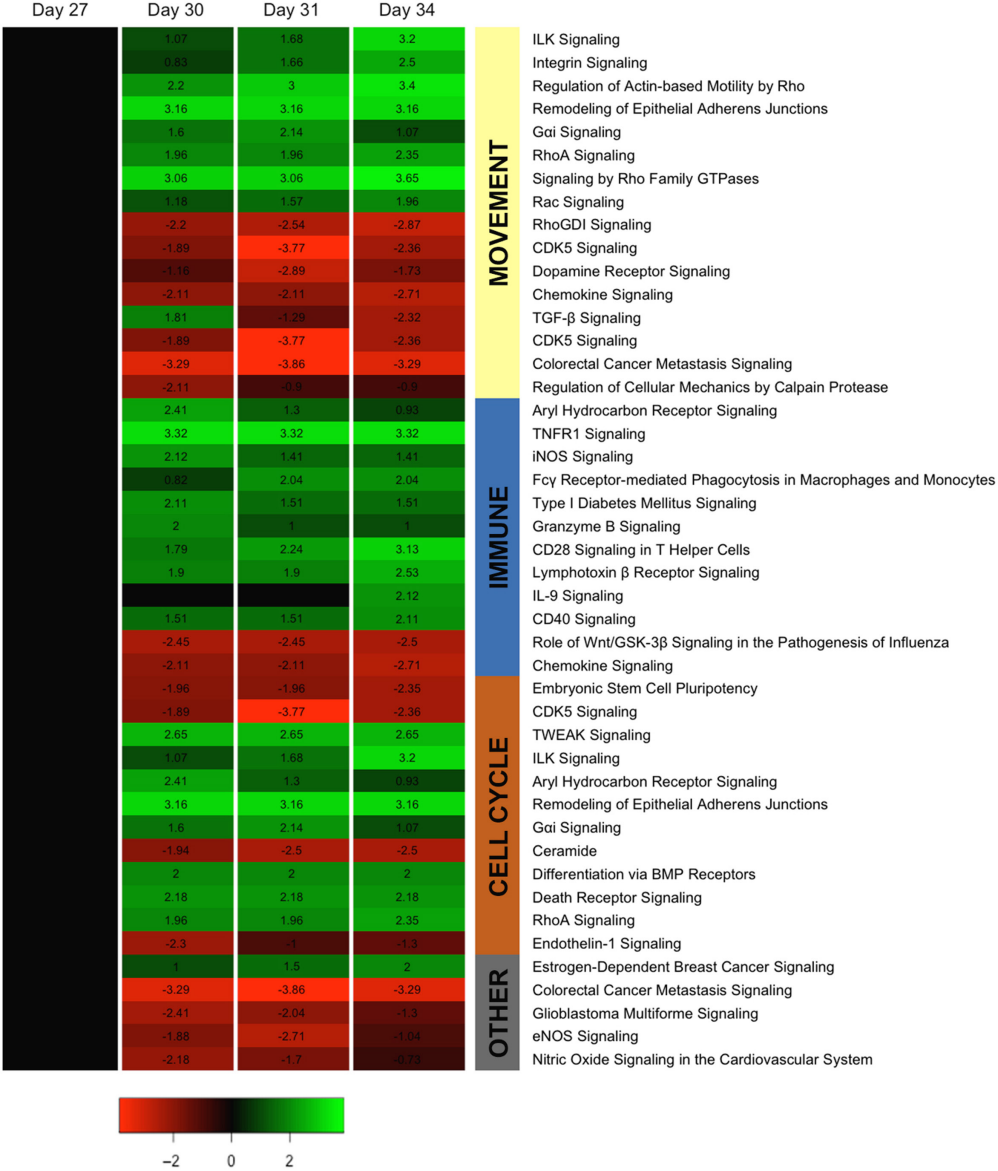
Activation of canonical pathways in the chorionic girdle during day 27–34 of pregnancy. IPA was used to identify activation or repression of canonical pathways in the chorionic girdle between days 27 and 34 of gestation. All pathways identified by the programme to have an activation (*z*-score) score of > or <2 and *P* < 0.05 are shown with green indicating activation and red inactivation. Pathways were grouped according to known functions.

### Validation of genes and pathways

Next, in order to further explore the activity of the genes and pathways identified above, one gene and two pathways were selected for further investigation.

### ELF5 transactivates the CGB promoter

Ets family transcription factor ELF5 was selected from the genes confirmed by qRT-PCR for further investigation due to its temporal expression profile that suggested a possible role in regulation of trophoblast development. RT-PCR amplification of ELF5 and ELF4 (a related family member) genes in equine chorionic girdle and control chorion tissues from gestational ages 27 to 34 days (Fig. 5A) showed that ELF5 was expressed in the chorionic girdle and chorion at all time points, with evidently higher expression it the chorionic girdle compared to the chorion. Gene expression of ELF4 was not detectable in any equine conceptus tissues tested, regardless of gestational age. Expression in control spleen tissue demonstrated successful amplification of the ELF4 gene (Fig. 5A). Western blot analysis confirmed the presence of an approximately 37 kDa protein in the chorionic girdle similar to the predicted size of ELF5 (31 kDa) (Supplementary Fig. 3).

**Figure 5:**
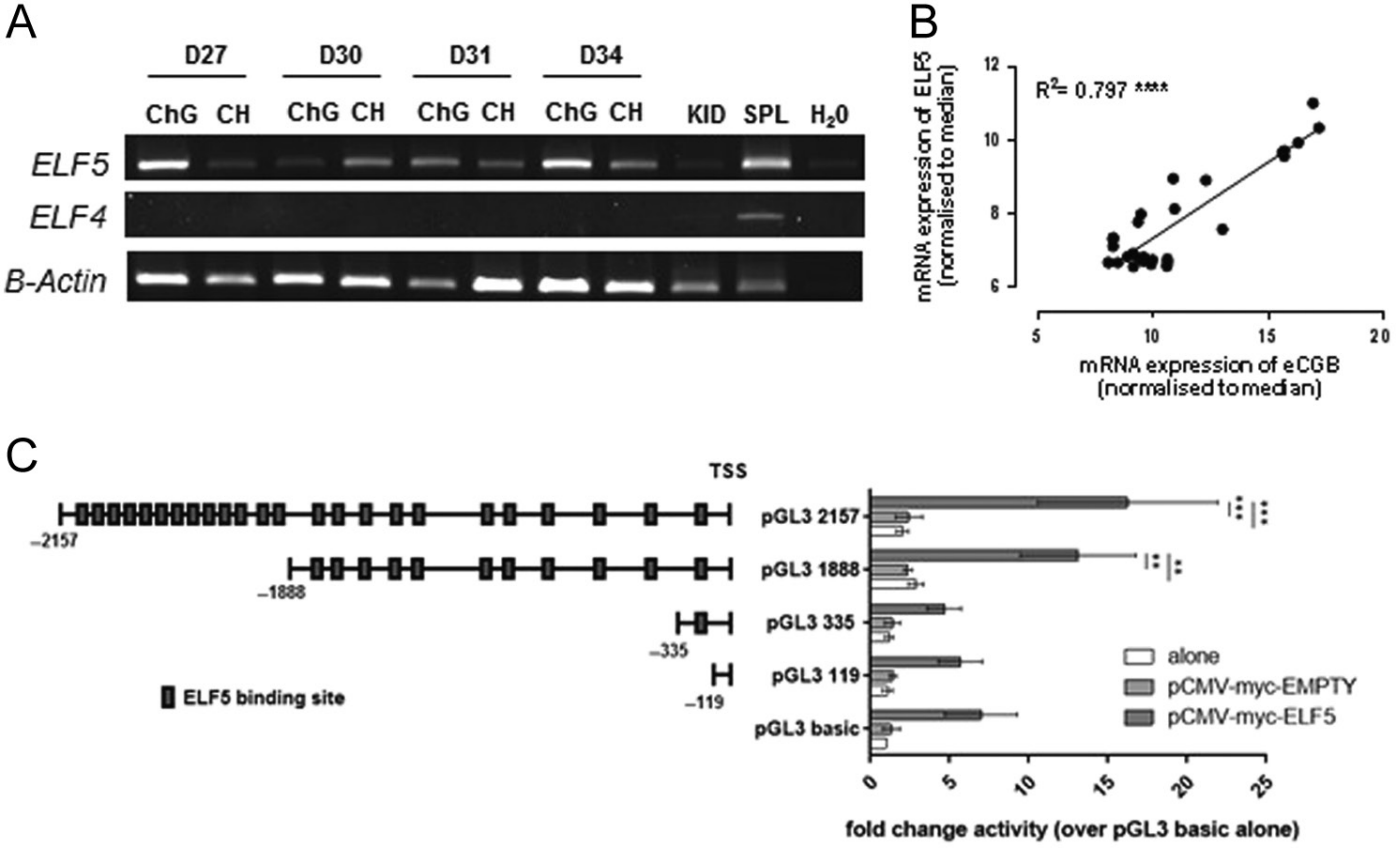
*ELF5* mRNA is expressed in chorionic girdle trophoblast cells, correlates with *CG/LHB* mRNA expression and drives CG/LHB promoter activity. (A) *ELF4* and* ELF5* mRNA in equine chorionic girdle and control chorion tissues at days 27, 30, 31 and 34 of gestation as shown by RT-PCR with B-actin used as a loading control. Kidney and spleen tissues are used as control. (B) Correlation between *ELF5* and *CGB* mRNA expression in individual day 30–34 equine chorionic girdle and chorion samples. Microarray expression data is normalised to the median in R software and displayed as fold change. (C) Truncated promoter inserts, as shown with annotated potential ELF5 binding sites, were transfected into COS7 cells alone, in the presence of 150 ng pCMV-myc-Empty or 150 ng pCMV-myc-ELF5. Numbers are relative to Translation Start Site. Promoter activity is expressed as fold change activity over pGL3-basic alone. **P < 0.01, ***P < 0.001. (*n* = 3, two-way ANOVA) activity is expressed as fold change activity. Over pGL3-basic alone. **P < 0.01, ***P < 0.001. (*n* = 3, two-way ANOVA).

This expression profile in the chorionic girdle combined with bioinformatics analysis of the CG/LH promoter that revealed 24 predicted ELF5-binding sites (data not shown) led us to hypothesise that ELF5 may play a role in inducing CG/LHB expression, a key gene induced during differentiation of chorionic girdle cells and the rate-limiting subunit required for eCG production (de Mestre *et al.* 2009). To explore this further, we used the expression data generated on the microarray to determine if an association existed between CG/LHB and ELF5 expression in all chorion and chorionic tissues (Fig. 5B). ELF5 and CG/LHB mRNA expression in individual chorionic girdle and chorion tissues was strongly positively correlated (*R* ^2^ = 0.80, *P* < 0.0001).

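Arrays with more ELF5, an ETS factor of trophoblast, also held more of the hormone subunit gene CGB. Over the 30 arrays of days 30 to 34 the log2 levels of ELF5 and CGB had a Pearson's r of 0.819 (r2 0.670, permutation p = 1e-05, the smallest that the permutations give) and a Spearman's rho of 0.689 (permutation p = 6e-05), both two-sided. In the girdle alone (15 arrays) r was 0.848 (permutation p = 5e-05) and rho 0.868 (permutation p = 0.0001), and in the chorion alone r was 0.730 (permutation p = 0.00634) and rho 0.421 (permutation p = 0.119). These were 3 relations, and after Benjamini-Hochberg adjustment the p of r was 3e-05, 7.5e-05 and 0.00634. Without the 2 arrays farthest from the median CGB level r was 0.752. On the authors' own log2 values r2 was 0.795 over the 30 arrays, close to the value the paper gives. On linear levels, a setting chosen after seeing the data, it was 0.903. The day carries part of the relation. For deviations from the means of the 6 groups r was 0.645 (permutation p = 0.00014), while over the 10 girdle arrays of days 30 and 31 r was 0.518 (permutation p = 0.124). Within the 3 scan dates r was 0.701 (10 arrays, permutation p = 0.0242), 0.871 (9 arrays, permutation p = 0.0042) and 0.860 (11 arrays, permutation p = 0.00087). ELF5 rose by 4.51 (standard error 0.81, adjusted p = 5.70e-05) at day 31 and 6.68 (standard error 0.81, adjusted p = 4.23e-08) at day 34 in the girdle, and by a log2 of 5.94 (standard error 1.15, adjusted p = 0.00015) more than in the chorion. From the shape of the expression profile and the predicted binding sites in the promoter, the paper proposes that ELF5 may help to induce CG/LHB.

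**Figure D5:**
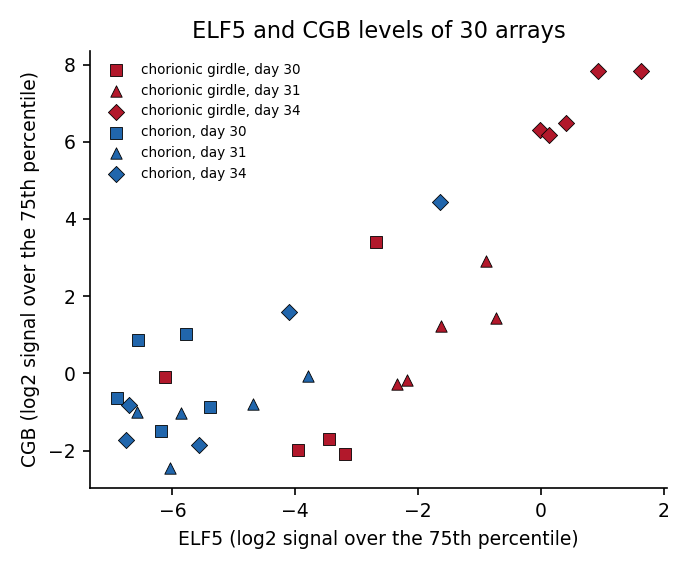
Level of ELF5 (x axis) and CGB (y axis), both log2 signal over the 75th percentile of the array, in the 30 arrays of days 30 to 34, one point per array, with marks for day and colours for the chorionic girdle and chorion. Girdle arrays of day 34 lie at the upper right.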

To determine whether activity of the CG/LHB promoter was driven by ELF5, co-transfections were carried out in COS7 cells using 250 ng of four truncated *CG/LHB* promoter inserts (Read *et al.* 2018), either alone, with addition of 150 ng pCMV-myc-Empty vector, or with 150 ng pCMV-myc-ELF5 (Supplementary Fig. 4). Promoter activity was assessed using luciferase assays (Fig. 5C). The 2157 bp *CG/LHB* construct that contained 24 predicted binding sites for ELF5 was transactivated by pCMV-myc-ELF5, 8.4-fold (s.e.m. = ±4.4, *P* = 0.0002) over pCMV-myc-Empty. The 1888 bp *CG/LHB* promoter, containing 11 predicted binding sites was driven 5.8-fold (s.e.m. = ±2 *P* = 0.0023) by pCMV-myc-ELF5 above pCMV-myc-Empty. No significant increase in promoter activity was observed for the pGL3-basic, pGL3-119 (no predicted sites) or pGL3-335 (1 predicted site) promoter constructs when co-transfected with pCMV-myc-ELF5. The pCMV-myc-Empty vector had no driving activity on any of the promoter constructs.

### Validation of classical MAPK signalling in the chorionic girdle

Signalling molecules downstream of a number of pathways predicted above to be modulated during chorionic girdle development (FGF, EGF and VEGF) included classical mitogen-activated protein kinase (MAPK) signalling molecules, ERK1/2. Western blot analysis demonstrated that ERK/MAPK pathways were active in the both the chorionic girdle and chorion at all time points as demonstrated by detectable p44/p42 protein bands (Fig. 6A). An increase in phosphorylation of the p44 (ERK2) protein at day 30 of pregnancy in the chorionic girdle was observed with no apparent change in the phosphorylation of the p42 protein (ERK1). Densitometry analysis of phospho ERK1/2/Total ERK1/2 (*n* = 3 conceptuses per time point) showed a significant increase in phospho-ERK at day 30 compared with day 27 in chorionic girdle (*P* = 0.0348) but not chorion (Fig. 6B). In addition, using qRT-PCR, we assessed the expression profile of ERK1/2-regulated transcription factors, serum response factor (*SRF*) and CRE-binding protein 1 (*CREB1*) in the chorionic girdle. Correlating with the increase in ERK1/2 activity at day 30, *SRF* and *CREB1* expression significantly increased at day 31 in the chorionic girdle when compared to day 27 (Fig. 6C).

**Figure 6:**
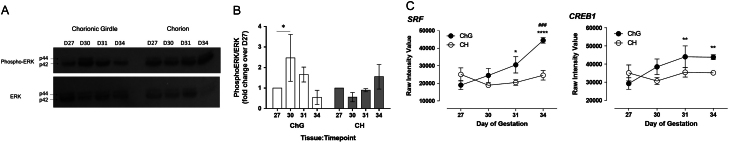
Activity of the ERK1/2 pathway in the chorionic girdle. (A) Representative western (*n* = 3) for phospho-ERK and total ERK in one timecourse set of chorionic girdle and chorion tissues. Shown are the phosphorylated and total p44 (ERK2) and p42 (ERK1) protein. (B) Densitometry analysis of western blots for phospho/Total ERK (P44/42) *n* = 3. *P < 0.05. (C) Multiplex qRT-PCR was used to quantify mRNA expression of SRF and CREB1. *P < 0.05, **P < 0.01, ****P < 0.0001 (compared to day 27 chorionic girdle), ^###^*P* < 0.001 (compared to chorion at same timepoint) (two-way ANOVA).

### RhoA is involved in migration of equine chorionic girdle trophoblast

A number of pathways related to Rho signalling were identified in Fig. 4. In order to further explore the functionality of these pathway, primary day 34 equine trophoblast cells were cultured in the presence or absence of Rho inhibitor Rhosin (50 µM) and trophoblast migration assessed using a scratch assay (Fig. 7A). There was no change in the morphology of the cells or evidence of cell death following treatment with Rhosin or ethanol (control). Treatment of chorionic girdle trophoblast with 50 µM Rhosin resulted in a significant reduction in trophoblast migration into the scratch compared to ethanol control treated cells (*P* < 0.001) (*n* = 8, 4 readings per scratch) (Fig. 7B).

**Figure 7:**
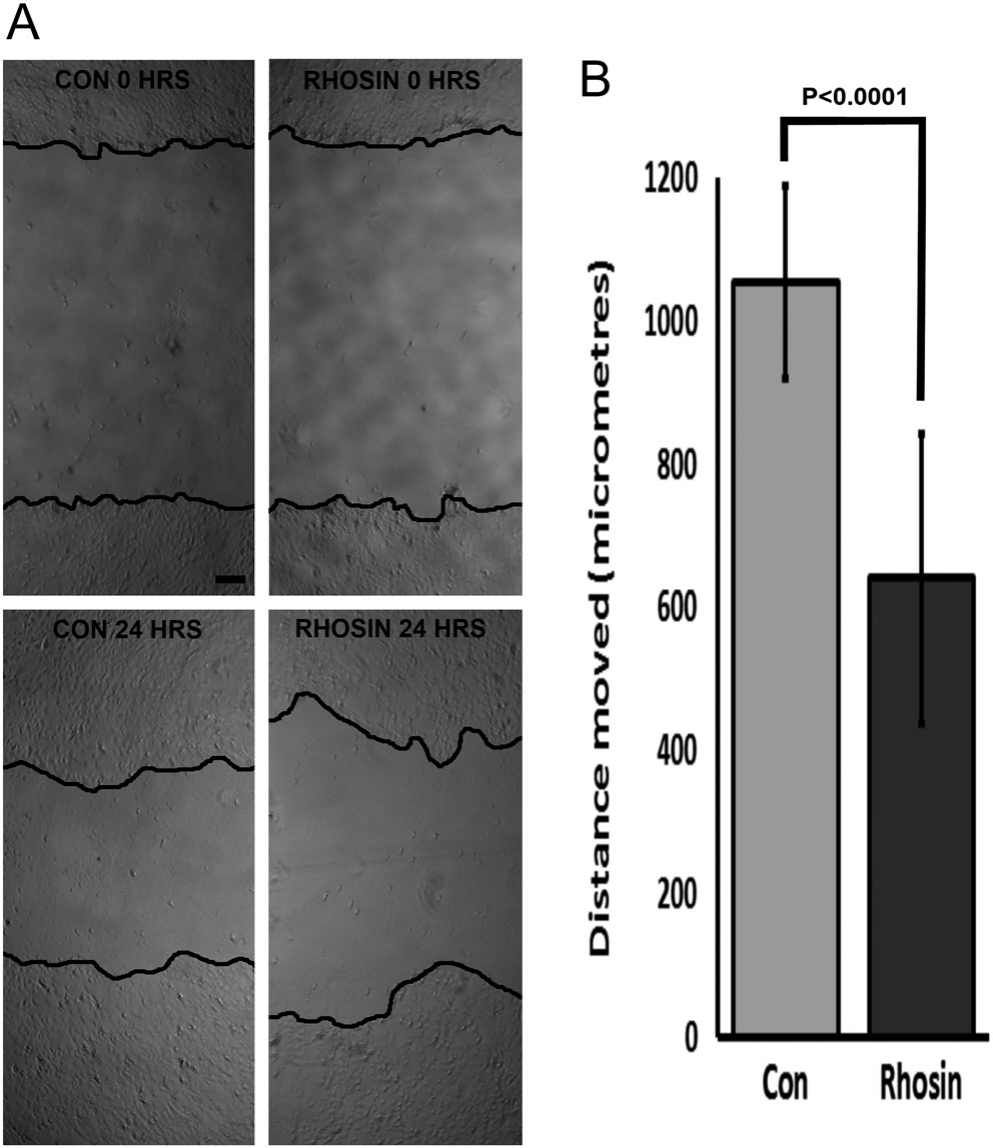
Inhibition of Rho function decreases motility of primary equine trophoblast cells. (A) Representative images of scratches at time 0 and 24 h in the absence and presence of Rho inhibitor (Rhosin, 50 µM). Black lines in each image mark the margins of the scratch and show a decreased motility following Rhosin treatment. (B) Cumulative data of average distance moved showing significantly (*P* < 0.0001) decreased motility in Rhosin treated cultures compared with control. Data shown are mean and standard deviation for 24 measurements (*n* = 3 independent experiments in day 34 chorionic girdle trophoblast). Scale bar in A represents 200 µm.

## Discussion

Chorionic girdle development requires a number of co-ordinated processes that must occur in a timely and controlled manner. Establishing the global gene expression profile for genetically paired conceptuses over a 7-day period of pregnancy (day 27–34) has provided a powerful insight into the genetic landscape of the trophoblast cells as they terminally differentiated from uninucleate trophoblast into eCG-secreting binucleate trophoblast with an invasive phenotype. Fluctuations in gene expression were both dynamic and very specific to the CG whilst the adjacent chorion had remarkably stable gene expression over the same time period. The abundant genes and pathways identified were highly consistent across laboratory and bioinformatic approaches, with three of these, ELF5 function, ERK1/2 activity and Rho A function, further confirmed in functional assays.

Initial PCA visualisation of grouping of the tissues demonstrated distinct gene expression profiles in the chorionic girdle at all time points assessed, whilst in contrast, chorion tissues from all time points were genetically identical. In total, only 11 genes were differentially expressed in the control tissue, chorion compared with 1625 in the chorionic girdle. Although chorionic girdle trophoblast at day 30/31 are still primarily uninucleate trophoblast, the gene profile already had substantially shifted (116 and 317 genes respectively) when compared to day 27 cells. This corresponds to the time at which a large proportion of chorionic girdle trophoblasts rapidly proliferate and undergo differentiation to become terminally differentiated binucleate trophoblast cells and is also the period immediately prior to the significant induction of eCG expression (de Mestre *et al.* 2009, Read *et al.* 2018). The genes and pathways switched on/off in this early period in girdle development will provide important clues to the initiators of proliferation, differentiation and eCG expression. For example, fatty acid-binding protein FABP4, a gene known to regulate both proliferation and differentiation genes in human trophoblast cell line HTR8/SVneo (Basak *et al.* 2018), was found to peak in expression at day 31. C-X-C Motif Chemokine Ligand 14 (CXCL14) expressed in human villous cytotrophoblast (Kuang *et al.* 2009) and known to negatively regulate trophoblast invasion was highly induced by day 30. It is plausible that CXCL14 is playing a similar role in the chorionic girdle, preventing premature invasion of early forming binucleate cells into the endometrium, which usually does not take place until day 34–38.

In order to further establish that changes in gene expression observed in microarray analysis were truly representative of the biology of the trophoblast cells eight genes were verified by qRT-PCR and all demonstrated the same expression pattern to that of the microarray. A small number of genes shown previously to be expressed in day 34 chorionic girdle (Bacon *et al.* 2002, de Mestre *et al.* 2009, Brosnahan *et al.* 2012) featured on gene and signalling pathway lists providing further confirmation of the validity of the large dataset. For example, gene cluster analysis identified the SMAD1/5 arm of the TGFβ signalling pathway to contain multiple differentially regulated genes in the chorionic girdle, including *BMP4*, its receptor bone morphogenic protein receptor 2 (*BMPRII*) and *SMAD1/5*, all consistent with a known function of this pathway in equine trophoblast (Cabrera-Sharp *et al.* 2014). 

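BMP4 and SMAD1 fell in the girdle, while BMPR2 and SMAD5 rose slightly. BMP4 fell by day 34 (-2.32, standard error 0.19, adjusted p = 2.43e-11), and SMAD1, which carries its signal, fell too (-1.50, standard error 0.17, adjusted p = 1.34e-08), with 5 arrays against 3 at day 27. The receptor BMPR2 rose by 1.30 (standard error 0.19, adjusted p = 7.00e-07) and SMAD5 by 0.97 (standard error 0.14, adjusted p = 9.20e-07), both below the 4-fold threshold. The latency protein LTBP1 (-3.68, standard error 0.39, adjusted p = 3.61e-09) fell, the ligand TGFB1 had fallen by day 31 (-3.21, standard error 0.43, adjusted p = 1.79e-06), and SMAD3, the mediator of TGFβ, rose by 2.91 (standard error 0.28, adjusted p = 6.80e-10). Of 33 measured genes of BMP and TGFβ signalling, 4 rose and 17 fell (4 and 18 when adjusted over the list alone) (adjusted p = 0.0248 by camera, adjusted p = 0.169 with an estimated correlation). Background correction by normexp with the 75th percentile ended the call of BMPR2. Markers of mesenchyme fell over the same days (15 of 18), and the list was not tested apart from them.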

EGF signalling in chorionic girdle cells as measured by canonical pathway analysis increased in activity in the chorionic girdle supporting previously reported expression profiles of EGF and EGF receptors in the chorionic girdle (Stewart *et al.* 1994, Allen *et al.* 2017). The function of EGF in the chorionic girdle is not known but in human trophoblast, EGF has been shown to promote proliferation through activation of AKT and ERK1/2 signalling downstream of EGFR (Fock *et al.* 2015, Costa *et al.* 2016). The ERK/MAPK signalling pathway was confirmed here to be functional in chorionic girdle trophoblasts, increasing in activity at day 30 of pregnancy when compared to day 27. It is therefore likely that EGF signalling acting via ERK1/2 is indeed active in the chorionic girdle.

Phosphorylation of p44/p42 and nuclear translocation is thought to be important for cell cycle re-entry into S phase in response to mitogenic activators (Brunet *et al.* 1999). S phase checkpoint effector networks are identified at days 31 and 34 here, so it is possible that the MAPK/ERK signalling pathway is crucial for this regulation. Other described roles for the MAPK/ERK pathway include regulation of cellular growth differentiation (Brunet *et al.* 1999, Dumaz & Marais 2005). Due to the ubiquitous nature of the MAPK/ERK pathway, it is likely that it plays roles in multiple cellular processes during chorionic girdle development, perhaps activating the cell cycle at day 30-31 and later differentiation at day 31-34.

Fibroblast growth factor 7 (*FGF7*), a growth factor expressed by bovine immature trophoblast giant cells (Pfarrer *et al.* 2006), was significantly upregulated between day 27 and 34, as was the related family member fibroblast growth factor-binding protein 1 (*FGFBP1*). 

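FGF7, a growth factor for epithelia, was on from day 30. It rose by 4.46 (standard error 0.73, adjusted p = 0.000143) on the log2 scale at day 30, 6.19 (standard error 0.73, adjusted p = 3.13e-07) at day 31 and 6.08 (standard error 0.73, adjusted p = 3.11e-08) at day 34 against day 27 (5 arrays against 3). FGFBP1 had no signal over background at day 27 and was at least 10.4-fold, at least 56.2-fold and at least 57-fold higher on the same days. FGF2, a growth factor of stroma, fell by day 34 (-2.28, standard error 0.60, adjusted p = 0.00188), and the receptor FGFR1 had fallen by day 31 (-1.27, standard error 0.29, adjusted p = 0.000808). The fall of FGF2 did not pass with the authors' own log2 values or after normexp, nor did FGFBP1 at day 30 after normexp with the 75th percentile. Of 21 measured genes that respond to ERK, 3 rose and 8 fell (3 and 8 when adjusted over the list alone) by day 34 (adjusted p = 0.358 by camera).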

Previous studies have reported fibroblast growth factor 2 (FGF2), its receptors (fibroblast growth factor receptor 1-4 (FGFR1-4)) and FGF-binding protein to be expressed in equine trophectoderm earlier in pregnancy between days 14 and 28 (de Ruijter-Villani *et al.* 2013). Supportive of a possible autocrine function for FGF7 in the chorionic girdle, FGF signalling was identified in gene cluster analysis with 9 FGF regulated genes found to be induced/repressed between days 27 and 34 and downstream ERK1/2 activity confirmed in chorionic girdle by western blot. This is consistent with other species, where FGF proteins are thought to play a key role in trophoblast development including hCG production (Jeong *et al.* 2016) via signalling through ERK (Taniguchi *et al*. 2000, Yang *et al.* 2011, Kunath *et al.* 2014). The role for FGF signalling in the equine placenta remains unknown, but data here suggest an autocrine function for FGF signalling in trophoblast development in the chorionic girdle. Based on its high expression pattern, it is plausible that it may also act in a paracrine manner on adjacent tissues such as the allantochorion thus co-ordinating chorionic girdle development and implantation.

*ELF5* mRNA expression was found to be one of the most markedly induced genes between days 27 and 34 with maximal expression at day 34. Transactivation studies demonstrated that ELF5 was able to drive the CG/LHB promoter between the regions of 335 and 2500 bp relative to the translation start codon suggesting it may play a role in biochemical differentiation of trophoblast. The large number of potential ELF5-binding sites in this region suggests that ELF5 may drive promoter activity by acting directly to multiple sites in the distal promoter, although further work is required. ELF5 was considered widely considered to be a ‘gatekeeper’ of stem cell status in mouse studies (Hemberger *et al.* 2010, Pearton *et al.* 2011, 2014). More recently, work suggests that ELF5s function changes in a concentration-dependent manner with high levels of ELF5 triggering trophoblast differentiation (Latos *et al.* 2015) achieved through an interaction with transcription factor AP-2 gamma (TFAP2C). Interestingly, we did detect ELF5 transcript in day 27 chorionic girdle, albeit at much lower levels (data not shown). Therefore, it is plausible that the chorionic girdle trophoblast utilise ELF5 in a similar manner to mouse cells, with low levels that ELF5 playing a role in maintaining the stem cell status of progenitor chorionic girdle cells (supported here in the pathway analysis which show loss of stem cell pathways between day 27 and 34) and high levels of ELF5 at day 34 driving the switch to differentiation and induction of CG/LHB expression.

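ZFP42, SALL4 and ID2 fell in the girdle, while ETS2, KLF5 and TCF7L1 rose. ZFP42, a marker of pluripotent cells, had a log2 fold change of -1.96 (standard error 0.41, adjusted p = 0.000339) at day 31 and -3.89 (standard error 0.41, adjusted p = 3.43e-09) at day 34 against day 27 (5 arrays against 3). SALL4, another pluripotency factor, stood at -2.89 (standard error 0.35, adjusted p = 3.89e-08), and ID2, which holds trophoblast undifferentiated, at -2.07 (standard error 0.25, adjusted p = 2.74e-08). Other progenitor genes rose, with ETS2 at 3.10 (standard error 0.27, adjusted p = 7.59e-11), KLF5 at 4.01 (standard error 0.27, adjusted p = 1.10e-12) and TCF7L1 at 1.50 (standard error 0.16, adjusted p = 4.44e-09). Of 11 measured pluripotency genes, 1 rose and 4 fell (1 and 4 when adjusted over the list alone) by day 34 (adjusted p = 0.238 by camera), and of 15 measured trophoblast progenitor factors, 6 rose and 4 fell (6 and 5 when adjusted over the list alone) (adjusted p = 0.51 by camera). The mean level of ELF5 in the girdle was -6.06 ± 0.44 (SD, n = 3) at day 27 and 0.62 ± 0.67 (SD, n = 5) at day 34, all arrays over background.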

Proliferation pathways consistently arose in regulator effect networks at all time points and were represented in canonical pathway analysis by pathways, such as endothelin 1 signalling and cyclin dependent kinase 5 (CDK5) signalling. The kinetics of these pathways suggest a reduced, yet ongoing requirement for trophoblast proliferation throughout chorionic girdle development. The upstream regulator EP400 was identified as a top upstream regulator at days 31 and 34 of pregnancy and is known to play a role in cellular proliferation in other cells types (Mattera *et al.* 2009). The majority of other signalling data suggests repression of proliferation signalling pathways. Endothelin signalling in cancer cells is known to play diverse roles in proliferation, apoptosis and migration (Rosano *et al.* 2013) and TNF-related weak inducer of apoptosis (TWEAK) signalling is well defined to promote proliferation of cardiomyocytes (Novoyatleva *et al.* 2010). It is likely that pathway suppression represents a continuous but proportionally decreasing population of proliferating cells, as increasing numbers of chorionic girdle trophoblasts terminally differentiate, losing their proliferative capacity.

A number of pathways associated with cellular differentiation emerged, including those involved in cell cycle regulation, loss of pluripotency and AHR and MAPK/ERK signalling pathways. Repair of DNA and S phase checkpoint control were consistently identified throughout chorionic girdle development as important effector networks. Additionally, transcription factors E2 factor (E2F) and E2 factor 2 (E2F2) were identified as top upstream regulators at all time points in the chorionic girdle. The canonical E2Fs (E2F1, E2F2 and E2F3) regulate trophoblast giant cell differentiation through the promotion of the cell endocycle, via regulation of cyclin E and S phase control (Chen *et al.* 2012, Ouseph *et al.* 2012). A conserved role for E2F proteins in regulation of cyclins D and E and subsequent G1 cell cycle progression has been observed in human placental cell differentiation (Ohtani *et al.* 1995). The data generated here suggest that the role for E2F and E2F2 are also conserved in the regulation of the cell cycle in differentiating equine chorionic girdle trophoblasts. 

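The cyclins moved apart from one another. CCNE1, which drives entry into S phase, rose by 2.21 (standard error 0.42, adjusted p = 0.000507) on the log2 scale at day 30, 3.14 (standard error 0.42, adjusted p = 1.49e-06) at day 31 and 4.17 (standard error 0.42, adjusted p = 1.29e-09) at day 34 against day 27 (5 arrays against 3). CCNE2 was higher by 2.40 (standard error 0.53, adjusted p = 0.000529) at day 31 and then fell by day 34 (-1.51 (standard error 0.46, adjusted p = 0.00874) against day 31), and this gene was picked after its values had been seen. CCNB1, of mitosis, rose by 2.04 (standard error 0.62, adjusted p = 0.017) at day 30 and 2.31 (standard error 0.62, adjusted p = 0.00358) at day 31, with 1.59 (standard error 0.62, adjusted p = 0.0325) at day 34. The G1 cyclin CCND1 fell by day 34 (-1.87, standard error 0.29, adjusted p = 2.75e-06). The transcription factor E2F2 stood at 1.59 (standard error 0.22, adjusted p = 1.94e-06) at day 31 in limma. With slide as a fixed block CCNB1 stood at 1.63 (standard error 0.73, adjusted p = 0.182) at day 30 and no longer passed, and its value at day 34 did not pass with quantile normalization or with the authors' own log2 values.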

Canonical pathway heatmaps indicated that cyclin signalling pathways were upregulated in the chorionic girdle at day 30 of pregnancy, with a subsequent loss of activation at days 31 and 34. Equine trophoblasts differ from human and mouse counterparts (MacAuley *et al.* 1998), in that they are binucleate as opposed to multinucleate and do not possess the increased gene number observed in endoreduplicated cells (Wooding *et al.* 2001). Nevertheless, it is clear that regulation of cell cycle progression and cyclin signalling pathways retain an integral role in the process of cell differentiation in the chorionic girdle.

Evidence for trophoblast movement was supported by the identification of multiple signalling pathways including focal adhesion, Rho signalling and integrin signalling. Canonical pathway analysis indicated an increase in activity at days 30–31 of pregnancy providing evidence of temporally and spatially regulated trophoblast movement, distinct from invasion of the endometrium which is observed beyond day 34 of development. Signalling by Rho Family of GTPases was the most predominant movement related pathway identified in bioinformatics analysis and functional assays further supported a role for Rho A signalling in equine trophoblast migration. Very little is known about the pathways that regulate movement of chorionic girdle trophoblast, beyond early work that showed a role for metalloproteinases (Vagnoni *et al.* 1995). In human trophoblast, Rho A mediates EGF-regulated migration (Han *et al*. 2010). Based on the induction of EGF in pregnant endometrium in mare pregnancy (Allen *et al.* 2017), it is plausible that this molecular pathway is also important for regulating trophoblast migration in the mare.

Multiple analyses suggested the integrin signalling pathway to be activated increasingly in the chorionic girdle between days 27 and 34 of development. 

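LAMB1, COL4A1 and ITGA6 fell in the girdle by day 34, while LAMB3 rose. The laminin chain LAMB1 had a log2 fold change of -3.60 (standard error 0.22, adjusted p = 2.17e-13) and the collagen COL4A1, both of basement membrane, of -2.13 (standard error 0.18, adjusted p = 6.56e-11) at day 34 against day 27 (5 arrays against 3). LAMB3 was higher by 8.95 (standard error 1.45, adjusted p = 5.03e-06). The laminin receptor ITGA6 was 7.98-fold lower (adjusted p = 8.69e-11), and ITGA4, a receptor for fibronectin and VCAM1, had dropped by day 30 (-3.03, standard error 0.42, adjusted p = 2.72e-05). Of 27 measured integrins and laminins, 4 rose and 8 fell (4 and 8 when adjusted over the list alone) at day 31 and 6 rose and 11 fell (6 and 11 when adjusted over the list alone) at day 34 (adjusted p = 0.386 by camera). Of 18 mesenchyme markers, 2 rose and 15 fell (2 and 15 when adjusted over the list alone) over the same days (adjusted p = 0.00191 by camera, adjusted p = 0.365 with an estimated correlation), and the collagen genes of both lists fell with them.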

Integrin α2 (*ITGA2*) expression was a top 20 upregulated gene at day 34 consistent with previous work (Sones *et al.* 2010). 

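ITGA2 rose on each day. Its log2 fold change against day 27 was 1.98 (standard error 0.55, adjusted p = 0.00944) at day 30, below the 4-fold threshold, and 3.56 (standard error 0.55, adjusted p = 9.92e-06) at day 31 (5 arrays against 3). Against the chorion of day 34 ITGA2 was higher by 4.39 (standard error 0.48, adjusted p = 4.33e-09), and in the chorion it rose as well between days 27 and 34 (2.31, standard error 0.55, adjusted p = 0.0124). By its probe ITGA2 lies on chromosome 21 from 14689385 to 14689901 of EquCab1. With slide as a fixed block ITGA2 stood at 1.77 (standard error 0.63, adjusted p = 0.0974) at day 30 and no longer passed, nor did the rise in the chorion, at 0.67, with the 2 arrays of conflicting tissue labels added by their tissue field.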

Regulation of binding of collagen and laminin is a well-defined role of ITGA2 and as these are also known to be expressed in mare endometrium (Mansour *et al.* 2003). Collectively, this is supportive of a role for integrin signalling in invasion of the maternal endometrium around day 36 of pregnancy. Activation of ERK signalling by integrin pathways is thought to play a major role in cell migration, through phosphorylation of myosin chains (Kumar 1998). It is possible that interactions between integrin and ERK signalling is key in co-ordinating the differentiation and migration processes in the chorionic girdle. Whether the trophoblasts migrate to the apices of the girdle folds to differentiate into binucelate eCG-producing cells or they first differentiate and later gain the ability to move towards chemotactic signals is not clear, but this co-ordinated differentiation and cell movement during the development of the chorionic girdle is key and occurs prior to acquisition of invasive potential by trophoblast between days 34 and 38 of pregnancy.

Migration of cancer cells and progression of tumour were identified as some of the top regulator effector networks in the chorionic girdle at all time points. Additionally, the majority of pathways identified in KEGG pathway analysis of gene clusters 1 and 7 were also cancer signalling pathways, with 13 different cancer signalling pathways emerging in total. Trophoblasts have been directly compared to cancer cells in their ability to proliferate, invade the maternal endometrium, establish a blood supply and moderate the maternal immune response (Reeves & James 2017). However, unlike cancer cells, chorionic girdle cells possess an unknown mechanism by which invasion is halted, upon formation of the endometrial cups. Further, chorionic girdle trophoblast senesce upon terminal differentiation, and primary cell cultures have not been maintained much beyond 180 days of culture (Allen & Moor 1972, Thway *et al.* 2001). Investigating how trophoblast cells regulate their invasion may prove highly informative not only in the field of placental biology, but also for identification of novel therapeutic targets in invasive cancers.

A number of canonical pathways involved in immune signalling were identified in analysis of the microarray data. These included CD28 signalling, cluster of differentiation 40 (CD40) signalling and interleukin 9 (IL-9) signalling, all of which peaked in activation at day 34 of pregnancy. 

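Signal carriers of these immune pathways rose and fell in like numbers. TRAF5, which links CD40 to NF-κB, rose by 1.93 (standard error 0.37, adjusted p = 0.000534) on the log2 scale at day 30 and 2.41 (standard error 0.37, adjusted p = 2.10e-06) at day 34 against day 27 (5 arrays against 3). The NF-κB subunit RELA rose by 1.10 (standard error 0.15, adjusted p = 3.71e-07) and STAT5A, which acts downstream of IL-9, by 0.85 (standard error 0.20, adjusted p = 0.00116) at day 31. BCL3 (-1.77, standard error 0.26, adjusted p = 1.08e-06) and TRAF1 (-1.52, standard error 0.22, adjusted p = 7.53e-07), both of the NF-κB pathway, fell. The receptor CD40 itself, looked up after the values had been seen, stood at -1.04 (standard error 0.52, adjusted p = 0.0951), and the probes for IL9R and CD28 were not over background on enough arrays to be tested. Of 25 measured genes of IL-9, CD28 and CD40 signalling, 4 rose and 4 fell (5 and 4 when adjusted over the list alone) at day 30 and 6 rose and 8 fell (6 and 8 when adjusted over the list alone) at day 34 (adjusted p = 0.699 by camera). Of 15 lymphocyte markers, 4 rose and 1 fell (4 and 1 when adjusted over the list alone) at day 34 in limma. After normexp with the 75th percentile the calls of TRAF5 at day 30 and of RELA, STAT5A and TRAF1 ended.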

Previous work has shown that equine trophoblast cells are able to resist immune destruction when transplanted across allogenic barriers consistent with an inherent ability to modulate the immune response (de Mestre *et al.* 2011). IL-9 secreted by human syncytiotrophoblast have been found to play a role in regulation of integrins to promote cellular migration (Sharma *et al.* 2016). It is therefore possible that a novel role for IL-9 in regulation of endometrial invasion in the equine conceptus through either immunomodulation and/or upregulation of integrin signalling pathways has been identified here. CD40 and CD28 signalling pathways are previously undocumented in placental trophoblast cells of horse, human or mouse origin with further studies required to confirm their activity here. CD40 is commonly found on antigen presenting cells and CD28 on T-helper cells. Upregulation of these signalling pathways would be expected in the immune cells in the maternal endometrium upon invasion by chorionic girdle trophoblasts, and further investigation of the possible activity and function of these pathways in trophoblast is warranted.

In conclusion, through analysis of microarray data using multiple pathway analysis tools, we have been able to generate an overall impression of the genes and signalling landscape in the chorionic girdle within a 7-day period significantly expanding our understanding of molecular networks in equine trophoblast. Functional assays provided further evidence suggesting roles for ELF5 in biochemical differentiation of trophoblast, Rho A in trophoblast migration and ERK1/2 activity that is likely to mediate FGF7 and EGF signalling during chorionic girdle development. Interrogation of pathway components with *in vitro* experimentation will further uncover which of these pathways are crucial for the processes of cell movement, differentiation and invasion not only allowing us to gain a more comprehensive understanding of trophoblast biology in horses but possibly informing future work in other species.

## Supplementary Material

Supporting Figure 1

Supporting Figure 2

Supporting Figure 3

Supporting Figure 4

Supporting Table 1

Supporting Table 2

Supporting Table 3

Supporting Table 4

## Declaration of interest

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

## Funding

This work was supported by the Wellcome Trust (WT98059 to A M d M and Wbib93257MA to R C F) and Paul Mellon PhD Studentship (to A M d M and R C F).

## References

[bib3] AllenWRMoorRM 1972 The origin of the equine endometrial cups. I. Production of PMSG by fetal trophoblast cells. Journal of Reproduction and Infertility 29 313–316. (10.1530/jrf.0.0290313)5023705

[bib4] AllenWRWilsherS 2009 A review of implantation and early placentation in the mare. Placenta 30 1005–1015. (10.1016/j.placenta.2009.09.007)19850339

[bib1] AllenWRGowerSWilsherS 2007 Immunohistochemical localization of vascular endothelial growth factor (VEGF) and its two receptors (Flt-I and KDR) in the endometrium and placenta of the mare during the oestrous cycle and pregnancy. Reproduction in Domestic Animals 42 516–526. (10.1111/j.1439-0531.2006.00815.x)17845608

[bib2] AllenWRGowerSWilsherS 2017 Localisation of epidermal growth factor (EGF), its specific receptor (EGF-R) and aromatase at the materno-fetal interface during placentation in the pregnant mare. Placenta 50 53–59. (10.1016/j.placenta.2016.12.024)28161062

[bib5] AntczakDFde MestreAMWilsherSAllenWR 2013 The equine endometrial cup reaction: a fetomaternal signal of significance. Annual Review of Animal Biosciences 1 419–442. (10.1146/annurev-animal-031412-103703)25387026 PMC4641323

[bib6] BaconSJEllisSAAntczakDF 2002 Control of expression of major histocompatibility complex genes in horse trophoblast. Biology of Reproduction 66 1612–1620. (10.1095/biolreprod66.6.1612)12021038

[bib7] BasakSSarkarAMathapatiSDuttaroyAK 2018 Cellular growth and tube formation of HTR8/SVneo trophoblast: effects of exogenously added fatty acid-binding protein-4 and its inhibitor Molecular and Cellular Biochemistry 437 55–64 (10.1007/s11010-017-3095-9)28620819

[bib8] BrosnahanMMMillerDCAdamsMAntczakDF 2012 IL-22 is expressed by the invasive trophoblast of the equine (Equus caballus) chorionic girdle. Journal of Immunology 188 4181–4187. (10.4049/jimmunol.1103509)PMC374683722490443

[bib9] BrunetARouxDLenormandPDowdSKeyseSPouyssegurJ 1999 Nuclear translocation of p42/p44 mitogen-activated protein kinase is required for growth factor-induced gene expression and cell cycle entry. EMBO Journal 18 664–674. (10.1093/emboj/18.3.664)9927426 PMC1171159

[bib10] Cabrera-SharpVReadJERichardsonSKowalskiAAAntczakDFCartwrightJEMukherjeeAde MestreAM 2014 SMAD1/5 signaling in the early equine placenta regulates trophoblast differentiation and chorionic gonadotropin secretion. Endocrinology 155 3054–3064. (10.1210/en.2013-2116)24848867 PMC4183921

[bib11] ChenHZOusephMMLiJPecotTChokshiVKentLBaeSByrneMDuranCComstockG 2012 Canonical and atypical E2Fs regulate the mammalian endocycle. Nature Cell Biology 14 1192–1202. (10.1038/ncb2595)23064266 PMC3616487

[bib12] ConesaANuedaMJ 2017 maSigPro: significant gene expression profile differences in time course gene expression data. R package version 1.52.0. (available at: http://bioinfo.cipf.es/)

[bib13] CostaAFGomesSZLorenzon-OjeaARMartucciMFariaMRPinto DdosSJrOliveiraSFLettaFPaulesuLBevilacquaE 2016 Macrophage migration inhibitory factor induces phosphorylation of Mdm2 mediated by phosphatidylinositol 3-kinase/Akt kinase: role of this pathway in decidual cell survival. Placenta 41 27–38. (10.1016/j.placenta.2016.03.001)27208405

[bib68] de MestreAMBaconSJCostaCCLeadbeaterJCNoronhaLEStewartFAntczakDF 2008 Modeling Trophoblast Differentiation using Equine Chorionic Girdle Vesicles. Placenta 29 158–169. (10.1016/j.placenta.2007.10.005)18054076

[bib15] de MestreAMMillerDRobersonMSLifordJChizmarLCMcLaughlinKEAntczakDF 2009 Glial cells missing homologue 1 is induced in differentiating equine chorionic girdle trophoblast cells. Biology of Reproduction 80 227–234. (10.1095/biolreprod.108.070920)18971425 PMC2804814

[bib16] de MestreAMNoronhaLEWagnerBAntczakDF 2010 Split immunological tolerance to trophoblast. International Journal of Developmental Biology 54 445–455. (10.1387/ijdb.082795ad)19876828 PMC2879498

[bib14] de MestreAMHanlonDAdamsAPRuncanELeadbeaterJCErbHCostaCMillerDAllenWRAntczakDF 2011 Functions of ectopically transplanted invasive horse trophoblast. Reproduction 141 849–856. (10.1530/REP-10-0462)21389079 PMC5181105

[bib17] de Ruijter-VillaniMvan BoxtelPRStoutTA 2013 Fibroblast growth factor-2 expression in the preimplantation equine conceptus and endometrium of pregnant and cyclic mares. Theriogenology 80 979–989. (10.1016/j.theriogenology.2013.07.024)24035195

[bib18] DumazNMaraisR 2005 Integrating signals between cAMP and the RAS/RAF/MEK/ERK signalling pathways. Based on the anniversary prize of the Gesellschaft fur Biochemie und Molekularbiologie Lecture delivered on 5 July 2003 at the special FEBS Meeting in Brussels. FEBS Journal 272 3491–3504. (10.1111/j.1742-4658.2005.04763.x)16008550

[bib19] FockVPlesslKFuchsRDekanSMillaSKHaiderSFialaCKnoflerMPollheimerJ 2015 Trophoblast subtype-specific EGFR/ERBB4 expression correlates with cell cycle progression and hyperplasia in complete hydatidiform moles. Human Reproduction 30 789–799. (10.1093/humrep/dev027)25740878

[bib20] GuptaSKMalhotraSSMalikAVermaSChaudharyP 2016 Cell signaling pathways involved during invasion and syncytialization of trophoblast cells. American Journal of Reproductive Immunology 75 361–371. (10.1111/aji.12436)26490782

[bib21] HaegerJDHambruchNPfarrerC 2016 The bovine placenta in vivo and in vitro. Theriogenology 86 306–312. (10.1016/j.theriogenology.2016.04.043)27155733

[bib22] HanJLiLHuJYuJZhengYGuoJZhengXYiPZhouY 2010 Epidermal growth factor stimulates human trophoblast cell migration through Rho A and Rho C activation. Endocrinology 154 1732–1742. (10.1210/en.2009-0845)20150581

[bib23] HembergerMUdayashankarRTesarPMooreHBurtonGJ 2010 ELF5-enforced transcriptional networks define an epigenetically regulated trophoblast stem cell compartment in the human placenta. Human Molecular Genetics 19 2456–2467. (10.1093/hmg/ddq128)20354077

[bib24] HuXZhangYZhouXXuBYangMWangMZhangCLiJBaiRXuWMaY 2012 Simultaneously typing nine serotypes of enteroviruses associated with hand, foot, and mouth disease by a GeXP analyzer-based multiplex reverse transcription-PCR assay. Journal of Clinical Microbiology 50 288–293. (10.1128/JCM.05828-11)22116146 PMC3264198

[bib25] HuangWShermanBTLempickiRA 2009 Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Research 37 1–13. (10.1093/nar/gkn923)19033363 PMC2615629

[bib27] ImakawaKBaiRFujiwaraHIdetaAAoyagiYKusamaK 2017 Continuous model of conceptus implantation to the maternal endometrium. Journal of Endocrinology 233 R53–R65. (10.1530/JOE-16-0490)28213399

[bib28] IqbalKChitwoodJLMeyers-BrownGARoserJFRossPJ 2014 RNA-seq transcriptome profiling of equine inner cell mass and trophectoderm. Biology of Reproduction 90 61. (10.1095/biolreprod.113.113928)24478389 PMC4435230

[bib29] JeongWBazerFWSongGKimJ 2016 Expression of hypoxia-inducible factor-1 by trophectoderm cells in response to hypoxia and epidermal growth factor. Biochemical and Biophysical Research Communications 469 176–182. (10.1016/j.bbrc.2015.11.091)26620226

[bib30] KleinCTroedssonMH 2011 Transcriptional profiling of equine conceptuses reveals new aspects of embryo-maternal communication in the horse. Biology of Reproduction 84 872–885. (10.1095/biolreprod.110.088732)21209420

[bib31] KuangHChenQZhangYZhangLPengHNingLCaoYDuanE 2009 The cytokine gene CXCL14 restricts human trophoblast cell invasion by suppressing gelatinase activity. Endocrinology 150 5596–5605. (10.1210/en.2009-0570)19833716

[bib32] KumarCC 1998 Signaling by integrin receptors. Oncogene 17 1365–1373. (10.1038/sj.onc.1202172)9779984

[bib33] KunathTYamanakaYDetmarJMacPheeDCaniggiaIRossantJJurisicovaA 2014 Developmental differences in the expression of FGF receptors between human and mouse embryos. Placenta 35 1079–1088. (10.1016/j.placenta.2014.09.008)25443433

[bib34] LatosPASienerthARMurrayASennerCEMutoMIkawaMOxleyDBurgeSCoxBJHembergerM 2015 Elf5-centered transcription factor hub controls trophoblast stem cell self-renewal and differentiation through stoichiometry-sensitive shifts in target gene networks. Genes and Development 29 2435–2448. (10.1101/gad.268821.115)26584622 PMC4691948

[bib35] LiangCParkAYGuanJ. 2007 *In vitro* scratch assay: a convenient and inexpensive method for analysis of cell migration *in vitro*. Nature Protocols 2 329–333. (10.1038/nprot.2007.30)17406593

[bib36] MacAuleyACrossJCWerbZ 1998 Reprogramming the cell cycle for endoreduplication in rodent trophoblast cells. Molecular Biology of the Cell 9 795–807. (10.1091/mbc.9.4.795)9529378 PMC25306

[bib37] MansourGDHenryMFerreiraAM 2003 Immunohistochemical study of equine endometrial extracellular matrix during the oestrous cycle. Journal of Comparative Pathology 129 316–319. (10.1016/S0021-9975(03)00048-3)14554131

[bib38] MatteraLEscaffitFPillaireMJSelvesJTytecaSHoffmannJSGourraudPAChevillard-BrietMCazauxCTroucheD 2009 The p400/Tip60 ratio is critical for colorectal cancer cell proliferation through DNA damage response pathways. Oncogene 28 1506–1517. (10.1038/onc.2008.499)19169279

[bib39] MoffettAChazaraOColucciF 2017 Maternal allo-recognition of the fetus. Fertility and Sterility 107 1269–1272. (10.1016/j.fertnstert.2017.05.001)28577615

[bib40] NoronhaLEAntczakDF 2010 Maternal immune responses to trophoblast: the contribution of the horse to pregnancy immunology. American Journal of Reproductive Immunology 64 231–244. (10.1111/j.1600-0897.2010.00895.x)20618178

[bib41] NovoyatlevaTDiehlFvan AmerongenMJPatraCFerrazziFBellazziREngelFB 2010 TWEAK is a positive regulator of cardiomyocyte proliferation. Cardiovascular Research 85 681–690. (10.1093/cvr/cvp360)19887380

[bib42] OhtaniKDeGregoriJNevinsJR 1995 Regulation of the cyclin E gene by transcription factor E2F1. PNAS 92 12146–12150. (10.1073/pnas.92.26.12146)8618861 PMC40313

[bib43] OusephMMLiJChenHZPecotTWenzelPThompsonJCComstockGChokshiVByrneMFordeB 2012 Atypical E2F repressors and activators coordinate placental development. Developmental Cell 22 849–862. (10.1016/j.devcel.2012.01.013)22516201 PMC3483796

[bib44] PeartonDJBroadhurstRDonnisonMPfefferPL 2011 Elf5 regulation in the trophectoderm. Developmental Biology 360 343–350. (10.1016/j.ydbio.2011.10.007)22020251

[bib45] PeartonDJSmithCSRedgateEvan LeeuwenJDonnisonMPfefferPL 2014 Elf5 counteracts precocious trophoblast differentiation by maintaining Sox2 and 3 and inhibiting Hand1 expression. Developmental Biology 392 344–357. (10.1016/j.ydbio.2014.05.012)24859262

[bib46] PfarrerCWeiseSBerishaBSchamsDLeiserRHoffmannBSchulerG 2006 Fibroblast growth factor (FGF)-1, FGF2, FGF7 and FGF receptors are uniformly expressed in trophoblast giant cells during restricted trophoblast invasion in cows. Placenta 27 758–770. (10.1016/j.placenta.2005.06.007)16129484

[bib47] ReadJECabrera-SharpVKitschaPCartwrightJEKingPJFowkesRCde MestreAM 2018 Glial cells missing 1 regulates equine chorionic gonadotrophin beta subunit via binding to the proximal promoter. Frontiers in Endocrinology 9 195 (10.3389/fendo.2018.00195)29755409 PMC5932191

[bib48] ReevesEJamesE 2017 Tumour and placenta establishment: the importance of antigen processing and presentation. Placenta 56 34–39. (10.1016/j.placenta.2017.02.025)28274545

[bib49] RitchieMEPhipsonBWuDHuYLawCWShiWSmythGK 2015 limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research 43 e47. (10.1093/nar/gkv007)25605792 PMC4402510

[bib50] RosanoLSpinellaFBagnatoA 2013 Endothelin 1 in cancer: biological implications and therapeutic opportunities. Nature Reviews Cancer 13 637–651. (10.1038/nrc3546)23884378

[bib51] ShangXMarchioniFEvelynCRSipesNZhouXSeibelWWortmanMZhengY 2013 Small-molecule inhibitors targeting G-protein-coupled Rho guanine nucleotide exchange factors. PNAS 110 3155–3160. (10.1073/pnas.1212324110)23382194 PMC3581902

[bib52] SharmaSGodboleGModiD 2016 Decidual control of trophoblast invasion. American Journal of Reproductive Immunology 75 341–350. (10.1111/aji.12466)26755153

[bib53] SibleyCP 2017 Treating the dysfunctional placenta. Journal of Endocrinology 234 R81–R97. (10.1530/JOE-17-0185)28483805 PMC5516438

[bib54] SoncinFNataleDParastMM 2015 Signaling pathways in mouse and human trophoblast differentiation: a comparative review. Cellular and Molecular Life Sciences 72 1291–1302. (10.1007/s00018-014-1794-x)25430479 PMC4366325

[bib55] SonesJLMillerDde MestreAMDecarloCHarmanRAntczakDF 2010 Investigation of the role of integrin alpha2 subunit in equine trophoblast attachment and invasion. Biology of Reproduction 83 455. (10.1093/biolreprod/83.s1.455)

[bib56] StainesKAMadiKMirczukSMParkerSBurleighAPouletBHopkinsonMBodeyAJFowkesRCFarquharsonC 2016 Endochondral growth defect and deployment of transient chondrocyte behaviors underlie osteoarthritis onset in a natural murine model. Arthritis and Rheumatology 68 880–891. (10.1002/art.39508)26605758 PMC4832379

[bib58] StewartFPowerCALennardSNAllenWRAmetLEdwardsRM 1994 Identification of the horse epidermal growth factor (EGF) coding sequence and its use in monitoring EGF gene expression in the endometrium of the pregnant mare. Journal of Molecular Endocrinology 12 341–350. (10.1677/jme.0.0120341)7916972

[bib57] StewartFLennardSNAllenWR 1995 Mechanisms controlling formation of the equine chorionic girdle. Biology of Reproduction Monograph 1 151–159.

[bib59] TaniguchiFHaradaTItoMYoshidaSIwabeTTanikawaMTerakawaN 2000 Keratinocyte growth factor in the promotion of human chorionic gonadotropin production in human choriocarcinoma cells. American Journal of Obstetrics and Gynecology 182 692–698. (10.1067/mob.2000.104225)10739532

[bib60] ThwayTMClayCMMaherJKReedDKMcDowellKJAntczakDFEckertRLNilsonJHWolfeMW 2001 Immortalization of equine trophoblast cell lines of chorionic girdle cell lineage by simian virus-40 large T antigen. Journal of Endocrinology 171 45–55. (10.1677/joe.0.1710045)11572789

[bib61] UnderhillLARobinsJC 2016 Trophoblast development in the murine preimplantation embryo. Seminars in Reproductive Medicine 34 57–62. (10.1055/s-0035-1570025)26757060

[bib62] VagnoniKEGintherOJLunnDP 1995 Metalloproteinase activity has a role in equine chorionic girdle cell invasion. Biology of Reproduction 53 800–805 (10.1095/biolreprod53.4.800)8547473

[bib63] VandesompeleJDe PreterKPattynFPoppeBVan RoyNDe PaepeASpelemanF 2002 Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biology 3 RESEARCH0034.12184808 10.1186/gb-2002-3-7-research0034PMC126239

[bib64] WangXMillerDCHarmanRAntczakDFClarkAG 2013 Paternally expressed genes predominate in the placenta. PNAS 110 10705–10710. (10.1073/pnas.1308998110)23754418 PMC3696791

[bib65] WoodingFBMorganGFowdenALAllenWR 2001 A structural and immunological study of chorionic gonadotrophin production by equine trophoblast girdle and cup cells. Placenta 22 749–767. (10.1053/plac.2001.0707)11597196

[bib66] XieLIchimaruNMoritaMChenJZhuPWangJUrbanellisPShalevINagaoSSugiokaA 2012 Identification of a novel biomarker gene set with sensitivity and specificity for distinguishing between allograft rejection and tolerance. Liver Transplantation 18 444–454. (10.1002/lt.22480)22162188

[bib67] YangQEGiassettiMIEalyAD 2011 Fibroblast growth factors activate mitogen-activated protein kinase pathways to promote migration in ovine trophoblast cells. Reproduction 141 707–714. (10.1530/REP-10-0541)21310815

# Supplementary material for: Dynamic changes in gene expression and signalling during trophoblast development in the horse
**Source:** Reproduction. 2018 Jul 10;156(4):313–30. doi: 10.1530/REP-18-0270

Supplementary Figure 1 Representative set of RNA from chorionic girdle and chorion tissues analysed for RNA quality on the Agilent 2100 bioanalyser. (A) A subset of chorionic girdle (ChG) and chorion (CH) RNA samples from all time points (27-34) are shown. Arrows highlight 18S and 28S RNA bands (B) RNA quality was assessed by visualisation of the 18S and 28S bands, measured by area under the peaks.

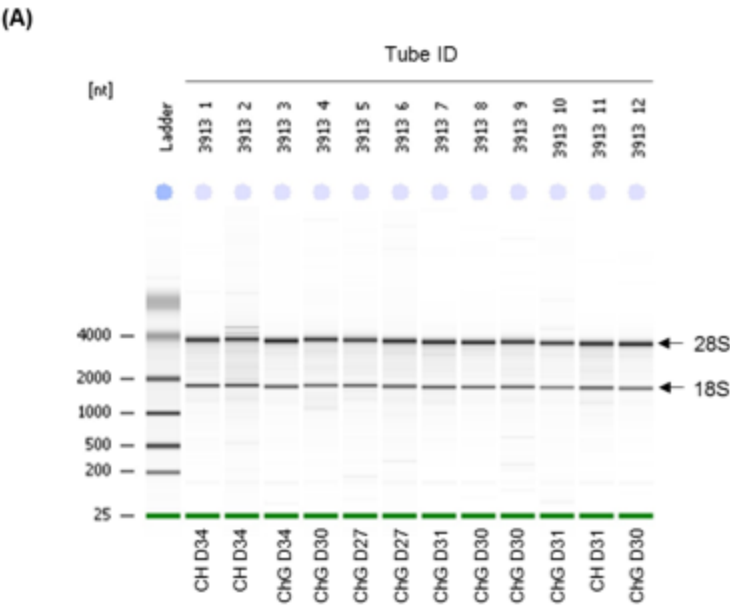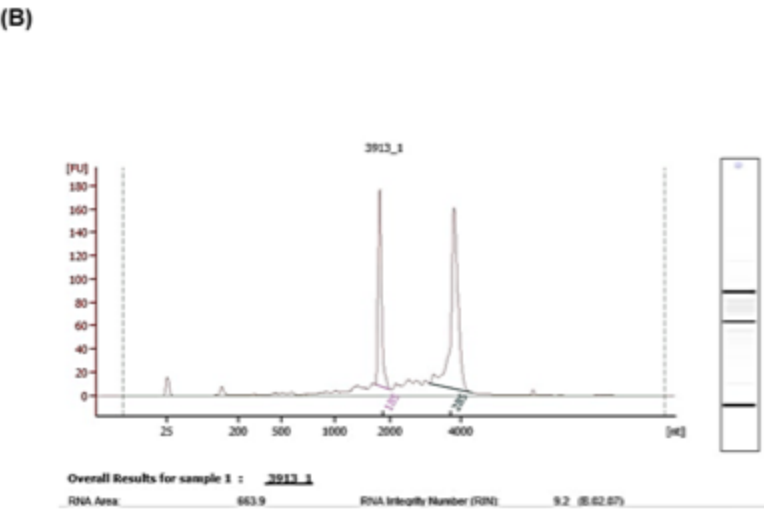

**Supplement:** Supporting Figure 1

# Supplementary material for: Dynamic changes in gene expression and signalling during trophoblast development in the horse
**Source:** Reproduction. 2018 Jul 10;156(4):313–30. doi: 10.1530/REP-18-0270

Supplementary Figure 2: Principle component analysis (PCA) of microarray samples (A) Day 34 chorionic girdle samples clustered clearly away from the other data points with a second cluster containing day 31 and 30 chorionic girdles. Two day 27 samples clustered clearly with those from day 34 conceptuses. (B) Removal of the abnormal mare-stallion pair increased the clustering of the data. (C) Dataset key

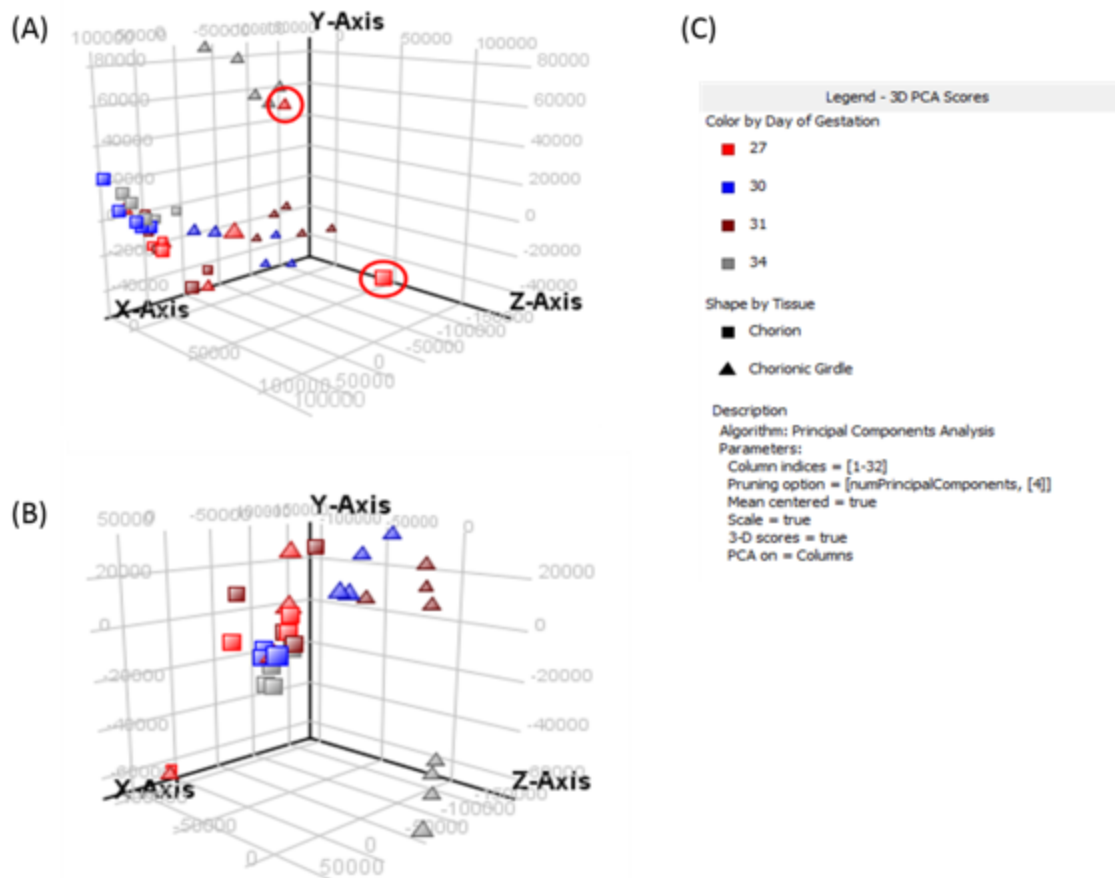

**Supplement:** Supporting Figure 2

# Supplementary material for: Dynamic changes in gene expression and signalling during trophoblast development in the horse
**Source:** Reproduction. 2018 Jul 10;156(4):313–30. doi: 10.1530/REP-18-0270

Supplementary Figure 3 Protein expression of ELF5 in the chorionic girdle. Western blotting of day 34 chorionic girdle (ChG) and Chorion (CH) tissues with an anti-human ELF5 antibody. A faint protein band was seen at approximately 37kDa. (Carried out by Aviva Bioscience, San Diego, US).

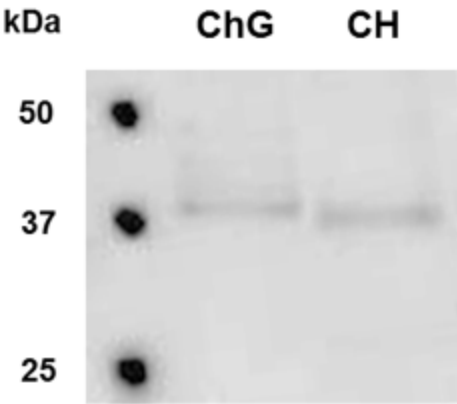

**Supplement:** Supporting Figure 3

# Supplementary material for: Dynamic changes in gene expression and signalling during trophoblast development in the horse
**Source:** Reproduction. 2018 Jul 10;156(4):313–30. doi: 10.1530/REP-18-0270

Supplementary Figure 4 Validation of pCMV-myc-ELF5 expression vector in the COS7 cell line. RNA was extracted from untransfected COS7 cells and COS7 cells transfected with either pCMV-myc- Empty, pCMV-myc-ELF5. RT-PCR was carried out to determine expression of *ELF5* and *CREB3L4*. A H₂O RT-PCR control was run and *B-Actin* PCR carried out as a loading control.

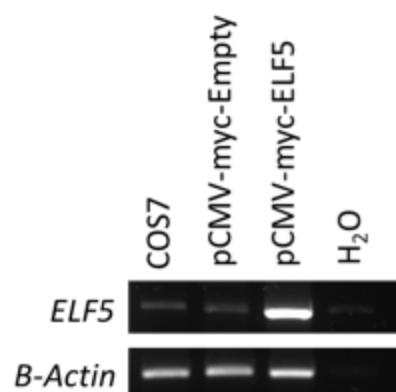

**Supplement:** Supporting Figure 4

# Supplementary material for: Dynamic changes in gene expression and signalling during trophoblast development in the horse
**Source:** Reproduction. 2018 Jul 10;156(4):313–30. doi: 10.1530/REP-18-0270
**Supplement:** Supporting Table 1

Supplementary Table 1 Five mare and stallion pairs were established for breeding purposes. Over a period of two breeding seasons conceptuses were obtained at the four timepoints of interest from each breeding pair. In cases where timepoint samples could not be obtained, tissue sets from other mares, bred with the matched stallion were used to minimise genetic variation (highlighted in yellow).

Mare	Stallion	Sample set Number			
		Day 27	Day 30	Day 31	Day 34
M1	S1	1213	1209	1204	1305
M2	S1	1214	1311	1205	1303
M3	S1	1307	1203	1310	1216
M4	S2	1201	1210	1207	1304
M5	S2	1306	1309	1212	1211

# Supplementary material for: Dynamic changes in gene expression and signalling during trophoblast development in the horse
**Source:** Reproduction. 2018 Jul 10;156(4):313–30. doi: 10.1530/REP-18-0270
**Supplement:** Supporting Table 2

Supplementary Table 2: Primer sequences for multiplex qRT-PCR

Gene	Product Size	Forward Primer	Reverse Primer
<i>CREB3L4</i>	137	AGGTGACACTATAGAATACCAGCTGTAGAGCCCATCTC	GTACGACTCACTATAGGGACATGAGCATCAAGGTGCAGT
<i>NKX2-5</i>	144	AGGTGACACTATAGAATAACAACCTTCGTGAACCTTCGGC	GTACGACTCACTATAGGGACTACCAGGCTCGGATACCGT
<i>GAPDH</i>	151	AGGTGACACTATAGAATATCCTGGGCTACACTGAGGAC	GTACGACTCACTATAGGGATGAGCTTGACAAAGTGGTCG
<i>FOXP1</i>	165	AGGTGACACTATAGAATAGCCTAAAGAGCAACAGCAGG	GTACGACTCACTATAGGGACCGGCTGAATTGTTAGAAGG
<i>CYP7A1</i>	172	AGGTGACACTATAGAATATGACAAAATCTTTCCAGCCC	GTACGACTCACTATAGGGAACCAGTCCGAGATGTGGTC
<i>SMAD7</i>	179	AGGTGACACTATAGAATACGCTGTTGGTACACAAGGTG	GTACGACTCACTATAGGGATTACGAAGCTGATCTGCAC
<i>PAX6</i>	186	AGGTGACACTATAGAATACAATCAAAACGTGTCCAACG	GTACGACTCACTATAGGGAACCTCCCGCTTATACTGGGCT
<i>S100A12</i>	193	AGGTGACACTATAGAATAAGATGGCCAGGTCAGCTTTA	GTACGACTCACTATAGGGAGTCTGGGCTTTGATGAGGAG
<i>KLF10</i>	200	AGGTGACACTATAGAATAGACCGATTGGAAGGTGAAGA	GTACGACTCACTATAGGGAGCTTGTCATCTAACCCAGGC
<i>SDHA</i>	207	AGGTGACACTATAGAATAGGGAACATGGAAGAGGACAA	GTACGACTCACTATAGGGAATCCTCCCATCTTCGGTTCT
<i>ELF5</i>	214	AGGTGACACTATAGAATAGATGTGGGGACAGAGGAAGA	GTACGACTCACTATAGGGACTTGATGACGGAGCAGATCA
<i>SREBF1</i>	221	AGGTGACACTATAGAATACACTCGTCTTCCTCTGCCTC	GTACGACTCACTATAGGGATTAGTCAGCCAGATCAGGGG
<i>NXF1</i>	229	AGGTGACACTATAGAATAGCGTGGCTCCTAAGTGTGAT	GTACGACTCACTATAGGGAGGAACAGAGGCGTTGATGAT
<i>SRF</i>	236	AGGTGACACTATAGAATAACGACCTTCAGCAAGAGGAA	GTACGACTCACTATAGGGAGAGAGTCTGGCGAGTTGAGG
<i>CREB1</i>	243	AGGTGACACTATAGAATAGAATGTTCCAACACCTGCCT	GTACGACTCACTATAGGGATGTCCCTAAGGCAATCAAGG
<i>ELF4</i>	250	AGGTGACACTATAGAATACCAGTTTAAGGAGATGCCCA	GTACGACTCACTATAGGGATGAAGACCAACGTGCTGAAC
<i>KAN</i>	325	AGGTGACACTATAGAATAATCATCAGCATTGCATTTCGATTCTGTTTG	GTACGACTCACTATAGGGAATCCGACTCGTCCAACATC

How the deposited data were processed for this re-analysis (not part of the article)

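RNA of equine chorionic girdle and chorion from days 27, 30, 31 and 34 of pregnancy was measured on 1-colour oligonucleotide arrays. The deposited scanner files hold Cy3 intensities: per the file headers, Feature Extraction 10.5.1.1 subtracted the background and detrended the spots before the authors deposited them. The authors also deposited a table of log2 values, which they describe as background corrected and normalized, and the paper's methods name no algorithm for either step. The legend of the paper's figure on ELF5 says that its array values were normalised to the median.

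From the intensities the following was computed. The processed signal was taken to log2, spots marked as outliers by the scanner software were set to missing, the 75th percentile of the non-control spots of each array was subtracted, and spots of one probe were averaged. A probe was kept when it was marked as well above background on at least 3 of the mapped arrays. The range of the share of probes above background is given beside the first result, and the number of arrays limits the precision of every value.

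Gene symbols came from the arrays' own annotation and from the paper's supplementary tables. Of the probes, 12359 had a symbol in the gene name column, 837 shared such a symbol through an equal gene name entry, 986 were paired with a name in the supplementary tables, 465 matched a full gene name in the description, 9 carried a symbol there, 4 shared an HGNC number and 28943 had no symbol. Some symbols are those of another species' match. Positions are those in the files, on EquCab1. A gene is one symbol, and its probe with the highest mean level stands for it. Probes of paralogs, above all of MHC class I and of LHB, may bind each other's transcripts.

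Arrays were grouped by tissue and day before the data were examined. Of 38 arrays, 36 were placed in 8 groups and 2 of day 27 were left out, because their title and their tissue field name different tissues. For 2 chorion arrays the day in the age field differs from Supplementary Table 1, and the table was followed. After the first results had been seen, it was found that the supplementary fold changes equal those of the authors' log2 values when the tissue field and the age field are used for these 4 arrays. Alternatives with these labels are given.

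One linear model with a mean per group was fitted with limma 3.58.1, with an empirical Bayes prior. The 16 comparisons of Table 1 were tested, together with the difference between the tissues in the change from day 27 to day 34 and a moderated F test over the 4 days of the girdle. All limma tests are two-sided, and p was adjusted by Benjamini and Hochberg within each comparison. A probe was called changed with an absolute log2 fold change over 2 and an adjusted p under 0.05, the thresholds of the paper, and "rose" or "fell" in a count of a gene list means an adjusted p under 0.05. Where every array of a group lay at background, the fold is given as at least the ratio to the background level.

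The named genes were chosen by a rule fixed before the data were examined: the 10 named genes with the largest change in each direction among those past both thresholds whose groups do not overlap, in each of the girdle comparisons with day 27, the comparisons of the tissues at days 30, 31 and 34 and the chorion at day 34 against day 27, every gene that the results text, Tables 2 and 3 or Figs 2 and 5 name, the genes the discussion names, and up to 4 members of each gene list with the smallest adjusted p. The values in Tables 2 and 3 and the first lines of Supplementary Table 3 had been seen when the rule was written.

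Also before the data were examined, 29 gene lists were written: trophoblast progenitor transcription factors, trophoblast differentiation and hormone genes, DNA replication and S phase, G2 and mitosis, steroid hormone synthesis, cholesterol synthesis, integrins and laminins, focal adhesion components, Rho GTPases and actin regulators, adherens and tight junctions, MHC class I antigen processing, interferon-stimulated genes, FGF and EGF family ligands and receptors, ERK response genes, BMP and TGFβ signalling, IL-9, CD28 and CD40 signalling genes, lysosome, spliceosome, pluripotency, prostaglandin synthesis and transport, retinoid handling, markers of mesenchyme, endothelium, erythroid cells, endoderm and yolk sac, lymphocytes, granulocytes and macrophages, and endometrium, and genes of stress and handling. Each was compared with the other genes by camera with a preset correlation of 0.01, with an estimated correlation, and by fry, which tests whether a list's own genes move on balance one way. The p of camera and fry was adjusted over the lists of a comparison.

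The variance explained by day or tissue was tested with adonis2 of vegan 2.7.1 on Euclidean distances with 9999 permutations. Correlations were tested by two-sided permutation. The tools were R 4.3.3, limma 3.58.1, statmod 1.5.0, vegan 2.7.1, data.table 1.17.8, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. Each step across many probes was first tested on simulated data with known changes, and the shared reference of the overlap was simulated with 100 draws.

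Whether the set numbers in the labels pair the arrays was checked over 35356 probes on deviations from the group means. Arrays of the same mare and stallion pair in the same tissue on other days had a mean correlation of 0.0537 against -0.0121 for other numbers (permutation p = 0.0369), and both tissues of one conceptus had 0.313 against -0.0842 (permutation p = 0.0001, the smallest the permutations can give). Models with the pair or the conceptus as a block were therefore tried.

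The alternatives fixed before the data were examined were normexp background correction with an offset of 50 or 16, quantile normalization, the authors' log2 values, no filter and a stricter filter, other labels for the arrays with conflicting labels, blocks for pair, conceptus, slide and sample set series, an intensity trend with a robust prior, a fit of the compared groups alone, other thresholds including treat, the mean of a gene's probes, leaving out each array in turn, an ordinary one-way analysis of variance over the girdle days, other list tests and subsets for the correlation. Added after the data had been seen were scan date as a block, fits without 6 arrays with endoderm markers, the authors' values without a filter, both label choices together and the subsets of the correlation by day and scan date. The clusters of the paper were taken from its supplementary table, since maSigPro was not available. The qRT-PCR, western blot, promoter and migration assays have no deposited arrays and were left out, as were pathway scores.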

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

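The test of slides for the endoderm markers and the levels of single genes given beside the marker lists were chosen after the results were seen, as were the 2 patterns weighed here and the 6 arrays of the first, which were picked by their levels of these markers.

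Markers of endoderm and yolk sac, which the paper does not discuss, stood far above the other arrays on 6 arrays, with a mean level over the list of 6.33 on girdle day 27 replicate 2, 3.08 on girdle day 34 replicate 3, 5.19 and 7.46 on chorion day 27 replicates 1 and 2, 5.51 on chorion day 30 replicate 1 and 7.09 on chorion day 31 replicate 1. AFP was no lower than 4.06 on them and no higher than 1.60 on the 30 others, TF no lower than 2.06 and no higher than -0.12, and TTR no lower than 2.64 and no higher than 0.49; 15 of 17 listed genes were higher by over 1, and 10 of the 17 also lay above background on most of the other arrays. The 6 arrays lie on 5 of 10 slides and 2 of 3 scan dates, which argues against a slide as their source. Endoderm or yolk sac tissue carried into these samples may be the source, since 71.4% of a second endoderm list, 10 of 14 genes with none shared, were higher by over 1 against 4.60% of all 6855 genes. The dissection under a microscope that the paper describes set the yolk sac apart, a step that would remove this source. All 6 arrays come from 1 stallion and 1 series of sample sets, which together hold 8 other arrays without the pattern. No biological explanation was tested. The 6 come from every day and both tissues, but day 27, the reference day, holds the largest share of them. There each tissue has 3 arrays, and girdle replicate 2 and chorion replicates 1 and 2 are among the 6. Both tissues of 1 conceptus share their parents. Yet the other tissue was not among the 6 for girdle day 34 replicate 3 and for chorion replicate 1 of days 27, 30 and 31. Day 27 replicate 2 alone was high in both tissues. These pairs argue against a difference between parents as the whole source.

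Mesenchyme markers, another list the paper does not discuss, fell in the girdle from day 27 to 34 (15 of 18 fell and 2 rose) and ended below the chorion, with a median log2 difference of -1.68 at day 34 (adjusted p = 0.000618 by camera, adjusted p = 0.376 with an estimated correlation). The most abundant, COL1A2, COL3A1 and SPARC, changed by -1.30, -1.56 and -1.62 in the girdle, from levels of 8.09, 7.29 and 6.81, and 18 of the 18 still lay above background on most girdle arrays of day 34. A lower share of mesenchyme cells in the girdle samples may account for this, since 77.8% of a second mesenchyme list (7 of 9 genes, with 1 that rose) fell against 28.4% of all genes. THY1 (5.72) and MFAP5 (1.25), which rose, and FBN1 (-4.11), which fell far more than COL1A2, argue against a common share as the whole cause. A fall of these genes within the cells themselves as the girdle develops, the biological explanation that the days give, stays open and was not tested apart from cell share.

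The change from day 27 to 34 differed between girdle and chorion at 3861 probes by the test of the difference itself with both thresholds, and at 12807 by the adjusted p alone. By the adjusted p alone it differed at 347 of the 717 genes taken from the paper, the gene lists and the largest changes and at 56 of the 71 that the paper names. Many of these genes were picked for their change on these same arrays, so their counts are not independent evidence. By camera, the change lay higher in the girdle for DNA replication and S phase (adjusted p = 0.000759, adjusted p = 0.669 with an estimated correlation), G2 and mitosis (adjusted p = 0.00078, adjusted p = 0.685 with an estimated correlation), Rho GTPases and actin regulators (adjusted p = 0.0052, adjusted p = 0.137 with an estimated correlation), adherens and tight junctions (adjusted p = 0.0052, adjusted p = 0.185 with an estimated correlation) and spliceosome (adjusted p = 0.0021, adjusted p = 0.527 with an estimated correlation). It lay lower in the girdle for steroid hormone synthesis (adjusted p = 0.0131, adjusted p = 0.335 with an estimated correlation), BMP and TGFβ signalling (adjusted p = 0.011, adjusted p = 0.137 with an estimated correlation), lysosome (adjusted p = 0.000222, adjusted p = 0.486 with an estimated correlation), prostaglandin synthesis and transport (adjusted p = 0.022, adjusted p = 0.137 with an estimated correlation) and mesenchyme markers (adjusted p = 0.000222, adjusted p = 0.293 with an estimated correlation). Prostaglandin genes, outside the pathways the paper discusses, also had a median log2 difference of -1.49 between girdle and chorion at day 34.

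Single arrays that stand apart from the rest of their group by Dixon's test were found for 3 of 18 group positions on the first 3 components, 22 of 174 group levels of gene lists, 60 of 750 group levels of named genes and 0 of 18 array measures; chance alone gives about 1 in 20 groups. On the components these were chorion day 30 replicate 1 (46.1 on PC2 and 56.1 on PC3) and chorion day 31 replicate 1 (91.4 on PC3).

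Mean levels of gene lists that lie apart from their group as its highest or lowest array were, on girdle day 30 replicate 1, G2 and mitosis 0.72 (lowest) and trophoblast differentiation and hormone genes 0.52 (highest); on girdle day 30 replicate 3, cholesterol synthesis -0.36 (lowest); on girdle day 30 replicate 4, trophoblast progenitor transcription factors -0.15 (lowest); on girdle day 31 replicate 1, G2 and mitosis 1.42 (lowest) and spliceosome 0.32 (lowest); on girdle day 34 replicate 3, G2 and mitosis -0.20 (lowest) and endoderm and yolk sac markers 3.08 (highest); and on chorion day 30 replicate 1, endoderm and yolk sac markers 5.51 (highest), endothelium markers 1.21 (highest), retinoid handling 0.98 (highest) and trophoblast differentiation and hormone genes -0.36 (lowest); on chorion day 30 replicate 2, lymphocyte markers -0.32 (lowest); on chorion day 31 replicate 1, endoderm and yolk sac markers 7.09 (highest), endothelium markers 1.77 (highest) and retinoid handling 1.60 (highest); on chorion day 31 replicate 2, endometrium markers -0.11 (lowest) and granulocyte and macrophage markers 0.28 (lowest); on chorion day 31 replicate 3, erythroid markers -2.24 (lowest); on chorion day 34 replicate 1, lymphocyte markers 0.0452 (lowest); on chorion day 34 replicate 3, adherens and tight junctions 0.27 (highest) and interferon-stimulated genes 1.79 (highest).

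Levels of single genes that lie apart as the highest or lowest of their group were, in the girdle, on girdle day 30 replicate 1, CALCRL -5.44 (highest), CFB -6.11 (highest), CREB1 -2.09 (lowest), IL22 -2.74 (highest), NXF1 3.55 (highest) and TCN1 3.32 (highest); on girdle day 30 replicate 2, EQMHCC1 -4.90 (lowest); on girdle day 30 replicate 3, C1QTNF7 -9.23 (lowest) and CYFIP2 -5.30 (lowest); on girdle day 30 replicate 4, CGA 3.45 (lowest), CPM -7.23 (lowest), CYP4F3 -8.94 (lowest), DPP4 -7.44 (lowest), HAS2 -8.65 (lowest) and SLC7A2 -4.80 (lowest); on girdle day 30 replicate 5, GDA -4.52 (highest); on girdle day 31 replicate 1, APLP1 -4.37 (highest), C4BPA 1.16 (highest), EQMHCC1 -4.72 (lowest) and MHCB1 4.62 (lowest); on girdle day 31 replicate 4, APOBR -5.73 (lowest) and SERPINE2 4.75 (highest); on girdle day 31 replicate 5, FABP1 5.48 (highest), FGF7 2.87 (highest), HSD17B1 0.35 (highest) and ZBTB16 -3.39 (highest); on girdle day 34 replicate 1, ENPP2 -6.58 (lowest); on girdle day 34 replicate 2, MMP9 -8.89 (lowest), SMAD7 -6.46 (lowest) and WFDC2 -5.43 (lowest); on girdle day 34 replicate 3, AHR -6.15 (lowest) and RRM2 1.61 (lowest).

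The same in the chorion were, on chorion day 30 replicate 1, APLP1 -7.34 (lowest), BCHE -5.65 (highest), CNTN6 -6.64 (highest), EPO -4.50 (highest), KLF10 -8.36 (lowest), LAMB3 -2.14 (highest), MHCB1 3.10 (highest) and ZBTB16 -0.36 (highest); on chorion day 30 replicate 2, EQMHCC1 -7.12 (lowest), MARCO -2.58 (lowest), MSR1 -4.19 (lowest) and PSMB9 -2.10 (lowest); on chorion day 30 replicate 3, PAX6 -7.03 (highest); on chorion day 31 replicate 1, CFB 1.61 (highest), EPO -2.64 (highest), EQMHCC1 -6.39 (lowest), NID1 -2.74 (highest), SLC27A6 0.19 (lowest) and ZBTB16 1.15 (highest); on chorion day 31 replicate 3, S100A12 1.88 (highest); on chorion day 31 replicate 4, CREB1 -1.95 (highest), NPY5R 0.20 (lowest) and PTGS2 2.88 (lowest); on chorion day 34 replicate 1, CNTN6 -7.37 (highest); on chorion day 34 replicate 3, EGFR 0.89 (highest) and HOXA10 -7.97 (highest); on chorion day 34 replicate 5, CFB -2.95 (highest) and FGF2 -7.70 (highest).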

How the results depend on the processing

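The tests chosen only after results had been seen are scan date as a block, the fits without 6 arrays with endoderm markers, the authors' values without a filter, the tissue field and the age field together, and the correlation of ELF5 and CGB on linear levels, on deviations, at days 30 and 31 and within scan dates. Of 40273 values for 1270 results of named genes, 37940 kept their direction and their side of the threshold, 1831 no longer passed, 461 passed only under the alternative and 41 changed sign. Of 6670 values for 232 results of gene lists, 6226 were kept, 161 no longer passed, 280 passed only under the alternative and 3 changed direction. Normexp with the 75th percentile moved the median of all probes by -0.66 to 0.50 (log2) between groups, the largest shift among the scalings run, and its values below are on that shifted scale. Signal over background limits genes whose group lies at background, where a fold is a bound and the subtraction of background sets its size. Every alternative set beforehand was run, but 6 of the results for named genes had no value without the 6 arrays and 13 had none under the stricter filter, because the probe was not kept. Without the 6 arrays the chorion of day 27 has 1 array, which is assumed to vary like the other groups. The values below are those that left the range of 1.5 times a count, lost or gained a call, or changed sign, and the cause was not tested except where the setting itself uses fewer arrays or other thresholds. A count of 0 is limma's at the adjusted threshold; at an unadjusted p under 0.05 the same fits counted 2819 to 5123 for girdle day 31 against day 30, 851 to 5526 for chorion day 30 against day 27, 797 to 3474 for chorion day 31 against day 27, 486 to 2251 for chorion day 31 against day 30, 493 to 2266 for girdle against chorion at day 27, 2087 to 4262 for chorion day 34 against day 31 and 2179 to 2438 for chorion day 34 against day 30.

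Normexp with the 75th percentile gave in the girdle 227 changed probes at day 30 against day 27, 682 at day 31 against day 27, 1767 at day 34 against day 27, 0 at day 31 against day 30, 844 at day 34 against day 30 and 363 at day 34 against day 31; in the chorion 0 at day 30 against day 27, 0 at day 31 against day 27, 152 at day 34 against day 27, 0 at day 31 against day 30, 27 at day 34 against day 30 and 20 at day 34 against day 31; between the tissues 0 at day 27, 610 at day 30, 864 at day 31 and 1722 at day 34; 1680 probes that differ between the tissues in their change, 2801 probes changed in any comparison, 11217 probes over the 4 girdle days and an overlap of 200 probes; gene lists past the test, 8 for girdle against chorion at day 30; log2 fold changes of the other sign were APLP1 -0.11, ELF4 -0.00196, FGF2 -0.17, KLF10 -0.24, SOX15 -0.0538, TRIM25 -0.0223 and CRABP2 -0.0536 for the girdle against chorion at day 30; BMPR2 -0.33, E2F2 -0.19, ELF4 -0.39, FGF2 -1.21, KLF10 -0.57, SRF -0.27, RELA -0.0137, TFRC -0.91, GZMA -1.03, HOXA10 -0.37 and IER3 -0.11 for the girdle against chorion at day 34; SERPINB13 0.27, EPO 0.0568, SLC16A9 0.23, NID1 0.29, CYFIP2 0.61, RHOU 0.51 and CD79B 1.04 for the chorion day 34 against day 27. Camera gave the opposite direction for MHC class I antigen processing (adjusted p = 0.828), lysosome (adjusted p = 0.000146) and stress and handling (adjusted p = 0.776) in the chorion at day 34 against day 27. Normexp with quantile normalization gave in the girdle 219 changed probes at day 30 against day 27, 596 at day 31 against day 27, 1656 at day 34 against day 27, 7 at day 31 against day 30, 722 at day 34 against day 30 and 293 at day 34 against day 31; in the chorion 0 at day 30 against day 27, 0 at day 31 against day 27, 112 at day 34 against day 27, 0 at day 31 against day 30, 31 at day 34 against day 30 and 7 at day 34 against day 31; between the tissues 1 at day 27, 597 at day 30, 774 at day 31 and 1549 at day 34; 1471 probes that differ between the tissues in their change, 2408 probes changed in any comparison and an overlap of 191 probes; gene lists past the test, 10 for chorion day 34 against day 27; log2 fold changes of the other sign were HNF4A 0.0169 for the girdle against chorion at day 34. Normexp with an offset of 16 and quantile normalization gave in the girdle 272 changed probes at day 30 against day 27, 765 at day 31 against day 27, 2065 at day 34 against day 27, 9 at day 31 against day 30, 913 at day 34 against day 30 and 358 at day 34 against day 31; in the chorion 0 at day 30 against day 27, 2 at day 31 against day 27, 186 at day 34 against day 27, 0 at day 31 against day 30, 41 at day 34 against day 30 and 10 at day 34 against day 31; between the tissues 2 at day 27, 750 at day 30, 1003 at day 31 and 1991 at day 34; 1859 probes that differ between the tissues in their change, 3081 probes changed in any comparison and an overlap of 238 probes; gene lists past the test, 10 for chorion day 34 against day 27; log2 fold changes of the other sign were HNF4A 0.0211 for the girdle against chorion at day 34. Quantile normalization gave in the chorion 0 changed probes at day 31 against day 30; gene lists past the test, 10 for chorion day 34 against day 27. The authors' log2 values gave in the girdle 204 changed probes at day 30 against day 27, 542 at day 31 against day 27, 1485 at day 34 against day 27, 7 at day 31 against day 30, 672 at day 34 against day 30 and 272 at day 34 against day 31; in the chorion 0 at day 30 against day 27, 0 at day 31 against day 27, 91 at day 34 against day 27, 0 at day 31 against day 30, 30 at day 34 against day 30 and 7 at day 34 against day 31; between the tissues 1 at day 27, 543 at day 30, 705 at day 31 and 1408 at day 34; 1330 probes that differ between the tissues in their change, 2161 probes changed in any comparison and an overlap of 178 probes; gene lists past the test, 10 for chorion day 34 against day 27; log2 fold changes of the other sign were HNF4A 0.00873 for the girdle against chorion at day 34. The authors' log2 values without a filter (chosen after seeing the data) gave in the girdle 204 changed probes at day 30 against day 27, 538 at day 31 against day 27, 1483 at day 34 against day 27, 7 at day 31 against day 30, 669 at day 34 against day 30 and 271 at day 34 against day 31; in the chorion 0 at day 30 against day 27, 0 at day 31 against day 27, 86 at day 34 against day 27, 0 at day 31 against day 30, 30 at day 34 against day 30 and 7 at day 34 against day 31; between the tissues 1 at day 27, 543 at day 30, 705 at day 31 and 1407 at day 34; 1320 probes that differ between the tissues in their change, 2157 probes changed in any comparison and an overlap of 178 probes; log2 fold changes of the other sign were HNF4A 0.00873 for the girdle against chorion at day 34. No filter on dim probes gave in the chorion 1 changed probes at day 30 against day 27; gene lists past the test, 9 for chorion day 34 against day 27. A stricter filter on dim probes gave in the chorion 0 changed probes at day 30 against day 27 and 6 at day 31 against day 27. The mean of all probes of a gene gave log2 fold changes of the other sign, PTPRC -0.36 for the girdle day 31 against day 27; ETV1 0.61 for the girdle against chorion at day 30; ETV1 1.89 for the girdle against chorion at day 34.

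Adding the 2 arrays of conflicting tissue labels by the tissue field gave in the girdle 1 changed probes at day 31 against day 30; in the chorion 0 at day 30 against day 27, 1 at day 31 against day 27, 209 at day 34 against day 27, 0 at day 31 against day 30, 30 at day 34 against day 30 and 19 at day 34 against day 31; between the tissues 5 at day 27; 21.7% of the variance by day within the chorion (permutation p = 0.0744); gene lists past the test, 12 for chorion day 34 against day 27; log2 fold changes of the other sign were PRKCI -0.0772 for the chorion day 34 against day 27. Adding them by their title gave in the girdle 157 changed probes at day 30 against day 27, 779 at day 31 against day 27, 2622 at day 34 against day 27 and 0 at day 31 against day 30; in the chorion 0 at day 30 against day 27, 0 at day 31 against day 27, 215 at day 34 against day 27, 0 at day 31 against day 30, 29 at day 34 against day 30 and 12 at day 34 against day 31; between the tissues 25 at day 27; 1814 probes that differ between the tissues in their change, an overlap of 62 probes and 23% of the variance by day within the chorion (permutation p = 0.0647); gene lists past the test, 4 for girdle day 30 against day 27; log2 fold changes of the other sign were LAMB1 0.0868 for the girdle day 30 against day 27. Days by the age field gave in the chorion 1 changed probes at day 30 against day 27, 23 at day 31 against day 27, 190 at day 34 against day 27, 13 at day 34 against day 30 and 0 at day 34 against day 31; gene lists past the test, 10 for chorion day 34 against day 27. Adding these 2 arrays by the tissue field with days by the age field (chosen after seeing the data) gave in the girdle 1 changed probes at day 31 against day 30; in the chorion 0 at day 30 against day 27, 73 at day 34 against day 27, 0 at day 31 against day 30, 0 at day 34 against day 30 and 0 at day 34 against day 31; between the tissues 0 at day 27; 5797 probes that differ between the tissues in their change and 20.8% of the variance by day within the chorion (permutation p = 0.106); gene lists past the test, 14 for chorion day 34 against day 27; log2 fold changes of the other sign were PRKCI -0.0795 for the chorion day 34 against day 27. The authors' log2 values with the tissue field and the age field as labels (chosen after seeing the data) gave in the girdle 252 changed probes at day 30 against day 27, 610 at day 31 against day 27, 1516 at day 34 against day 27, 0 at day 31 against day 30, 666 at day 34 against day 30 and 271 at day 34 against day 31; in the chorion 0 at day 30 against day 27, 0 at day 31 against day 27, 21 at day 34 against day 27, 0 at day 31 against day 30, 0 at day 34 against day 30 and 0 at day 34 against day 31; between the tissues 0 at day 27, 542 at day 30, 683 at day 31 and 1460 at day 34; 2202 probes that differ between the tissues in their change, 2105 probes changed in any comparison and an overlap of 203 probes; log2 fold changes of the other sign were HNF4A 0.00752 for the girdle against chorion at day 34; CPM -0.29, FFAR2 -0.19, PRKCI -0.0766 and SMAD3 -0.13 for the chorion day 34 against day 27. Leaving out the 6 arrays with endoderm markers (chosen after seeing the data) gave in the chorion 17 changed probes at day 30 against day 27, 24 at day 31 against day 27, 92 at day 34 against day 27, 0 at day 31 against day 30 and 13 at day 34 against day 31; between the tissues 0 at day 27; gene lists past the test, 5 for girdle day 30 against day 27; log2 fold changes of the other sign were PTPRC -0.0221 for the chorion day 34 against day 27.

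The replicate block (pair number) gave in the chorion 0 changed probes at day 31 against day 30. The conceptus as a random block gave between the tissues 44 changed probes at day 27. Slide as a fixed block gave in the girdle 201 changed probes at day 30 against day 27 and 1 at day 31 against day 30; in the chorion 0 at day 30 against day 27, 2 at day 31 against day 27, 228 at day 34 against day 27, 0 at day 31 against day 30 and 4 at day 34 against day 31; between the tissues 0 at day 27; 2501 probes that differ between the tissues in their change, 14878 probes over the 4 girdle days and an overlap of 153 probes; gene lists past the test, 8 for girdle against chorion at day 30 and 9 for chorion day 34 against day 27. Slide as a random block gave in the chorion 1 changed probes at day 30 against day 27. The sample set series as a block gave in the chorion 1 changed probes at day 30 against day 27 and 18 at day 31 against day 27. Scan date as a block (chosen after seeing the data) gave in the girdle 7 changed probes at day 31 against day 30; in the chorion 1 at day 30 against day 27 and 0 at day 31 against day 30; gene lists past the test, 9 for chorion day 34 against day 27. A fit of the compared groups alone gave in the girdle 485 changed probes at day 30 against day 27 and 0 at day 31 against day 30; in the chorion 0 at day 30 against day 27, 0 at day 31 against day 27, 93 at day 34 against day 27, 0 at day 31 against day 30, 3 at day 34 against day 30 and 0 at day 34 against day 31; between the tissues 0 at day 27. An intensity trend with a robust prior gave in the chorion 1 changed probes at day 30 against day 27. The replicate block changed no other count or correlation reported, with 4233 changed probes in the girdle at day 34 against day 27, of which 4123 were the same probes, and 3903 that differ between the tissues in their change, and 20 of the named gene values no longer passed and 20 passed only with it.

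A log2 fold change over 1 with an adjusted p gave in the girdle 3204 changed probes at day 30 against day 27, 6547 at day 31 against day 27, 9792 at day 34 against day 27, 212 at day 31 against day 30, 7081 at day 34 against day 30 and 4850 at day 34 against day 31; in the chorion 16 at day 31 against day 27, 872 at day 34 against day 27, 210 at day 34 against day 30 and 108 at day 34 against day 31; between the tissues 5755 at day 30, 7383 at day 31 and 10360 at day 34; 8152 probes that differ between the tissues in their change and 15223 probes changed in any comparison. An adjusted p alone gave in the girdle 8890 changed probes at day 30 against day 27, 15167 at day 31 against day 27, 18596 at day 34 against day 27, 726 at day 31 against day 30, 16555 at day 34 against day 30 and 13868 at day 34 against day 31; in the chorion 16 at day 31 against day 27, 1714 at day 34 against day 27, 324 at day 34 against day 30 and 210 at day 34 against day 31; between the tissues 16004 at day 30, 17923 at day 31 and 21242 at day 34; 12807 probes that differ between the tissues in their change and 29171 probes changed in any comparison. Testing with treat against a log2 fold change of 1 gave in the girdle 34 changed probes at day 30 against day 27, 1086 at day 31 against day 27 and 1 at day 31 against day 30; in the chorion 0 at day 30 against day 27, 0 at day 31 against day 27, 23 at day 34 against day 27, 0 at day 31 against day 30, 7 at day 34 against day 30 and 0 at day 34 against day 31; between the tissues 1 at day 27; 2517 probes that differ between the tissues in their change. Distances over the 1000 most variable probes gave 28.1% of the variance by day within the chorion (permutation p = 0.0908). The 10 girdle arrays of days 30 and 31 (chosen after seeing the data) gave an r of 0.518 for ELF5 and CGB (permutation p = 0.124). Comparing the girdle with the chorion in place of day 27 gave an overlap of 1059 probes. Camera with an estimated correlation gave gene lists past the test, 0 for girdle day 30 against day 27, 0 for girdle day 31 against day 27, 0 for girdle day 34 against day 27, 0 for girdle against chorion at day 30, 0 for girdle against chorion at day 31, 0 for girdle against chorion at day 34, 0 for chorion day 34 against day 27 and 0 for the difference between the tissues. Fry in place of camera gave gene lists past the test, 22 for girdle day 31 against day 27, 18 for girdle day 34 against day 27, 14 for girdle against chorion at day 30, 21 for girdle against chorion at day 31, 25 for girdle against chorion at day 34, 1 for chorion day 34 against day 27 and 19 for the difference between the tissues.

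Leaving out 1 array at a time gave 479 (without girdle day 27 replicate 1) to 1024 (without girdle day 27 replicate 2) for girdle day 30 against day 27, 1 (without girdle day 27 replicate 5) to 27 (without chorion day 27 replicate 5) for girdle against chorion at day 27, 2 (without girdle day 31 replicate 2) to 82 (without girdle day 31 replicate 1) for girdle day 31 against day 30, 0 (without chorion day 27 replicate 1) to 44 (without chorion day 27 replicate 5) for chorion day 30 against day 27, 0 (without chorion day 27 replicate 1) to 75 (without chorion day 27 replicate 5) for chorion day 31 against day 27, 203 (without chorion day 27 replicate 1) to 794 (without chorion day 27 replicate 5) for chorion day 34 against day 27, 0 (without chorion day 30 replicate 3) to 3 (without chorion day 31 replicate 2) for chorion day 31 against day 30, 11 (without chorion day 34 replicate 3) to 56 (without chorion day 34 replicate 1) for chorion day 34 against day 31, 33 (without chorion day 34 replicate 3) to 80 (without chorion day 34 replicate 1) for chorion day 34 against day 30, 385 (without girdle day 27 replicate 1) to 777 (without girdle day 27 replicate 2) for the overlap of days 30, 31 and 34, 24.5% (without chorion day 27 replicate 2) to 32.4% (without chorion day 27 replicate 5) for variance explained by day within chorion and 3 (without chorion day 34 replicate 3) to 11 (without chorion day 34 replicate 2) for gene lists past the test for chorion day 34 against day 27. The part of the chorion variance by day did not pass without chorion day 27 replicate 1 (24.7%, permutation p = 0.0716), chorion day 27 replicate 2 (24.5%, permutation p = 0.058), chorion day 34 replicate 4 (26.5%, permutation p = 0.0509), chorion day 34 replicate 2 (26.4%, permutation p = 0.0522) and chorion day 34 replicate 3 (26.1%, permutation p = 0.0671).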

Differences from the paper's values

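The tests of the paper's columns, of the 2 label fields in 1 setting and of places among the top 20 were chosen after the values were seen.

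Some columns of the paper's tables were tested against their labels first. Table 1 lists the earlier day or the chorion first, and its upregulated probes are those higher in the group named first: for girdle day 31 against day 34 the paper's 70 upregulated and 196 downregulated probes stand beside 71 higher and 201 lower at day 31 on the authors' values. The LogFC columns of Supplementary Table 3 hold no logarithms: the smallest size among 974 entries at day 34 is 1.00004, which a linear fold with a sign gives and a log2 scale does not. Their sign runs opposite to the day order, with a correlation of -0.998 with the log2 values here at day 34 and 0 entries of the same sign. In the fold changes of Tables 2 and 3 the paper's values are on the log2 scale, as the values here are.

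Counts below use the thresholds the paper states, an absolute log2 fold change over 2 and an adjusted p under 0.05, and directions as this test found them; a count differs when it is over 1.5 times apart from the paper's, or when only one of them is 0. After each value come the alternatives set before the data were examined under which it does not differ; under the others that give a value it does. Over the whole series, 6529 probes changed in at least 1 comparison against the paper's 2207, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16 and the authors' values.

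Within the girdle most counts were above the paper's. For girdle day 30 against day 27: 490 probes lower at the later day against the paper's 125, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16, the authors' values and the slide block; 145 genes lower at the later day against the paper's 60, no difference with normexp with offset 16 and the compared groups alone; 255 probes higher at the later day against the paper's 128, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16, the authors' values and the slide block and in 1 of 8 fits without 1 array; 222 changed genes against the paper's 116, no difference with normexp with offset 16 and the compared groups alone and in 1 of 8 fits without 1 array. For girdle day 31 against day 27: 1365 probes lower at the later day against the paper's 370, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16 and the authors' values; 353 genes lower at the later day against the paper's 198, no difference with quantile normalization, normexp with offset 16, the title and the slide block; 538 probes higher at the later day against the paper's 239, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16, the authors' values and the title; 529 changed genes against the paper's 317, no difference with normexp with offset 16, the title and the slide block and in 1 of 8 fits without 1 array. For girdle day 34 against day 27: 2956 probes lower at the later day against the paper's 856, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16 and the authors' values; 799 genes lower at the later day against the paper's 447, no difference with normexp with the 75th percentile, quantile normalization, normexp with offset 16, the title and the slide block; 1338 probes higher at the later day against the paper's 652, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16, the authors' values and the title; 1196 changed genes against the paper's 781, no difference with normexp with the 75th percentile, quantile normalization, normexp with offset 16, the stricter filter, the title and the slide block. For girdle day 31 against day 30: 13 probes lower at the later day against the paper's 0, no difference with normexp with the 75th percentile, the tissue field, the title, the slide block and the compared groups alone and in 1 of 10 fits without 1 array; 2 genes lower at the later day against the paper's 0, no difference with normexp with the 75th percentile, the tissue field, the title, the slide block and the compared groups alone and in 5 of 10 fits without 1 array; 10 probes higher at the later day against the paper's 0, no difference with normexp with the 75th percentile, normexp with quantile normalization, the authors' values, the title and the compared groups alone; 5 genes higher at the later day against the paper's 0, no difference with normexp with the 75th percentile, normexp with quantile normalization, the authors' values, the tissue field, the title, the slide block and the compared groups alone. For girdle day 34 against day 30: 1357 probes lower at the later day against the paper's 277 and 907 probes higher at the later day against the paper's 384, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16 and the authors' values; 398 genes lower at the later day against the paper's 160, no difference with normexp with the 75th percentile and normexp with offset 16. For girdle day 34 against day 31: 477 probes lower at the later day against the paper's 70 and 543 probes higher at the later day against the paper's 196, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16 and the authors' values; 153 genes lower at the later day against the paper's 40, no difference with normexp with the 75th percentile, normexp with quantile normalization and normexp with offset 16; 158 genes higher at the later day against the paper's 101, no difference with normexp with the 75th percentile and normexp with offset 16 and in 3 of 10 fits without 1 array.

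Within the chorion the same holds. For chorion day 30 against day 27: 2 probes lower at the later day against the paper's 0 and 1 gene lower at the later day against the paper's 0, no difference with all but quantile normalization, no filter, the age field, the pair block, the random slide block, the set series block and the robust prior and in 2 of 8 fits without 1 array. For chorion day 31 against day 27: 7 probes lower at the later day against the paper's 0, no difference with normexp with the 75th percentile, normexp with quantile normalization, the authors' values, the tissue field, the title, the slide block and the compared groups alone and in 1 of 8 fits without 1 array; 2 genes lower at the later day against the paper's 0, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16, the authors' values, the tissue field, the title, the slide block and the compared groups alone and in 1 of 8 fits without 1 array; 3 probes higher at the later day against the paper's 0, no difference with normexp with the 75th percentile, normexp with quantile normalization, the authors' values, the title and the compared groups alone and in 1 of 8 fits without 1 array; 2 genes higher at the later day against the paper's 0, no difference with normexp with the 75th percentile, normexp with quantile normalization, the authors' values, the tissue field, the title and the compared groups alone and in 3 of 8 fits without 1 array. For chorion day 34 against day 27: 157 probes lower at the later day against the paper's 2, 40 genes lower at the later day against the paper's 2, 216 probes higher at the later day against the paper's 17 and 84 changed genes against the paper's 11, a difference with all of these settings; 44 genes higher at the later day against the paper's 9, no difference with normexp with quantile normalization, the authors' values and the compared groups alone. For chorion day 31 against day 30: 1 probe higher at the later day against the paper's 0 and 1 gene higher at the later day against the paper's 0, no difference with all but no filter, the stricter filter, the age field, the random slide block, the set series block and the robust prior and in 5 of 10 fits without 1 array. For chorion day 34 against day 30: 11 probes lower at the later day against the paper's 0 and 7 genes lower at the later day against the paper's 0, no difference with the age field; 58 probes higher at the later day against the paper's 0 and 16 genes higher at the later day against the paper's 0, a difference with all of these settings. For chorion day 34 against day 31: 11 probes lower at the later day against the paper's 0 and 6 genes lower at the later day against the paper's 0, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16, the authors' values, the age field and the compared groups alone; 20 probes higher at the later day against the paper's 0 and 6 genes higher at the later day against the paper's 0, no difference with the age field and the compared groups alone.

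Between the tissues the counts run as follows. For girdle against chorion at day 27: 1 probe lower in the girdle against the paper's 0, no difference with normexp with the 75th percentile, the age field, the conceptus block, the slide block and the compared groups alone and in 3 of 6 fits without 1 array; 7 probes higher in the girdle against the paper's 0 and 2 genes higher in the girdle against the paper's 0, no difference with normexp with the 75th percentile, normexp with quantile normalization, the authors' values, the tissue field, the slide block and the compared groups alone. For girdle against chorion at day 30: 692 probes lower in the girdle against the paper's 228 and 933 probes higher in the girdle against the paper's 314, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16 and the authors' values; 287 genes higher in the girdle against the paper's 167, no difference with normexp with offset 16. For girdle against chorion at day 31: 1386 probes lower in the girdle against the paper's 399, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16 and the authors' values; 358 genes lower in the girdle against the paper's 207, no difference with quantile normalization and normexp with offset 16 and in 1 of 10 fits without 1 array; 938 probes higher in the girdle against the paper's 281, no difference with normexp with the 75th percentile, normexp with quantile normalization and the authors' values; 311 genes higher in the girdle against the paper's 148, no difference with normexp with the 75th percentile, normexp with quantile normalization and normexp with offset 16. For girdle against chorion at day 34: 2804 probes lower in the girdle against the paper's 864, 1379 probes higher in the girdle against the paper's 590 and 4183 changed probes against the paper's 1454, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16 and the authors' values; 744 genes lower in the girdle against the paper's 442 and 1189 changed genes against the paper's 754, no difference with normexp with the 75th percentile, quantile normalization and normexp with offset 16.

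The genes behind the smallest of these counts, named after their values were seen, are AFAP1, CPA4, CPM, IER3, PLXNB1, PNLIP and PTPRZ1 in the girdle from day 30 to 31; DRP2 in the chorion at day 30, DRP2, GDA, MARCO and MYOT at day 31 and HINT3 from day 30 to 31; and BMP5 and HOXA10 between the tissues at day 27.

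Of 73 log2 fold changes that the paper's text and Tables 2 and 3 give for girdle against day 27, 11 lie further from the value here than the replicates spread. They are: FFAR2 at day 30, 4.96 against the paper's 3.36892, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16, the authors' values and the title; FGF7 at day 30, 4.46 against the paper's 3.35574, FFAR2 at day 31, 6.75 against the paper's 5.03815, TAF4B at day 31, 4.47 against the paper's 3.20532 and FFAR2 at day 34, 8.64 against the paper's 6.84478, no difference with normexp with the 75th percentile, normexp with quantile normalization, the authors' values and the title; CGA at day 31, 6.09 against the paper's 6.85655, no difference with quantile normalization, the authors' values and the tissue field and in 1 of 8 fits without 1 array; FGF7 at day 31, 6.19 against the paper's 4.99731, no difference with normexp with quantile normalization and the authors' values; FAM227B at day 31, 8.60 (signal at day 27 below background, so at least 248-fold) against the paper's 3.31251 and IL22 at day 34, 9.50 (signal at day 27 below background, so at least 311-fold) against the paper's 3.94, no difference with normexp with the 75th percentile, normexp with quantile normalization and the authors' values; CGA at day 34, 7.16 against the paper's 8.54458, a difference with all of these settings; ITGA2 at day 34, 6.46 against the paper's 5.79772, no difference with normexp with the 75th percentile, normexp with quantile normalization, normexp with offset 16, the authors' values and the slide block and in 1 of 8 fits without 1 array.

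The authors' processed values with the tissue field for the 2 arrays with conflicting tissue labels and the age field for the days, a setting chosen after seeing the values, come closest on the fold changes: 19 of the 64 counts in Table 1 stay over 1.5 times apart, 1 of them a count of probes and the others counts of genes, which here hold genes with a symbol alone, the log2 fold changes have a median absolute difference of 6.26e-06, 2105 probes changed in at least 1 comparison, and 1 of the 2776 calls of Supplementary Table 3 is dropped. Normexp with the 75th percentile, set beforehand, also left 19 of the 64 counts apart, with a median difference of 0.157 for the fold changes. With the same 2 fields on the raw signals, also chosen after seeing the values, 36 counts stay over 1.5 times apart, 20 of them of probes, the median difference is 0.287 and 45 calls are dropped. With neither field, 110 calls are dropped on the raw signals, leaving 15 of 930 probes with no call, and 206 on the authors' values, leaving 39.

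The remaining disagreements are over genes and ranks. Of the named genes in the paper's Table 2, the 20 largest rises here hold 8 of 15 at day 30 (missing here: CXCL14, CCNB1, ARG2, MYBL2, RRM2, SERPINE2 and GCM1), 10 of 13 at day 31 (missing here: RRM2, SERPINE2 and GCM1) and 6 of 12 at day 34 (missing here: FABP4, BCL6, SBSPON, PSMB9, SERPINE2 and CADM1); of those in Table 3, the 20 largest falls hold 7 of 11 at day 30 (missing here: IL1B, HSD3B1, LGMN and CYP17A1), 8 of 10 at day 31 (missing here: CYP17A1 and CPVL) and 7 of 11 at day 34 (missing here: RDH16, CYP17A1, CA4 and PLA2G10). The paper leaves IL22 outside the 20 genes with the largest rise at day 34; here it ranks 2, a rank that rests on values at background on day 27, where only a rise of at least 311-fold can be given; on the authors' values with both label fields its log2 fold change is 3.88, near the paper's 3.94. ITGA2, which the paper puts among them, ranks 19. The paper finds no gene apart between the tissues at day 27. Here HOXA10 was at least 19.2-fold higher in the girdle (adjusted p = 0.000513 in limma) and BMP5 at least 8.18-fold (adjusted p = 0.00896). No probe was called there with slide as a fixed block, 6 were with conceptus as a fixed block and 44 with conceptus as a random block.

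For the gene the paper takes as unchanged in the girdle, NXF1, the values here are -0.22 (adjusted p = 0.2), -0.25 (adjusted p = 0.106) and -0.32 (adjusted p = 0.0342) at days 30, 31 and 34; the last does not pass with normexp and the 75th percentile, the title, the pair block, the slide block or the compared groups alone, nor in 6 of 8 fits without 1 array. Its differences between the tissues, -0.37, -0.43 and -0.46, lie within the small size the paper gives. The paper picked genes for PCR from 2 ranges of fold change at day 34. ELF5, SMAD7, CYP17A1 and S100A12 lie inside them here. FOXP1 (0.73) lies below both, as under every alternative set beforehand. PAX6 (4.25) and KLF10 (2.34) lie just outside. PAX6 falls inside the higher range with quantile normalization (4.56), the tissue field (4.75), the pair block (4.37) and the mean of all probes (5.33). It falls inside the lower range with normexp and the 75th percentile (1.66) or quantile normalization (1.71) and with the authors' values (1.38). KLF10 falls inside the lower range with normexp and offset 16 (1.22), the title (1.71), the pair block (2.29), the slide block (2.30) and the set series block (2.30).

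For cyclin signals the paper describes a rise at day 30 that is lost afterwards. It reads this from pathway scores, which were not computed here, and levels of single cyclin genes are another measure. CCNE1 went on rising here (2.21, 3.14 and 4.17 at days 30, 31 and 34), while CCND1 fell by day 34 (-1.87). CCNB1 was at 2.04 on day 30, 2.31 on day 31 and 1.59 on day 34, still above day 27 (adjusted p = 0.0325). For integrin signals the paper describes growing activation in the girdle up to day 34. It draws on pathway scores and on pathways enriched in its clusters, while the list here holds integrin and laminin genes. Counts over this list are therefore no test of its statement. Of the list of integrins and laminins, 1 rose and 4 fell at day 30, 4 and 8 at day 31, and 6 and 11 at day 34 (adjusted p = 0.386 by camera, adjusted p = 0.773 with an estimated correlation). ITGA2, the member the paper names, rose (6.46).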

Other observations

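The counts over other splits of the samples were set beforehand; the tests of girdle tissue carried into the chorion, of the conflicting tissue and day labels and of the age field against the supplementary fold changes were chosen after the results were seen, as were the members named where a list has 5 or fewer that moved one way.

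Most genes of the spliceosome, a term that the paper lists for its cluster 3, rose in the girdle by day 30. Of 28 measured members, 20 rose and 0 fell (21 and 0 when adjusted over the list alone) by day 30 (adjusted p = 1.34e-08 by camera, adjusted p = 0.397 with an estimated correlation), 26 rose and 0 fell (26 and 1 when adjusted over the list alone) by day 31 (adjusted p = 8.85e-08 by camera, adjusted p = 0.3 with an estimated correlation) and 18 rose and 0 fell (19 and 0 when adjusted over the list alone) by day 34 (adjusted p = 0.0123 by camera, adjusted p = 0.773 with an estimated correlation). The changes were small: SRSF3 (1.00, adjusted p = 0.00155), SNRPA (0.85, adjusted p = 0.00475) and PRPF19 (0.91, adjusted p = 0.0305) were among the larger at day 30, and PRPF8 (0.77, adjusted p = 9.60e-06) and SF3A3 (0.56, adjusted p = 3.14e-06) rose by day 34. Against the chorion at day 34, 23 were higher and 0 lower in the girdle (adjusted p = 7.42e-05 by camera, adjusted p = 0.452 with an estimated correlation). With quantile normalization the call at day 34 against day 27 was lost (adjusted p = 0.16). Cholesterol synthesis went both ways over the same days: of 22 genes, 6 rose and 5 fell (6 and 5 when adjusted over the list alone) (adjusted p = 0.944 by camera, adjusted p = 0.98 with an estimated correlation). FDFT1 (0.98, adjusted p = 5.79e-06), LDLR (0.96, adjusted p = 0.00403) and INSIG1 (0.76, adjusted p = 0.00119) rose, and TM7SF2 (-1.02, adjusted p = 0.00516), HMGCS1 (-0.82, adjusted p = 0.00684), LSS (-0.61, adjusted p = 0.033), DHCR7 (-0.59, adjusted p = 0.0096) and PMVK (-0.55, adjusted p = 0.00126) fell. Of 22 genes of retinoid handling, 3 rose and 6 fell (3 and 6 when adjusted over the list alone) (adjusted p = 0.358 by camera, adjusted p = 0.773 with an estimated correlation). Among those that fell were the reductase DHRS3 (-3.65, adjusted p = 2.19e-12), the binding protein RBP1 (-4.73, adjusted p = 9.37e-07) and the receptor RARG (-2.64, adjusted p = 6.06e-09), while the receptor RXRA (1.34, adjusted p = 5.13e-07), RDH10 (2.21, adjusted p = 0.000523) and STRA6 (1.18, adjusted p = 0.00289) rose.

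Markers of maternal and blood cells showed no common direction in the girdle from day 27 to 34. Of 9 erythroid markers, 0 rose and 1 fell (0 and 1 when adjusted over the list alone) (adjusted p = 0.944 by camera, adjusted p = 0.98 with an estimated correlation), the 1 being AHSP (-2.92, adjusted p = 6.76e-06), and the globins HBA (0.45, adjusted p = 0.71) and HBB (0.14, adjusted p = 0.917) did not pass. Of 16 granulocyte and macrophage markers, 2 rose and 5 fell (2 and 4 when adjusted over the list alone) (adjusted p = 0.627 by camera, adjusted p = 0.868 with an estimated correlation): AIF1 (6.12, adjusted p = 2.21e-07) and ITGB2 (2.37, adjusted p = 0.00186) rose, and IL1B, S100A12, CD14 (-1.70, adjusted p = 3.00e-08), CSF1R (-1.68, adjusted p = 0.0156) and CD68 (-0.73, adjusted p = 0.0494) fell. Against the chorion at day 31, 1 was higher and 11 lower in the girdle (adjusted p = 0.0132 by camera, adjusted p = 0.364 with an estimated correlation). Of 14 endometrium markers, 1 rose and 3 fell (1 and 2 when adjusted over the list alone) (adjusted p = 0.718 by camera, adjusted p = 0.868 with an estimated correlation), with ACP5 (5.45, adjusted p = 1.67e-10) up and LTF (-2.67, adjusted p = 0.0422), SERPINA14 (-2.27, adjusted p = 0.000503) and the oxytocin receptor OXTR (-1.56, adjusted p = 2.75e-06) down. Of 18 genes of stress and handling, 4 rose and 2 fell (4 and 2 when adjusted over the list alone) (adjusted p = 0.671 by camera, adjusted p = 0.889 with an estimated correlation): IER3 (3.94, adjusted p = 1.26e-05), HSPH1 (2.19, adjusted p = 3.60e-09), DNAJB1 (0.66, adjusted p = 0.00412) and HSPA1A (0.55, adjusted p = 0.00937) rose, and GADD45A (-2.95, adjusted p = 0.00192) and DDIT3 (-1.24, adjusted p = 0.00343) fell. In the chorion from day 27 to 34, camera put stress and handling genes higher (median log2 fold change 0.77; adjusted p = 0.00322 by camera, adjusted p = 0.593 with an estimated correlation) and genes of G2 and mitosis lower (median -1.06; adjusted p = 4.15e-07 by camera, adjusted p = 0.593 with an estimated correlation); after normexp with the 75th percentile the direction of the stress and handling genes turned (adjusted p = 0.776).

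The third pattern weighed is a set of 13 genes of the girdle, CGA, GCM1 and ITGA2 among them, that also rose in the chorion at day 34, by a median of 5.63% of their girdle level with the chorion level of day 27 subtracted from both (from 1.01% to 35%). Girdle tissue carried into the chorion samples would bring all abundant girdle genes in about the same share. Of the 50 most abundant, 30% (15 genes, LHB, TCN1 and LAMB3 among them) lay below 5.63% by more than 2 times their error. This cannot decide whether tissue was carried over, since 5.63% is a median over genes picked by their passing rise in the chorion. Such a pick sets the share high, and the 40 abundant genes outside it had a median of 2.80%. The age field alone exchanges 1 chorion array of day 34 for another. With it 100% (13 of 13) still lay higher by over 1, with a median log2 fold change of 2.35 against 2.65 and 8 past limma's test. The genes were picked under the other labels, and 1 exchanged array could hardly take their rise below 1. These values therefore cannot decide whether a wrong day of the 2 chorion arrays with conflicting day labels is a source. The left-out arrays of day 27 with conflicting tissue labels may account for part: with the tissue field alone, 53.8% (7 of 13) lay higher by over 1 and the median was 1.05, and with both fields the share was the same, the median 1.07 and the lowest adjusted p in limma 0.122, for PHLDA2; this cannot be told apart, since the labels do not settle the tissue of these arrays. An onset of the same genes in the chorion itself at day 34, the biological explanation that the design gives, stays open; it was not tested apart from the labels.

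Other splits of the same arrays into groups of the same sizes (56, 10 or 100 for each comparison) show where chance can be excluded as the source of a count. For changed probes it can be in the girdle, with 745 (highest other split 423) at day 30, 1903 (highest other split 1070) at day 31 and 4294 (highest other split 1907) at day 34 against day 27, 2264 (highest other split 863) from day 30 to 34 and 1020 (highest other split 279) from day 31 to 34; from day 30 to 31 it can be too, although the highest other split called 58 probes against the real 23. It can also be excluded in the chorion at day 34, with 373 (highest other split 18) against day 27, 69 (highest other split 6) against day 30 and 31 (highest other split 8) against day 31, and between the tissues, with 1625 (highest other split 728) at day 30, 2324 (highest other split 1106) at day 31 and 4183 (highest other split 1748) at day 34; among splits that part as many girdle and chorion pairs, the highest there were 728, 807 and 842. The same holds for probes changed in any of the 16 comparisons (6529, highest other split 3084) and for those that vary over the 4 days in the girdle (22328, highest other split 6964). For the overlap of days 30, 31 and 34 (584, highest other split 713) the splits shuffled days among the girdle arrays. They ask whether day matters in the girdle. All of them keep 1 reference group for the 3 comparisons, so they cannot decide whether this shared reference made the overlap. For probes whose change differs between the tissues (3861, highest other split 4320) the splits shuffled days within each tissue. They ask whether day matters in either tissue, so they cannot decide whether the tissues differ. The highest of them kept all 3 girdle arrays of day 27 and put 1 chorion array of day 34 beside 2 chorion arrays of day 27. The highest split of the overlap put 3 girdle arrays of day 34 in the place of day 27.

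Chance cannot be excluded for the chorion from day 27 to 30 (2, highest other split 366), from day 27 to 31 (10, highest other split 818) and from day 30 to 31 (1, highest other split 1). Between the tissues at day 27 the 10 splits are too few for a share under 0.05, with 8 probes in the real split and 563 in the highest other. In these 3 comparisons with day 27 the highest split calls many times the real count, which points to a structure of the samples: it puts the 3 arrays high in endoderm markers together. At day 27 between the tissues this split is also the one by scan date; with scan date as a block, a setting chosen after seeing the data, 6 probes changed there. In the girdle from day 30 to 31 scan date as a block gives 7 probes, and the highest other split is 1 array off a split by scan date.

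For the number of gene lists past camera chance cannot be excluded in any comparison: 8 (highest other split 12; 26 of 56 splits as high) for girdle day 30 against day 27; 10 (highest other split 12; 18 of 56 splits as high) at day 31; 11 (highest other split 14; 10 of 56 splits as high) at day 34; 5 (highest other split 12; 46 of 56 splits as high) for chorion day 34 against day 27; between the tissues, 5 (highest other split 11; 79 of 100 splits as high) at day 30, 9 (highest other split 15; 46 of 100 splits as high) at day 31, and 10 (highest other split 15; 43 of 100 splits as high) at day 34; and 10 (highest other split 15; 25 of 100 splits as high) for the difference between the tissues.

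The fold changes of Supplementary Table 3 were set beside those from the authors' processed values, to see how the labels of doubt were read. For comparisons with day 27 the median absolute difference on the log2 scale was 0.544 without the 2 arrays with conflicting tissue labels, 2.19e-06 with them placed by tissue field and 0.601 with them placed by title. With the age field for the days as well, the largest median over the 16 comparisons was 2.74e-06.

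By Euclidean distance, the nearest other array was of the same tissue for 1 of 3 girdle arrays at day 27, 4 of 5 at day 30, and 5 of 5 at both day 31 and day 34.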
